# DNA methylation–mediated *Rbpjk* suppression protects against fracture nonunion caused by systemic inflammation

**DOI:** 10.1172/JCI168558

**Published:** 2024-02-01

**Authors:** Ding Xiao, Liang Fang, Zhongting Liu, Yonghua He, Jun Ying, Haocheng Qin, Aiwu Lu, Meng Shi, Tiandao Li, Bo Zhang, Jianjun Guan, Cuicui Wang, Yousef Abu-Amer, Jie Shen

**Keywords:** Bone Biology, Stem cells, Bone disease, Epigenetics, Gene therapy

## Abstract

Challenging skeletal repairs are frequently seen in patients experiencing systemic inflammation. To tackle the complexity and heterogeneity of the skeletal repair process, we performed single-cell RNA sequencing and revealed that progenitor cells were one of the major lineages responsive to elevated inflammation and this response adversely affected progenitor differentiation by upregulation of *Rbpjk* in fracture nonunion. We then validated the interplay between inflammation (via constitutive activation of Ikk2, Ikk2ca) and Rbpjk specifically in progenitors by using genetic animal models. Focusing on epigenetic regulation, we identified *Rbpjk* as a direct target of Dnmt3b. Mechanistically, inflammation decreased Dnmt3b expression in progenitor cells, consequently leading to *Rbpjk* upregulation via hypomethylation within its promoter region. We also showed that *Dnmt3b* loss-of-function mice phenotypically recapitulated the fracture repair defects observed in *Ikk2ca*-transgenic mice, whereas *Dnmt3b*-transgenic mice alleviated fracture repair defects induced by *Ikk2ca*. Moreover, *Rbpjk* ablation restored fracture repair in both *Ikk2ca* mice and *Dnmt3b* loss-of-function mice. Altogether, this work elucidates a common mechanism involving a NF-κB/Dnmt3b/Rbpjk axis within the context of inflamed bone regeneration. Building on this mechanistic insight, we applied local treatment with epigenetically modified progenitor cells in a previously established mouse model of inflammation-mediated fracture nonunion and showed a functional restoration of bone regeneration under inflammatory conditions through an increase in progenitor differentiation potential.

## Abstract 2

<p>Epigenetic modification of Rbpjk regulates progenitor cell differentiation and protects against fracture nonunion mediated by systemic inflammation.</p>

## Introduction

Under most circumstances, bone fractures regenerate with full restoration of tissue morphometry and mechanical strength in the absence of scar formation. Nonetheless, approximately 5% to 10% of fractures globally progress to delayed healing, or nonunion, resulting in prolonged functional disability and increased healthcare expenses (1, 2). The causes of fracture complications in the clinic are multifactorial and include surgery-dependent factors, such as insufficient stabilization and infection, patient-independent factors, such as fracture pattern and severity of trauma, as well as patient-dependent factors, including age, sex, smoking, and other systemic comorbidities (e.g., rheumatoid arthritis [RA], obesity, and metabolic disorders) (2–7). In fact, a majority of patient-dependent factors are closely associated with systemic inflammation (8–10), which places individuals at high risk of experiencing delayed union or nonunion. This underscores the potential detrimental impact of systemic inflammation on fracture healing (11, 12).

Previous investigations in patients and animal models have documented elevated inflammation via the NF-κB pathway leads to reduced expression of chondrogenic and osteogenic genes, thereby adversely affecting progenitor cell differentiation and leading to delay or failure of fracture repair. Notably, intracellular activation of inhibitor of NF-κB kinase subunit β (Ikk2)/NF-κB has been observed to impede chondrogenic and osteogenic differentiation in mice (13, 14). Furthermore, overexpression of TNF-α in transgenic mice has been associated with decreased cortical thickness and inferior bone quality, resulting in a reduction in fracture toughness (15). Our own investigations along with studies from others (15–17) have also demonstrated that systemic inflammation induced by RA disrupts bone regeneration, and in severe cases causes fracture nonunion in mice. In addition to RA models, chronic unbalanced elevation of proinflammatory cytokines in contexts such as aging (18), diabetes (19), and smoking (20) has been identified as the main culprit of skeletal stem/progenitor cell dysfunction. These pathological changes consequently contribute to a reduced regenerative capacity in skeletal systems affected by aging, diabetes, and nicotine exposure. Despite the large amount of evidence that supports the role of inflammation in fracture studies, attempts at biological treatment to mitigate inflammation have not yielded consistent success in clinical outcomes for fracture patients (21), since the precise mechanisms by which pathologic activity of inflammation negatively affects progenitor differentiation and fracture healing have yet to be fully elucidated.

Systemic inflammation has been recognized as a critical modulator of cellular homeostasis via genetic and epigenetic regulation (22–24). In recent years, epigenetics, especially DNA methylation, which is frequently altered in systemic inflammatory conditions, has drawn more attention. For instance, altered DNA methylation landscapes have been identified in various tissues, including synovial fibroblasts, immune cells, and peripheral blood cells in inflammation-related diseases, in particular RA (25–28). More importantly, recent epigenomic studies from fracture patients have revealed differential methylation loci associated with the proliferation and differentiation of human progenitor cells, suggesting that DNA methylation is involved in the fracture repair process (29). Research by our group and others has further established that inflammatory signals (30, 31) disrupt the dynamic regulation of gene expression through DNA methylation, including methylation and demethylation events (32–34), during postnatal degenerative and regenerative processes. Three catalytically active DNA methyltransferases (Dnmts), Dnmt1, Dnmt3a, and Dnmt3b, have been identified in mammalian cells. While Dnmt1 is primarily responsible for maintenance of DNA methylation during cell division (35), the biological functions of the de novo enzymes Dnmt3a and Dnmt3b, which are implicated in the establishment of unique DNA methylation patterns (36–38), remain to be fully elucidated, particularly in the regulation of postnatal tissue regeneration processes. Our earlier work delineated a pivotal role for Dnmt3b in embryonic skeletal development and the maintenance and regeneration of postnatal cartilage homeostasis (39–41). More recently, we provided evidence showing that Dnmt3b was highly expressed in progenitor cells and chondrocytes within fracture callus. Notably, ablation of *Dnmt3b* in either cell type led to a delayed fracture healing, indicating an indispensable role for Dnmt3b in bone regeneration (42, 43). However, the regulation of Dnmts under systemic inflammation is yet to be clarified in the context of fracture repair.

In this study, we performed single-cell RNA sequencing (scRNA-seq) and confirmed the negative impact of systemic inflammation on progenitor cell differentiation through upregulation of Rbpjk during the fracture repair process in RA mice. To gain deeper insights into the underlying cellular and molecular mechanisms, we used transgenic mice with a constitutively active form of Ikk2 (Ikk2ca) in progenitor cells and demonstrated that Rbpjk inhibition mitigated the impairments in progenitor differentiation induced by inflammation, consequently leading to amelioration of the defects observed in fracture repair. Focusing on DNA methylation, we further provided comprehensive in vitro and in vivo evidence that among the Dnmts, Dnmt3b uniquely responded to inflammatory signals. In addition, we revealed Rbpjk as the downstream target that was regulated by Dnmt3b-mediated DNA methylation on its promoter. Building on the insights garnered from this epigenetic mechanism, we engineered progenitor cells with a modified DNA methylation pattern in the *Rbpjk* gene and achieved promising fracture nonunion treatment by applying local cell therapy in RA mice, which represents a promising therapeutic option for delayed fracture and fracture nonunion treatment in the clinic.

## Results

### Systemic inflammation alters progenitor cell differentiation in mice.

Fracture repair is a well-organized multistage process that requires the coordinated participation of multiple cell types. Although many studies have documented that systemic inflammation negatively impacts fracture repair, the precise cellular and molecular changes caused by systemic inflammation remain unclear in fracture callus. To address this knowledge gap, we employed a previously established model of inflammation-mediated fracture nonunion (RA mice) (17), isolating fracture callus tissue for subsequent scRNA-seq. 

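Single-cell RNA sequencing (scRNA-seq) tags the mRNA of each droplet with a cell barcode and each captured molecule with a unique molecular identifier (UMI), so that a UMI stands for 1 captured molecule. Callus was collected at 4 and 7 dpf from control mice and from RA mice, in which arthritis is brought on by transfer of K/BxN serum. This gave 4 libraries (control_4d, control_7d, RA_4d and RA_7d), each prepared with Chromium Single Cell 3′ chemistry from 10000 loaded cells of 1 pool of callus. The paper's methods give n = 3 for a pool, whereas the sample labels give n = 4. With 1 library per condition there were no replicates, so RA and control could not be tested against each other at either time point. No test over both time points was made, and the library batch and the condition cannot be told apart. All intervals are 95% intervals and cover counting error only, not the difference between mice or between preparations. Because the same number of cells was loaded from each pool, a share of cells does not give the number of cells in a callus. The authors aligned the reads to mm10 with Cell Ranger and deposited the UMI count of each of 32285 genes in each cell barcode, without normalization. The deposited tables held 7630 barcodes with 168210361 UMIs for control_4d and 10206 with 177131833 for control_7d. For RA_4d they held 5896 barcodes with 130168130 UMIs, and for RA_7d 10306 with 182259646. The limits of the paper's methods were applied to each barcode, which keep 4000 to 50000 UMIs, 2000 to 7000 features (genes with a UMI) and at most 8% mitochondrial UMIs. This left 5470 cells in control_4d, 7676 in control_7d, 4110 in RA_4d and 8223 in RA_7d, which is 25479 of 34038 barcodes. The median depth of the kept cells was 17034, 16094, 17632 and 16938 UMIs, respectively. A looser filter (at least 1000 UMIs, at least 500 features and at most 15% mitochondrial UMIs) kept 31617 cells.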

To ensure integrity of the cell population and minimize unnecessary contamination of original bone cells and bone marrow cells, we scraped callus tissue along the periosteal surface followed by enzymatic digestion to release cells localized in fracture callus (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI168558DS1). Our scRNA-seq analysis, employing an unbiased clustering approach, revealed 20 distinct cellular clusters representing various lineages and potential transitional states (Figure 1, A–D, and Supplemental Figure 2A). Specifically, these clusters encompassed 3 major populations: (a) 6 myeloid lineage subsets characterized by the expression of myeloid marker *Cd68* (Figure 1B and Supplemental Figure 3A), (b) 6 mesenchymal lineage subsets characterized by the expression of *Prrx1* and stem cell antigen 1 (*Sca1*/*Ly6a*) (Figure 1B and Supplemental Figure 3B), and (c) 3 endothelial lineage subsets characterized by the expression of *Pecam1*/*Cd31*, and pan-endothelial marker VE-cadherin (*Cdh5*) (Figure 1B and Supplemental Figure 3C) (44). 

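The kept cells of the 4 libraries were integrated by canonical correlation analysis in Seurat with 2000 variable genes and clustered by the Louvain algorithm on 15 principal components. The paper's text does not name a clustering resolution, so the lowest resolution in steps of 0.1 that gave at least 20 clusters was taken. At this resolution, 0.5, there were 22 clusters. A resolution of 0.25 gave 15 clusters, and a resolution of 1 gave 32. Each cluster was named after the markers that the paper plots for its clusters, with a few markers added, and carries the ending -like because the paper's own cell assignments were not used here. The thresholds for accepting a name were set after the clusters had been seen. Under them 20 clusters were named and a pair of clusters was left without a name. The larger unnamed cluster had 1890 cells, between the markers of M1 macrophages and those of monocytes. It made up 9.12% of the cells in control_4d, 8.18% in control_7d, 8.66% in RA_4d and 4.95% in RA_7d. The smaller one had 142 cells, of which 45.8% were called doublets by Scrublet, and made up 0.146%, 0.404%, 0.341% and 1.08% of the cells. No cluster met the thresholds for endothelial precursors. The largest clusters were M2 macrophage-like (3426 cells), fibroblast-like (3329 cells) and committed mesenchymal progenitor-like (2824 cells).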

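Of the 22 clusters, 6 were myeloid when the larger unnamed cluster is counted with them. A further 6 were mesenchymal when tenocyte precursor-like cells are counted with them, and 3 were endothelial when lymphatic endothelial-like cells are. UMIs were summed over all cells of a lineage and scaled by the lineage's total to CPM, a level that does not depend on how many UMIs the lineage has. These markers also served to name the clusters, so their levels describe the lineages and do not test them. *Cd68* was at 464 CPM in myeloid cells and 10.7 CPM in mesenchymal cells, and *Prrx1* at 4.32 CPM and 575 CPM, respectively. *Ly6a* was at 596 CPM in mesenchymal cells and at 533 CPM in blood endothelial cells. In blood endothelial cells *Pecam1* was at 1190 CPM and *Cdh5* at 1032 CPM, compared with 23.8 CPM and 4.00 CPM in mesenchymal cells. Myeloid cells, the larger unnamed cluster included, made up 60.8% of the kept cells in control_4d, 34.4% in control_7d, 53.6% in RA_4d and 19.0% in RA_7d. Mesenchymal cells made up 18.1%, 42.1%, 19.6% and 49.5%.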

In line with the elevated systemic inflammation, we identified higher proliferation of inflammatory endothelial cells (cluster 7) and inflammatory T cells (cluster 12) in RA mice, although inflammatory M1 macrophages were decreased. Conversely, a reduction in antiinflammatory M2 macrophages (cluster 3), which play a critical role in resolving inflammation (45), was observed in RA mice (Supplemental Figure 2B).

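Inflammatory endothelial-like cells made up 5.72% of the kept cells in control_4d (313 cells, exact Clopper-Pearson interval 5.12 to 6.37%) and 5.67% in RA_4d (233 cells, 4.98 to 6.42%). The ratio of RA to control at 4 dpf was 0.991 (exact conditional interval for a ratio of counts, 0.833 to 1.18), so no difference was detectable at this depth. At 7 dpf their share was 4.78% in control callus (367 cells, 4.32 to 5.28%) and 7.88% in RA callus (648 cells, 7.31 to 8.48%), a ratio of 1.65 (1.45 to 1.88). The alternative that moved this ratio most was clustering without integration, which gave 2.49. Inflammatory T-like cells made up 1.70% in control_4d (93 cells, 1.37 to 2.08%) and 4.06% in RA_4d (167 cells, 3.48 to 4.71%), a ratio of 2.39 (1.84 to 3.11). At 7 dpf they made up 2.08% in control callus (160 cells, 1.78 to 2.43%) and 3.54% in RA callus (291 cells, 3.15 to 3.96%), a ratio of 1.70 (1.40 to 2.07). M1 macrophage-like cells had a lower share in RA callus, 6.86% in control_4d (375 cells, 6.20 to 7.56%) and 5.60% in RA_4d (230 cells, 4.91 to 6.34%), a ratio of 0.816 (0.690 to 0.965). At 7 dpf the ratio was 0.717 (0.575 to 0.892), from 2.53% (194 cells, 2.19 to 2.90%) to 1.81% (149 cells, 1.54 to 2.12%). With haematopoietic cells alone as the denominator, the M1 ratio at 7 dpf was 1.16 (0.934 to 1.45), the opposite direction but within counting error. The M1 macrophage-like cluster carried the markers *Ifitm1* and *Il1b* but was led also by *Ccr7* and *Cd209a*, genes of dendritic cells that were looked up after their values had been seen. Of 7 macrophage genes, 0 were higher in it than in the other myeloid cells, so the ratios of its share are not read as those of M1 macrophages.

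**Figure D1:**
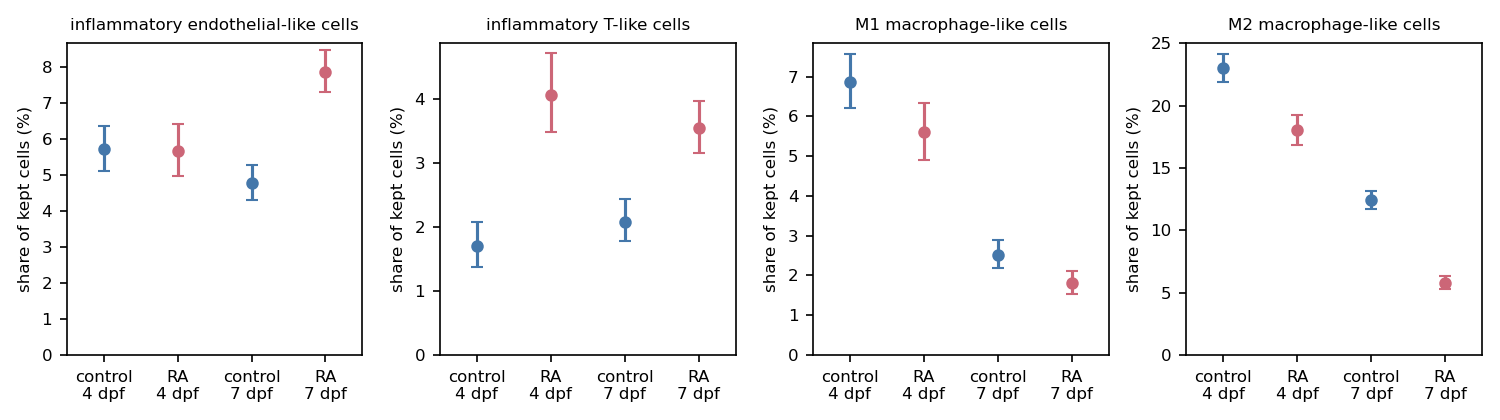
Share of kept cells (%) in each of the 4 libraries for the inflammatory endothelial-like, inflammatory T-like, M1 macrophage-like and M2 macrophage-like classes, with control in blue and RA in red. Points are 1 library each and bars are exact Clopper-Pearson intervals; at 7 dpf the RA point lies above the control point for inflammatory endothelial-like cells (7.88% and 4.78%) and below it for M2 macrophage-like cells (5.78% and 12.4%).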

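M2 macrophage-like cells, a cluster led by *Arg1* and *Spp1*, made up 23.0% of the kept cells in control_4d (1257 cells, 21.9 to 24.1%) and 18.0% in RA_4d (741 cells, 16.9 to 19.2%). The ratio of RA to control was 0.785 (0.716 to 0.860). At 7 dpf the control share was 953 cells of 7676 (11.7 to 13.2%) and the RA share 475 cells of 8223 (5.28 to 6.30%), a ratio of 0.465 (0.416 to 0.520). Part of this fall was shared with the other haematopoietic cells, whose share as a whole also fell, and with these cells as the denominator the ratio at 7 dpf was 0.755. No M2 macrophage-like cluster was named without integration or at the lower resolution.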

We then focused on the population of mesenchymal lineage that plays a key role in forming fracture callus. 

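The mesenchymal cells of the 4 libraries fell into 5 classes. These were 360 common mesenchymal-like cells, 2824 committed mesenchymal progenitor-like cells, 395 osteochondral progenitor-like cells, 1312 MSC-like fibroblast precursor-like cells and 3329 fibroblast-like cells. The cells of the 5 classes numbered 853 in control_4d, 2985 in control_7d, 713 in RA_4d and 3669 in RA_7d. They held 27009766, 75615399, 22137590 and 92962914 UMIs, respectively. The common mesenchymal-like cluster was led by the cell cycle genes *Cenpf*, *Hmmr*, *Birc5* and *Mki67*, none of which was used to name it. Its own markers (*Prrx1*, *Thy1*, *Top2a* and *Cdk1*) were not among its 10 leading genes. Tenocyte precursor-like cells (137, 247, 93 and 399 cells) formed a further mesenchymal cluster and were left out of the 5 classes.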

We observed 5 distinct cell types according to lineage-specific gene signatures, e.g., common mesenchymal cells (cluster 13), committed mesenchymal progenitors (cluster 1), osteochondral progenitors (cluster 15), mesenchymal stromal cell–like (MSC-like) fibroblast/fibroblast precursors (cluster 2), and fibroblasts (cluster 4) (Figure 1B and Supplemental Figure 3, A–C). To evaluate cell proliferation and differentiation dynamics, we inferred differentiation trajectories using Monocle and identified a bifurcated path. Notably, common mesenchymal cells (cluster 13) predominantly occupied one trajectory end, whereas osteochondral progenitors (cluster 15), fibroblast precursors (cluster 2), and fibroblasts (cluster 4) were exclusively localized along the opposing, divergent branches. This distribution likely signifies distinct paths of skeletal and fibroblastic differentiation (Figure 1E). 

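The order of the mesenchymal cells was inferred from diffusion pseudotime, the distance of a cell from a root cell along the graph of its neighbours, in place of Monocle. It used 15 diffusion components and 30 neighbours, with the root in the common mesenchymal-like class, so a low pseudotime of that class follows from the choice of root. Each cell was also assigned to the nearest of 3 anchors, the mean positions of the common mesenchymal-like, osteochondral progenitor-like and fibroblast-like classes. Of the common mesenchymal-like cells, 89.7% were nearest their own anchor and 9.17% nearest the fibroblast anchor. MSC-like fibroblast precursor-like cells were nearest the fibroblast anchor in 98.6% and nearest the osteochondral anchor in 0 of 1312 cells, and this class has no anchor of its own. Their median pseudotime was 0.276 (quartiles 0.246 and 0.304).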

We also observed pseudotemporal differences in the lineage progression. The most primitive progenitor cells (cluster 13) were mainly present at early time points. 

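The median pseudotime of the common mesenchymal-like class was 0.0671 (quartiles 0.0401 and 0.0931). With the root placed in the committed mesenchymal progenitor-like class, the median was 0.187. Common mesenchymal-like cells made up 6.21% of the cells of the 5 mesenchymal classes in control_4d (53 cells, 4.69 to 8.05%) and 5.86% in control_7d (175 cells, 5.05 to 6.77%). The control shares at 4 and 7 dpf differed by less than their counting error, but with the looser cell filter they were 21.9% at 4 dpf (19.8 to 24.1%) and 11.6% at 7 dpf (10.6 to 12.6%). In RA callus the class made up 7.85% at 4 dpf (56 cells, 5.99 to 10.1%) and 2.07% at 7 dpf (76 cells, 1.64 to 2.59%).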

Cluster 1 cells spanned all 3 branches, exhibiting a continuous differentiation time (distance) relative to the initial point, implicating a transitional, intermediate differentiation state with dual potential branching into skeletal and fibroblastic lineages, accompanied by the molecular profile heterogeneity. In contrast, cluster 15 (osteochondral progenitors) and cluster 4 (fibroblasts) were entirely present toward the terminal points of divergent branches, indicative of multipotent common mesenchymal cells. 

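Committed mesenchymal progenitor-like cells had a median pseudotime of 0.184 (quartiles 0.170 and 0.195), between the median of the common mesenchymal-like class and those of the other mesenchymal classes. Of these 2824 cells, 99.7% were nearest the fibroblast anchor, 0.248% nearest the osteochondral anchor and 0.0354% nearest the common mesenchymal anchor. The share nearest the osteochondral anchor was 0.106% with 10 diffusion components and 0.283% with 15 neighbours. Because this class has no anchor of its own, the nearest anchor does not place its cells on a branch.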

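Osteochondral progenitor-like cells had a median pseudotime of 0.301 (quartiles 0.228 and 0.588), and fibroblast-like cells a median of 0.270 (quartiles 0.238 and 0.298). The nearest anchor was the osteochondral one for 94.9% of the osteochondral progenitor-like cells and the fibroblast one for 100% of the fibroblast-like cells. Because these classes define the anchors, this describes how tightly each class lies around its own mean. At 4 dpf the osteochondral progenitor-like class held 1 cell in control callus and 3 cells in RA callus, so its place in the order rests on 7 dpf.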

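Assigned by the nearest anchor, mesenchymal cells fell near the osteochondral anchor in 8.28% of control_7d cells (7.31 to 9.32%) and in 3.65% of RA_7d cells (3.07 to 4.31%). At 4 dpf, 3 control cells (0.352%) and 2 RA cells (0.281%) were nearest this anchor. The fibroblast anchor was nearest for 93.9% of the cells in control_4d, 86.2% in control_7d, 92.0% in RA_4d and 94.3% in RA_7d. These shares follow mainly the size of the osteochondral progenitor-like class, since few cells of the other classes were nearest its anchor. Among the alternatives of the pseudotime, the largest move of the control share near the osteochondral anchor at 7 dpf was to 8.17%. These alternatives kept the classes fixed, so they do not cover the clustering. Without integration the osteochondral progenitor-like class itself made up 15.55% of the mesenchymal cells in control_7d, compared with 8.61% here.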

Importantly, analysis of heterogeneity in the bifurcated branches by examining cell fractions revealed that the cells from control fractures were prone to follow the skeletal differentiation pathway, whereas the cells from RA fractures exhibited a greater proportion within the fibroblastic trajectory. Moreover, within the mesenchymal population, examination of cell fractions highlighted a significant increase in cells associated with the skeletal lineage in control fracture callus from 4 to 7 days post fracture (dpf). Conversely, fibroblastic lineage cells became predominant at 7 dpf in RA fracture callus (Figure 1F). 

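Skeletal lineage cells, taken as the sum of committed mesenchymal progenitor-like and osteochondral progenitor-like cells, made up 30.8% of the cells of the 5 mesenchymal classes in control_4d (27.8 to 34.1%). In control_7d they made up 48.7% (46.9 to 50.5%). The difference was 17.9 percentage points (14.2 to 21.5, by Newcombe's method from the exact limits of both shares). Clustering without integration moved this difference most, to 44.2 percentage points. Osteochondral progenitor-like cells alone rose from 0.117% at 4 dpf (1 cell) to 8.61% at 7 dpf (7.63 to 9.67%). Committed mesenchymal progenitor-like cells alone rose from 30.7% to 40.1%. In RA callus the skeletal share was 41.7% at 4 dpf (38.0 to 45.4%) and 32.8% at 7 dpf (31.3 to 34.4%), which is a change of -8.81 percentage points (-12.8 to -4.85).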

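Fibroblastic lineage cells, taken as the sum of MSC-like fibroblast precursor-like and fibroblast-like cells, made up 50.5% of the cells of the 5 mesenchymal classes in RA_4d (46.8 to 54.2%) and 65.1% in RA_7d (63.5 to 66.6%). This is a rise of 14.6 percentage points. In control callus their share was 63.0% at 4 dpf (59.6 to 66.2%) and 45.4% at 7 dpf (43.6 to 47.2%), a change of -17.5 percentage points. From 4 to 7 dpf fibroblast-like cells went from 40.8% to 45.8% in RA callus and MSC-like fibroblast precursor-like cells from 9.68% to 19.3%. From the fractions of cells along both branches, the paper concludes that cells of control fractures tend toward skeletal differentiation. From the same fractions it concludes that a larger proportion of cells of RA fractures takes the fibroblastic path. The change between 4 and 7 dpf is a separate observation of the paper.

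**Figure D2:**
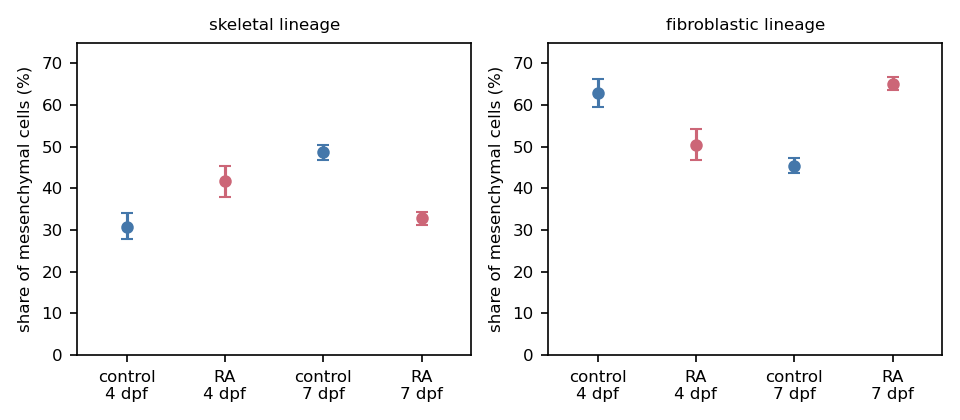
Share (%) of skeletal lineage cells and of fibroblastic lineage cells among the cells of the 5 mesenchymal classes, with control in blue and RA in red. Points are 1 library each and bars are exact Clopper-Pearson intervals. The skeletal share is higher in RA than in control callus at 4 dpf (41.7% and 30.8%) and lower at 7 dpf (32.8% and 48.7%). At 4 dpf it rests on committed mesenchymal progenitor-like cells, with 1 control and 3 RA cells of the osteochondral progenitor-like class.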

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of differentially expressed genes within the mesenchymal population revealed enrichment of distinct pathways in RA callus as compared with control mice (Figure 1G). 

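For each time point, UMIs were summed over the cells of the 5 mesenchymal classes of a library and expressed as CPM, and the log2 ratio of RA to control was taken with a pseudocount of 1 CPM. Genes with at least 50 UMIs over both libraries were compared, 13953 at 4 dpf and 17113 at 7 dpf. The median log2 ratio over these genes was 0.023 at 4 dpf and -0.043 at 7 dpf. Among genes with at least 50 CPM in the higher library at 7 dpf and the same direction at 4 dpf, the largest rises at 7 dpf were those of *Opcml*, *Gdf10*, *Mmp3*, *Eln* and *Cpz*. *Opcml* (ENSMUSG00000062257, chromosome 9 of GRCm38, 27790775 to 28925410) went from 9.52 to 69.0 CPM, a log2 ratio of 2.73 at 7 dpf and 0.16 at 4 dpf. *Mmp3* went from 68.5 to 398 CPM (log2 ratio 2.52), *Gdf10* from 15.1 to 99.5 CPM (2.65), *Eln* from 116 to 528 CPM (2.18) and *Cpz* from 11.7 to 53.7 CPM (2.11). The largest falls were those of *Fabp5*, *Tnn*, *Enpp1*, *Bmp5* and *Fdps*. *Fabp5* (chromosome 3, 10012548 to 10016607) went from 269 to 54.6 CPM, a log2 ratio of -2.28 at 7 dpf and -0.13 at 4 dpf. *Tnn* went from 262 to 77.9 CPM (log2 ratio -1.74), and the log2 ratios of *Enpp1*, *Bmp5* and *Fdps* were -1.63, -1.62 and -1.58. *Gdf10* and *Mmp3* are among the leading genes of the fibroblast-like cluster and *Tnn* of the committed mesenchymal progenitor-like cluster, so a change in the mix of classes can move their sums. With the 5 classes weighted equally, as the mean of their log2 ratios, the value at 7 dpf was 2.56 for *Mmp3* and -1.55 for *Tnn*, close to that of the sums, and 1.34 for both *Gdf10* and *Opcml*. This alternative moved *Opcml* most. Classes in which a gene is near 0 CPM pull this mean toward 0, so a smaller value does not by itself show an effect of the mix.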

Alongside the anticipated inflammation-related pathways consistent with elevated inflammation in RA fractures, analysis of upregulated genes revealed enrichment for several classic developmental pathways, including Notch, TGF-β, and Hedgehog signaling. 

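The KEGG gene sets themselves were not used here. In their place, 11 gene lists written from general knowledge were scored by the median log2 ratio of RA to control over their genes in mesenchymal cells. Each median was placed among 10000 random lists of the same size matched on expression, as a percentile that describes these libraries and is not a test. Intervals of a median come from 1000 Poisson draws of the counts. At 7 dpf the Notch signalling list had a median of 0.010 (-0.019 to 0.041), the 87.7th percentile, with 30 of 56 genes higher in RA callus. The alternative that moved this median most, scaling by the trimmed mean of M values (TMM), gave 0.064, and the clustering at the higher resolution gave -0.020, the opposite direction. The TGF-β list had a median of 0.058 (0.026 to 0.079, 98.6th percentile) and the Hedgehog list of 0.095 (0.042 to 0.118, 99.4th percentile). At 4 dpf their percentiles were 98.4 and 91.0, and the Notch list had a median of 0.10, with 32 of 51 genes higher. The TNF list had a median of 0.15 at 7 dpf (0.13 to 0.16) and the IL-17 list of 0.12 (0.063 to 0.13), both above all 10000 random lists (100th percentile). With the 5 classes weighted equally these medians were 0.074 and 0.075. Both lists hold immediate early genes, which handling of tissue can bring on, and 10 of 10 such genes were higher in RA callus. Handling and inflammation cannot be told apart here. The cellular senescence list had a median of -0.062 (-0.086 to -0.043, 28.6th percentile) and the list of chemokines and their receptors of -0.055 (-0.083 to 0.039, 38.4th percentile). With the 5 classes weighted equally the median of the chemokine list was 0.089, the opposite direction. The leading genes of the Notch list at 7 dpf were *Tle4* (log2 ratio 0.78), *Notch1* (-0.67), *Kat2a* (-0.62), *Nrarp* (-0.59) and *Lfng* (-0.51). In the TGF-β list *Bmp4* rose (1.53) and *Inhba* fell (-1.51), and in the Hedgehog list *Hhip* rose (0.99) and *Ihh* fell (-0.82). In the TNF list *Il6* rose (1.24) and *Mmp9* fell (-0.86), and in the IL-17 list *Ccl11* rose (2.19) and *S100a8* (-1.80) and *S100a9* (-1.47) fell.

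**Figure D3:**
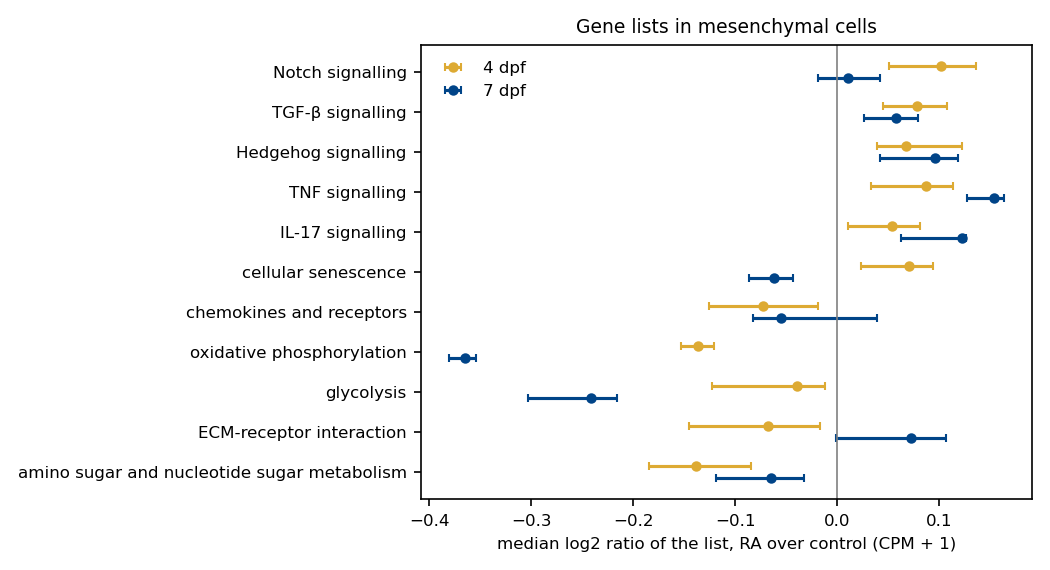
Median log2 ratio of RA to control (CPM with a pseudocount of 1) over the genes of each of 11 lists in mesenchymal cells, at 4 dpf in yellow and at 7 dpf in blue. Bars are 95% intervals from Poisson draws and cover counting error only; at 7 dpf the oxidative phosphorylation list lies lowest (-0.36) and the TNF list highest (0.15).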

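*Rbpj* (ENSMUSG00000039191), the gene the paper calls *Rbpjk*, lies on chromosome 5 of GRCm38 from 53466152 to 53657362 on the plus strand and encodes the DNA-binding factor of the Notch pathway. In common mesenchymal-like cells at 7 dpf it was at 111 CPM in control callus (563 UMIs in 175 cells, exact Poisson interval 102 to 121) and at 124 CPM in RA callus (290 UMIs in 76 cells, 110 to 139). The ratio of RA to control was 1.12 (0.967 to 1.29), so the difference was within counting error. The alternative that moved this ratio most, the looser cell filter, gave 0.947, the opposite direction. At 4 dpf the ratio in this class was 0.904 (0.740 to 1.11), and each cell thinned to 4000 UMIs gave 1.20. In committed mesenchymal progenitor-like cells *Rbpj* was at 111 CPM in control_7d (107 to 115) and 99.6 CPM in RA_7d (96.1 to 103), a ratio of 0.898 (0.855 to 0.943). In osteochondral progenitor-like cells the ratio at 7 dpf was 1.08 (0.938 to 1.23), in MSC-like fibroblast precursor-like cells 1.15 (1.08 to 1.23) and in fibroblast-like cells 1.09 (1.03 to 1.15). Over the 5 mesenchymal classes together it was 0.854 (0.810 to 0.899) at 4 dpf and 1.07 (1.04 to 1.10) at 7 dpf. Larger ratios at 7 dpf were found in osteoclast precursor-like cells (1.70, 1.42 to 2.04), common myeloid-like cells (1.65, 1.56 to 1.74) and the M1 macrophage-like cluster that also carries genes of dendritic cells (1.47).

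**Figure D4:**
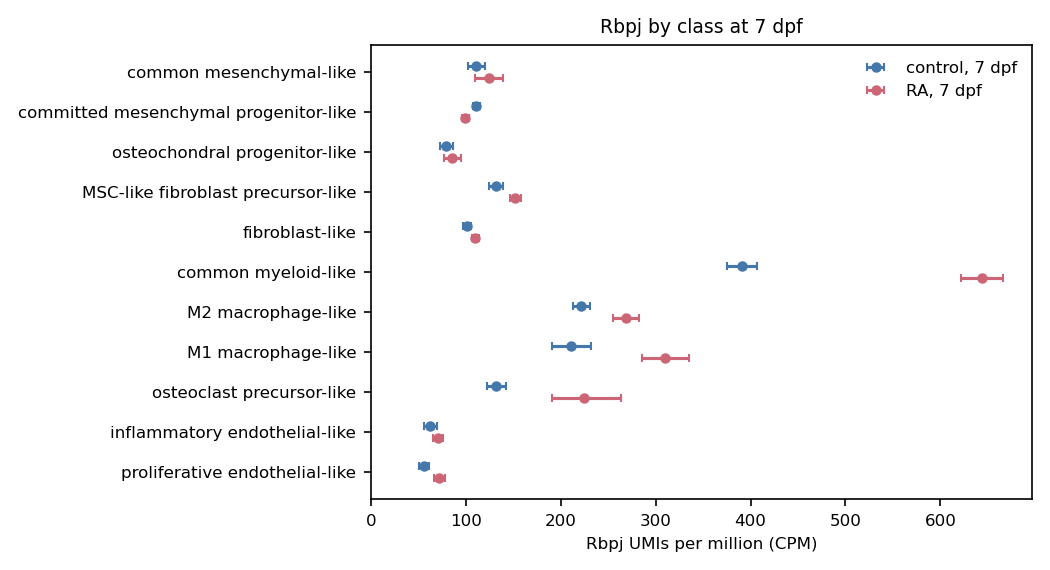
*Rbpj* CPM at 7 dpf in 11 cell classes, with control in blue and RA in red. Points are 1 library each and bars are exact Poisson intervals; in common myeloid-like cells *Rbpj* was at 391 CPM in control and 644 CPM in RA callus, compared with 111 and 124 CPM in common mesenchymal-like cells.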

Notably, the Notch pathway was the top ranked, with its transcriptional factor *Rbpjk* showing the highest upregulation in uncommitted progenitor cells (cluster 13) (Supplemental Figure 3D), suggesting its potential role in dysregulating mesenchymal differentiation under RA conditions. Interestingly, downregulated gene–enriched pathways were associated with cellular metabolism, thermogenesis, and ECM-receptor interactions, all of which reflect their reduced bone regeneration function in RA mice. 

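The oxidative phosphorylation list fell in the mesenchymal cells of RA callus, with a median log2 ratio of -0.36 at 7 dpf (-0.38 to -0.35), 3 of 80 genes higher, and of -0.14 at 4 dpf. Both medians lay below all of the random lists (percentile 0). Its leading genes at 7 dpf were *Atp5g1* (-0.68), *Ndufa12* (-0.67), *Ndufab1* (-0.65), *Cox5a* (-0.64) and *Atp5md* (-0.58). The glycolysis list had a median of -0.24 at 7 dpf (-0.30 to -0.22, percentile 0.08), led by *Pgk1* (-1.18), *Eno1* (-1.04) and *Ldha* (-0.93). At 4 dpf its median was -0.040 (percentile 18.3). The list of amino sugar and nucleotide sugar metabolism had a median of -0.065 at 7 dpf (-0.12 to -0.032, percentile 34.3), with *Has1* at 1.87 and *Gmppb* at -0.89, and of -0.14 at 4 dpf (percentile 0.04). The ECM-receptor interaction list had a median of 0.072 at 7 dpf (-0.0018 to 0.11, percentile 99.8) and of -0.068 at 4 dpf (percentile 1.4). Its members went both ways at 7 dpf, with *Col6a5* at 2.68, *Col6a6* at 2.32, *Tnxb* at 1.63 and *Ibsp* at -1.58. Thermogenesis genes were not analysed here as a list of their own.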

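The skeletal share of the cells of the 5 mesenchymal classes differed between RA and control callus by 10.8 percentage points at 4 dpf (5.96 to 15.7) and by -15.9 percentage points at 7 dpf (-18.2 to -13.5). The fibroblastic share differed by -12.5 percentage points at 4 dpf (-17.4 to -7.46) and by 19.7 percentage points at 7 dpf (17.3 to 22.0). The direction of these differences thus reversed between 4 and 7 dpf, and it was the same at each time point under every clustering that gave both lineages. At 4 dpf the skeletal cells were almost all committed mesenchymal progenitor-like (262 of 263 in control and 294 of 297 in RA callus). The paper describes that cluster as an intermediate state that can take either path, so the higher share at 4 dpf does not show further skeletal differentiation. Of single marker genes in mesenchymal cells at 7 dpf, the ratio of RA to control was 0.458 for *Col2a1*, 0.383 for *Acan*, 0.376 for *Sp7* and 0.604 for *Runx2*. At 4 dpf the ratio was 1.025 for *Col2a1*, within counting error, 0.746 for *Acan*, 2.915 for *Sp7* and 1.65 for *Runx2*. With the 5 classes weighted equally, the log2 ratio at 7 dpf was -0.17 for *Col2a1* (-1.13 from the sums) and -1.01 for *Acan* (-1.38). It was -0.38 for *Sp7* (-1.21) and -0.37 for *Runx2* (-0.72). A changed mix of classes may account for part of these falls, although classes in which a gene is near 0 CPM also pull these values toward 0.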

Our findings at both the cellular and molecular level suggest that systemic inflammation induces changes in early lineage differentiation from mesenchymal progenitors, consequently impacting subsequent events of bone regeneration.

### Intrinsic inflammation impairs progenitor homeostasis and fracture repair.

In addition to RA fracture callus, we also observed elevated inflammation in the fracture callus isolated from aging mice and high-fat diet–induced obese mice, as reflected by increased *Il1b* and *Tnfa* expression (Supplemental Figure 4). This observation underscores a broader implication of inflammation in the reparative processes of fractures across diverse pathological conditions. It therefore inspired our investigation into the underlying cellular and molecular mechanisms that govern regenerative dysfunction mediated by systemic inflammation. Given that the progenitor lineage was one of the most affected populations in the context of RA callus, we chose to concentrate on periosteal progenitor cells (PPCs), one of the major progenitors contributing to endochondral ossification and fracture callus formation (46). We isolated PPCs from adult (3-month-old) wild-type C57BL/6J mice (Supplemental Figure 5A) and treated them with 1 ng/mL IL-1β. PPCs were indeed responsive to exogenous inflammatory stimuli, as evidenced by increased intrinsic levels of multiple inflammatory factors, including *Ikk2*, *Il1b*, *Il6*, and *Tnfa* (Supplemental Figure 5B). We also induced PPCs with intrinsic inflammation to mimic the persistent state of systemic inflammation caused by *Ikk2ca*. Not surprisingly, proteoglycan production and mineral deposition were reduced in *Ikk2ca* PPCs, as illustrated by the decreased Alcian blue and alizarin red staining during chondrogenesis and osteogenesis, respectively (Figure 2A). Furthermore, key genes associated with chondrogenesis and osteogenesis were also significantly reduced by *Ikk2ca* in PPCs (Figure 2B). Together, these in vitro findings suggest PPCs are responsive to inflammatory signals and elevated intrinsic cellular inflammation induced by *Ikk2ca* detrimentally influences the differentiation of PPCs.

Considering the complexity and heterogeneity of fracture callus, we employed genetic mouse models to provide a more focused understanding of the precise mechanism in progenitor cells. We generated *Prx1Cre^ERT2^;Ikk2ca^fl/+^* (*Ikk2ca^Prx1^*) mice to specifically activate intrinsic inflammatory responses in progenitors. To ascertain the cell lineages targeted by *Prx1Cre^ERT2^* during fracture repair, we examined tibia fractures of *Prx1Cre^ERT2^;Ai9^fl/+^* mice at 7 dpf. Consistent with prior research (47, 48), the *Prx1*-expressing osteochondral progenitors gave rise to all skeletally related cells within fracture callus, in particular the external cartilaginous and bony callus along the periosteal surface (Supplemental Figure 6A), which likely originated from PPCs (47, 49). Following the same strategy as in lineage tracing, we administered tamoxifen 2 weeks prior to creating tibia fractures in *Ikk2ca^Prx1^* and littermate controls (*Ikk2ca^fl/+^*) at 3 months of age. Gene expression analysis revealed an approximately 4- to 6-fold increase in *Ikk2*, *Il1b*, and *Tnfa* expression in 5 dpf *Ikk2ca^Prx1^* fracture callus (Supplemental Figure 6B). Histological evaluations of fracture repair were performed using Alcian blue/hematoxylin/Orange-G (ABH/OG) staining of fracture callus sections at 7, 10, and 14 dpf (Figure 2C). Control mice exhibited normal fracture healing processes, with robust cartilaginous and bony callus formation. In contrast, *Ikk2ca^Prx1^* mice developed impaired healing, with a diminished cartilage template and newly formed woven bone. This observation was confirmed by quantitative histomorphometry at 10 and 14 dpf (Figure 2D). Notably, there appeared to be less mesenchymal tissue initially in *Ikk2ca^Prx1^* fractures; however, it remained at the fracture site by 10 dpf, suggesting compromised progenitor differentiation potential (Figure 2C). Micro-CT imaging of mineralized calluses from control fractures displayed a nearly complete bridging of bony callus by 14 dpf. In contrast, *Ikk2ca^Prx1^* fractures presented with an apparent radiolucent gap between broken cortices, with reduced bony callus formation observed externally on both ends (Figure 2E). Reconstruction of micro-CT data confirmed a significantly reduced volume of newly formed bony callus and a lower bone volume–to–total volume ratio (BV/TV) in *Ikk2ca^Prx1^* fractures (Figure 2F). Furthermore, TRAP staining indicated reduced fracture callus remodeling, evident from decreased osteoclast surface per bone surface (Oc.S/BS) in *Ikk2ca^Prx1^* fractures (Supplemental Figure 7). Collectively, these data strongly suggest that *Ikk2ca* expression disrupts the fracture repair process by impeding progenitor cell differentiation.

### Rbpjk inhibition attenuates Ikk2ca-induced progenitor differentiation and fracture repair defects.

After identifying the Rbpjk-mediated Notch pathway as the most regulated pathway in progenitor lineages under systemic inflammatory conditions, and observing a nearly 5-fold increase in *Rbpjk* expression in PPCs due to intrinsic cellular inflammation induced by *Ikk2ca* (Figure 3A), our subsequent investigation aimed to establish whether the upregulation of *Rbpjk* directly contributed to the progenitor differentiation disruption and fracture defects induced by *Ikk2ca*. As expected, we found that progenitor differentiation deficiencies caused by *Ikk2ca* were mitigated by *Rbpjk* ablation, as indicated by the restoration of chondrogenic and osteogenic potential in *Ikk2ca;Rbpjk* loss-of-function (LOF) PPCs (Figure 3B).

To further explore the possibility of alleviating impaired fracture healing in *Ikk2ca^Prx1^* mice through *Rbpjk* ablation, we generated *Prx1Cre^ERT2^;Ikk2ca^fl/+^*;*Rbpjk^fl/fl^* double-mutant mice (*Ikk2ca;Rbpjk^Prx1^*, *Ikk2ca;Rbpjk* LOF) by crossing *Prx1Cre^ERT2^;Ikk2ca^fl/+^* with *Rbpjk^fl/fl^* mice. In the context of *Ikk2ca^Prx1^* fractures, impaired fracture healing was consistently observed (Figure 3C). In accordance with previous findings achieved by a pharmacological approach (42, 50), genetic deletion of *Rbpjk* in progenitors resulted in enhanced endochondral ossification, evident in quantitative histomorphometry (Supplemental Figure 8). Importantly, the impaired fracture healing induced by *Ikk2ca* was restored by *Rbpjk* ablation in progenitor cells. Quantitative assessments of cartilaginous and bony callus areas revealed no significant difference between the *Ikk2ca;Rbpjk* LOF mutant and control fractures (Figure 3C and Supplemental Figure 8). Moreover, micro-CT images and quantitative measures of newly formed bone further illustrated that *Rbpjk* ablation resulted in enhanced endochondral ossification and restoration of fracture repair defects, in particular the unification of broken cortices in *Ikk2ca^Prx1^* mice (Figure 3D and Supplemental Figure 9). Additionally, under the *Ikk2ca^Prx1^* background, *Rbpjk* LOF restored fracture callus remodeling at 14 dpf (Supplemental Figure 10). Collectively, the findings from both in vitro and in vivo experiments suggest that intrinsic cellular inflammation driven by *Ikk2ca* upregulates *Rbpjk* in progenitor cells that, in turn, results in compromised progenitor differentiation and delayed fracture repair.

### Inflammation leads to Rbpjk upregulation via DNA methylation changes in progenitor cells.

To understand the mechanism by which *Ikk2ca* regulates Rbpjk, our primary focus was on investigating the epigenetic regulation, particularly DNA methylation. Epigenetic DNA modifications have recently emerged as an important hallmark of inflammatory diseases (28, 51, 52), and there is evidence linking DNA methylation changes to fracture-related complications in patients (29). Our data underscored a reduction of approximately 25% in DNA methylation within the *Rbpjk* promoter region in *Ikk2ca* PPCs, therefore reinforcing our hypothesis (Figure 4A). With a specific emphasis on DNA methylation, we initiated an examination of Dnmt expression patterns under *Ikk2ca* during fracture repair. Intriguingly, we observed a significant decrease in *Dnmt3b* expression in 5 dpf *Ikk2ca^Prx1^* callus, while *Dnmt1* and *Dnmt3a* remained unaffected (Supplemental Figure 11). Immunohistochemistry (IHC) further validated diminished Dnmt3b staining in *Ikk2ca^Prx1^* callus, in contrast with its robust expression in control callus among progenitors and chondrocytes (Figure 4B). Consistent with in vivo observations, both *Ikk2ca* (Figure 4C) and IL-1β treatment (Supplemental Figure 12) exclusively suppressed expression of *Dnmt3b* in PPCs, with *Dnmt1* and *Dnmt3a* unaffected. More importantly, CpG islands, known as Dnmt3b binding sites, were identified in the *Rbpjk* promoter and gene body, and ChIP assays validated Dnmt3b’s interaction with these binding sites in PPCs (Supplemental Figure 13). Reintroducing *Dnmt3b* into *Ikk2ca* PPCs led to downregulation of *Rbpjk* to levels comparable to controls (Figure 4D). Altogether, these findings strongly support the notion that Dnmt3b is the sole Dnmt responsive to inflammatory signals, and the upregulation of *Rbpjk* due to DNA methylation changes is likely attributable to Dnmt3b suppression.

To further confirm the role of DNA methylation in Rbpjk regulation, we utilized the CRISPR/dCas9 editing system to manipulate local DNA methylation within the *Rbpjk* gene. Compared with other methylation editing systems (53, 54), the dCas9/Dnmt3a system exhibited higher efficiency and precision in engineering DNA methylation (55). dCas9-Dnmt3a with 1 single guide RNA (gRNA) could induce an approximately 30% increase in DNA methylation within a 150-bp region (55). Accordingly, we designed 12 specific gRNAs to cover both CpG islands in the *Rbpjk* gene, including 1.5 kb in the promoter and 300 bp in the gene body (Supplemental Figure 14A). Lentiviral delivery of dCas9-Dnmt3a was used to transduce C3H10T1/2 murine progenitor cells. Specific gRNAs, validated by next-generation sequencing (Table 1), were employed to guide the methylation activity in the *Rbpjk* gene. Following selection, 12 individual C3H10T1/2 cell lines were obtained for downstream in vitro functional assays (Figure 4E). Western blot analyses confirmed reduced Rbpjk protein expression in each cell line (except cell line 1, Figure 4F). Conversely, we employed the dCas9/Tet1 editing system in conjunction with 12 specific gRNAs to reduce local DNA methylation in *Rbpjk* (Supplemental Figure 14B), and demonstrated that reduced DNA methylation resulted in upregulation of Rbpjk in cells. These findings provide compelling evidence supporting 2 CpG islands as the key epigenetic elements in the regulation of Rbpjk expression in progenitor cells.

Next, to establish the connection between inflammation and DNA methylation in the *Rbpjk* gene, we explored whether maintenance of local DNA methylation in the *Rbpjk* gene could restore progenitor cell differentiation under inflammatory conditions. We selected the dCas9-Dnmt3a-Rbpjk_1-9_ cell line, which exhibited the most reduced Rbpjk protein expression among the 12 cell lines (Table 2) for in vitro cell differentiation assays. Bisulfite sequencing analysis validated an approximately 1.5-fold increase in DNA methylation within our targeted promoter region in dCas9-Dnmt3a-Rbpjk_1-9_ cells (Supplemental Data File 1). As a result, no upregulation of *Rbpjk* or its direct downstream target *Hey1* was observed in dCas9-Dnmt3a-Rbpjk_1-9_ cells compared to control (dCas9-Dnmt3a-scramble) cells upon IL-1β stimulation (Supplemental Figure 15), indicating effective epigenetic editing of the *Rbpjk* gene. Importantly, unlike the diminished cell differentiation observed in control cells, the differentiation capacity remained unaltered in dCas9-Dnmt3a-Rbpjk_1-9_ cells under inflammatory conditions, as illustrated by similar intensity of Alcian blue and alizarin red staining between control and IL-1β–treated cells (Figure 4G). Gene expression analyses during differentiation mirrored the pattern observed in the stained differentiation cultures. The markers associated with chondrogenic (*Sox9*, *Col2a1*, and *Acan*) and osteogenic (*Sp7*, *Runx2*, and *Alp*) differentiation were markedly reduced by IL-1β in control cells (Supplemental Figure 15), suggesting impaired cell differentiation. However, there were no significant differences in gene expression between vehicle- and IL-1β–treated dCas9-Dnmt3a-Rbpjk_1-9_ cells during differentiation. In fact, both groups exhibited comparable or slightly enhanced expression levels compared with vehicle-treated control cells (Supplemental Figure 15), indicating that the downregulation of *Rbpjk* via epigenetic modification effectively restored cell differentiation capacity.

### Dnmt3b deficiency–mediated Rbpjk upregulation causes impaired fracture repair under inflammatory conditions.

In our previous investigations utilizing murine models, we established impaired endochondral ossification and fracture repair as a result of *Dnmt3b* ablation (42) and *Rbpjk* deletion (47) in progenitor cells (Figure 5A). Encouraged by the in vitro evidence showing interactions among *Ikk2*, *Dnmt3b*, and *Rbpjk* in progenitor cells, we were motivated to validate the Ikk2/Dnmt3b/Rbpjk axis and explore its role in regulating progenitor cell homeostasis by using genetic mouse models. As Dnmt3b emerged as the exclusive Dnmt responsive to both systemic and intrinsic inflammation, and considering that *Dnmt3b* LOF similar to *Ikk2ca* hindered progenitor cell differentiation and fracture healing in mice, we examined whether *Dnmt3b* overexpression could compensate for *Ikk2ca*-induced cellular defects. *Ikk2ca^fl/+^* PPCs were isolated and infected with Ad-Cre and/or Lenti-*Dnmt3b* to overexpress *Ikk2* and/or *Dnmt3b*, followed by chondrogenic and osteogenic assays (Figure 5B). *Ikk2ca* consistently attenuated chondrogenesis and osteogenesis in PPCs, as evidenced by diminished Alcian blue and alizarin red staining. Notably, *Dnmt3b* overexpression mitigated progenitor differentiation defects induced by *Ikk2ca*, evident in the restored chondrogenesis and osteogenesis that resembled those in control cells. To further validate those observations in vivo, we generated tissue-specific and inducible *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rosa-rtTA ^fl/+^;tetO-Dnmt3b* (*Ikk2ca;Dnmt3b-tg^Prx1^*, *Ikk2ca;Dnmt3b* gain-of-function [GOF]) mice to determine whether *Dnmt3b* overexpression could protect against the inflammation-induced fracture repair defects driven by *Ikk2ca* in progenitor cells. Prior to fractures in 3-month-old mice, tamoxifen and doxycycline were administered to activate *Ikk2* and *Dnmt3b*, respectively, in progenitor cells (Supplemental Figure 16). Histological assessments showed that *Ikk2ca^Prx1^* mice consistently exhibited impaired fracture healing (Figure 5C). *Dnmt3b* GOF (*Dnmt3b-tg^Prx1^*) mice displayed enhanced fracture repair, reflected by more robust cartilaginous callus formation. More importantly, *Ikk2ca;Dnmt3b* GOF mice exhibited bone repair process in a timely manner comparable to that observed in control fractures, suggesting that *Dnmt3b* GOF protected against fracture repair defects induced by *Ikk2ca* in progenitors (Figure 5C). These histological observations were further supported by quantitative measures of fracture callus composition at 7 and 10 dpf for mesenchyme and cartilage area, respectively (Supplemental Figure 17). In addition, accelerated mineralization of bony callus in *Dnmt3b* GOF fractures and timely complete bone bridging in *Ikk2ca;Dnmt3b* GOF fractures were further demonstrated by micro-CT images and quantification of bony callus volume and BV/TV ratio (Supplemental Figure 18).

Regarding the interplay between *Dnmt3b* and *Rbpjk*, we examined whether *Rbpjk* LOF could mitigate the cellular defects mediated by *Dnmt3b* LOF. *Dnmt3b^fl/fl^;Rbpjk^fl/fl^* PPCs were isolated and infected with Ad-Cre to induce *Dnmt3b* and *Rbpjk* knockdown, followed by chondrogenic and osteogenic assays. Similar to *Ikk2ca*, *Dnmt3b* LOF led to reduced chondrogenesis and osteogenesis in PPCs. However, under *Dnmt3b* LOF conditions, *Rbpjk* LOF restored PPC differentiation capacity, as evidenced by improved Alcian blue and alizarin red staining in *Dnmt3b;Rbpjk* LOF cells (Supplemental Figure 19). We then generated *Prx1Cre^ERT2^;Dnmt3b^fl/fl^*;*Rbpjk^fl/fl^* mice (*Dnmt3b;Rbpjk^Prx1^*, *Dnmt3b;Rbpjk* LOF) and observed a restored cartilaginous callus formation in *Dnmt3b;Rbpjk* LOF mice along with increased mesenchyme and cartilage tissue at 7 and 10 dpf, respectively (Figure 5D and Supplemental Figure 20). Micro-CT analysis further confirmed a timely and robust bony callus formation, characterized by improved bony callus volume and BV/TV ratio in 14 dpf *Dnmt3b;Rbpjk* LOF callus compared with *Dnmt3b* LOF callus (Supplemental Figure 21). Together with in vitro mechanistic evidence, these findings imply that the suppression of *Dnmt3b* leading to *Rbpjk* upregulation, at least in part, contributes to the impaired bone healing induced by *Ikk2ca* in progenitors.

### Rbpjk inhibition by genetic and epigenetic engineering approaches rescues fracture nonunion in RA mice.

Given that both Ikk2ca-mediated inflammation and Dnmt3b broadly influence the entire genome, Rbpjk is a more specific downstream target capable of regulating progenitor cell differentiation and bone repair. To assess the feasibility of Rbpjk inhibition as a therapeutic approach, we employed a well-established RA fracture nonunion model to simulate systemic inflammation–induced fracture complications. We utilized *Prx1Cre^ERT2^;Rbpjk^fl/fl^* (*Rbpjk^Prx1^*, *Rbpjk* LOF) along with its littermate controls (*Rbpjk^fl/fl^*), administering K/BxN arthritogenic serum during the fracture repair process. As expected, *Rbpjk^fl/fl^* RA mice exhibited a lack of bony union and failure of fracture repair, as revealed by the absence of apparent callus formation with persistence of undifferentiated tissue (Figure 6, A and B), unbridged broken cortices with minimal mineralized callus (Figure 6, C and D), and compromised biomechanical properties (Figure 6E). In contrast, under the same induction of systemic inflammation, *Rbpjk^Prx1^* mice displayed a comparatively normal repair process. Histological assessment showed an increase in cartilaginous and bony callus formation, occurring in a timely fashion (Figure 6, A and B). This in turn resulted in significantly greater bony callus and complete fracture unification in *Rbpjk^Prx1^* RA mice, as confirmed in micro-CT analyses (Figure 6, C and D). Additionally, the remodeling of fracture callus was accelerated in *Rbpjk^Prx1^* RA mice, as evidenced by increased Oc.S/BS in 14 dpf callus (Supplemental Figure 22). Ultimately, biomechanical properties, serving as a definitive indicator of fracture repair outcome, were evaluated by torsion testing on the repaired tibia at 28 dpf. Compared with *Rbpjk^fl/fl^* RA mice, *Rbpjk^Prx1^* RA mice exhibited a significant increase in maximum torque (4.3-fold increase), with a decreased displacement angle, indicating markedly improved mechanical competence (Figure 6E).

In addition to genetically ablating *Rbpjk* in progenitor cells, we also explored a translational approach: cell therapy in the RA fracture nonunion model. To this end, we employed a previously documented scaffold made of polycaprolactone (PCL), a US FDA–approved biodegradable polymer for tissue engineering applications (56). To provide a proof of concept and determine the feasibility, we fabricated tissue containing simultaneously electrospinning PCL fibers and electrospraying the adipose-derived GFP^+^ progenitors (86) (Supplemental Figure 23A). Scaffold architecture and cell distribution were characterized by scanning electron microscopy and confocal fluorescence microscopy, respectively. These analyses revealed that PCL fibers closely mimicked collagen morphology in tissues, offering sufficient micropores for cell migration (Supplemental Figure 23B). Moreover, the GFP^+^ progenitor cells were evenly distributed in the scaffolds, evident from GFP fluorescence (Supplemental Figure 23C). More importantly, upon implantation at the fracture site, the GFP^+^ progenitor cells within the scaffolds exhibited the capacity to differentiate into both cartilaginous and bony callus (Supplemental Figure 23D), suggesting that the scaffolds themselves did not impede fracture repair, but instead facilitated localized cell therapy.

Encouraged by the in vivo bioactivity of PCL scaffold–delivered progenitors, we moved on to employ the scaffolds loaded with epigenetically modified dCas9-Dnmt3a-Rbpjk_1-9_ C3H10T1/2 cells (3 × 10^5^ cells/cm^3^) in RA fractures. As previously established, immediately following fractures, a 2-mm scaffold (~200 μm thick) was wrapped around the fractured bone of RA mice (Figure 7A). Histological and micro-CT evaluations revealed that RA fractures treated with PCL scaffolds encapsulating dCas9-Dnmt3a-scramble cells were characterized by the persistence of mesenchymal tissue and the absence of a unified rigid structure (Figure 7, B–E). In contrast, PCL scaffolds loaded with dCas9-Dnmt3a-Rbpjk_1-9_ C3H10T1/2 cells induced a regenerative response. This was evidenced by the emergence of new vessel formation at 10 dpf (Supplemental Figure 24) as well as enhanced bony callus formation, fracture unification, and restored callus remodeling at 14 dpf (Figure 7, B–D, and Supplemental Figure 25) under RA conditions. Notably, the maximum bone strength in RA mice treated with dCas9-Dnmt3a-Rbpjk_1-9_ C3H10T1/2 cells was significantly restored by 28 dpf, coincident with reduced degrees of displacement during torsion testing (Figure 7F). Hence, these findings provided robust evidence that PCL scaffold–mediated localized delivery of progenitors, wherein *Rbpjk* is inhibited via epigenetic modifications, represents a potent therapeutic strategy for addressing delayed fracture union or nonunion under inflammatory conditions.

## Discussion

Despite various factors contributing to delayed fracture union and nonunion, systemic inflammation has emerged as a prominent concern due to its increasing prevalence in conditions such as aging (18), obesity/diabetes (19), smoking (6), and other inflammatory diseases (11, 12). Consistent with clinical observations, recent animal studies, including our recently developed RA-associated fracture nonunion model, have consistently demonstrated that systemic inflammation negatively impacts progenitor cell proliferation and differentiation, leading to compromised fracture healing in rodents. With the efforts to tackle systemic inflammation and its related comorbidities, pharmacological anti-cytokine therapies have been developed and are highly effective in treating systemic inflammatory diseases (57); however, their impact on fracture repair in patients remains uncertain. For instance, a study using an anti-TNF antibody in a mouse model demonstrated improved fracture healing (58), while contradictory results were observed in an ankylosing spondylitis patient cohort treated with a TNF-α inhibitor (59). This underscores the complexity of the effects of anti-cytokine treatments on fracture repair outcomes. Therefore, there is an urgent need to uncover the underlying mechanisms and develop mechanism-based therapies to address delayed fracture healing and nonunion under conditions of systemic inflammation.

In this regard, the current study was driven by a mechanistic approach aimed at shedding light on the role of systemic inflammation during fracture repair and identifying potential therapeutic targets for future clinical interventions. Given the complexity and heterogeneity of the fracture repair process, we employed scRNA-seq to identify and profile individual cells within fracture callus. This comprehensive analysis aimed to decipher how pathological conditions, particularly systemic inflammation, alter the cellular and molecular programs of skeletal regeneration. In accordance with clinical observations and our previous findings that serum transfer–induced RA mice develop fracture nonunion (17), our scRNA-seq analysis demonstrated an accumulation of inflammatory cells and a reduction in endothelial cells within the RA callus. 

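Blood endothelial-like cells, the proliferative and inflammatory endothelial-like classes together, made up 12.0% of the kept cells in control_4d (655 cells) and 11.2% in RA_4d (461 cells), a ratio of RA to control of 0.937 (0.830 to 1.06). At 7 dpf they made up 10.8% in control callus (829 cells) and 13.5% in RA callus (1107 cells), a ratio of 1.25 (1.14 to 1.37). The proliferative endothelial-like class alone had a ratio of 0.887 at 4 dpf and 0.927 at 7 dpf. All haematopoietic cells together, T-like and neutrophil-like cells included, made up 63.1% in control_4d and 62.9% in RA_4d. At 7 dpf they made up 37.4% in control callus and 23.1% in RA callus.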

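As a share of all kept cells, osteochondral progenitor-like cells at 7 dpf numbered 257 in control callus and 134 in RA callus, a ratio of 0.487 (0.392 to 0.602). The ratio was 0.405 for common mesenchymal-like cells (0.306 to 0.534) and 0.835 for committed mesenchymal progenitor-like cells (0.768 to 0.908). It was 1.91 for MSC-like fibroblast precursor-like cells (1.68 to 2.18) and 1.55 for fibroblast-like cells. At 4 dpf the ratio was 0.489 for MSC-like fibroblast precursor-like cells (0.365 to 0.647) and 1.49 for committed mesenchymal progenitor-like cells (1.26 to 1.77).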

More importantly, the scRNA-seq data revealed that progenitor cells in RA mice differentiated into fibroblast cells rather than osteochondrally committed cells, suggesting a disruption in progenitor cell proliferation and differentiation due to systemic inflammation. Of particular interest within the progenitor lineages, we identified several distinct pathways that were altered in primitive progenitor cells expressing *Prx1*, among which the Rbpjk-mediated Notch pathway stood out as one of the most upregulated pathways. These findings, coupled with our knowledge that Rbpjk upregulation impairs progenitor differentiation and leads to fracture nonunion (47), prompted us to further investigate the link between inflammation and Rbpjk in progenitor cells by using genetic mouse models. To this end, we selectively activated *Ikk2*, the principal mediator of inflammatory responses, in progenitor cells, which resulted in reduced progenitor cell differentiation potential and impaired fracture healing in mice. Moreover, we demonstrated that Rbpjk is at least one of the critical downstream targets of Ikk2ca in progenitor cells, regulating both progenitor cell differentiation and fracture repair. These findings were consistent with scRNA-seq data from the systemic inflammation (RA) scenario. 

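In common mesenchymal-like cells alone, the Notch signalling list had a median log2 ratio of RA to control of 0.34 at 4 dpf, with 29 of 36 genes higher in RA callus, and of 0.15 at 7 dpf, with 31 of 44 higher. This class held 56 RA and 53 control cells at 4 dpf, and 76 and 175 at 7 dpf. In committed mesenchymal progenitor-like cells the median of the list was 0.17 at 4 dpf, with 36 of 48 genes higher, and 0.017 at 7 dpf, with 27 of 52 higher. A rise was not limited to progenitors, with medians at 4 and 7 dpf of 0.25 and 0.23 in muscle-like cells. In proliferative endothelial-like cells the median was 0.16 at both time points, whereas in neutrophil-like cells it was -0.068 and -0.045. No interval or percentile is given here for medians of single classes. Summed over the 5 mesenchymal classes, the Notch target *Hey1* had a ratio of 1.78 at 4 dpf and 0.735 at 7 dpf (0.669 to 0.808), and *Prrx1*, the gene called Prx1 in the paper, a ratio of 1.36 at 7 dpf.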

Notably, single-allele *Ikk2* activation in progenitor cells resulted in an approximately 5-fold increase in inflammatory cytokines (*Il1b* and *Tnfa*) in fracture callus, which was comparable to the increase observed in patient sera with systemic inflammatory conditions (e.g., aging, obesity, diabetes, and RA) ranging from 2- to more than 40-fold (60–64). This relevance of pathological inflammatory conditions in *Ikk2ca* animal model enhances the translational potential of our mechanistic findings. Although sex differences may need further investigation, our experience and pilot experiments suggest no apparent differences in fracture healing and inflammatory responses between male and female mice.

To delve deeper into the regulation of Rbpjk by Ikk2ca in progenitor cells, we focused on epigenetic regulation, specifically DNA methylation. Growing evidence indicates that aberrant epigenetic modifications, including DNA methylation, are associated with various systemic inflammatory diseases, reflecting to some extent the downstream effects of systemic inflammatory cues. Epigenetic variations have recently been linked to bone-related diseases, including fractures, influencing the functional capacity of progenitors, osteogenic differentiation, angiogenesis, and bone remodeling (29, 65–68). Changes in DNA methylation have been identified in bone marrow MSCs of myeloma bone disease, particularly in genes involved in osteogenic differentiation, leading to their abnormal expression and impaired bone formation (67). Our group’s work has demonstrated the requisite role of Dnmt3b-mediated DNA methylation signatures in both progenitors (42) and differentiated chondrocytes (43) for normal fracture repair. Furthermore, we observed a reduction in DNA methylation in the *Rbpjk* promoter region in *Ikk2ca* progenitor cells. This suggests that Ikk2ca induces Rbpjk expression at least partially through inhibition of Dnmts. We demonstrated in this study that Dnmt3b, rather than Dnmt1 or Dnmt3a, was responsive to inflammatory signals and reduced under inflammatory conditions. This reduction was observed not only in progenitor cells treated with inflammatory cytokines in vitro, but also in the callus of mice with RA. Overexpression of *Ikk2* in progenitors resulted in a similar pattern of *Dnmt3b* reduction in vitro and in vivo. The *Dnmt3b*-deficient mice phenotypically resembled activation of *Ikk2* in progenitors regarding fracture repair. Furthermore, we demonstrated that overexpression of *Dnmt3b* alleviated fracture repair defects induced by *Ikk2* activation. Mechanistically, ChIP assay and dCas9-mediated local DNA methylation modification assay confirmed the direct interaction of Dnmt3b with its binding site, maintaining DNA methylation and suppressing *Rbpjk* gene expression. Conversely, loss of DNA methylation due to Dnmt3b reduction resulted in *Rbpjk* upregulation in progenitor cells. In addition to in vitro experiments, we also provided compelling in vivo evidence demonstrating that *Rbpjk* ablation restored fracture repair in *Dnmt3b*-deficient mice as well as in RA and *Ikk2ca* mice. Collectively, these findings established a NF-κB/Dnmt3b/Rbpjk axis and highlighted its role in maintaining progenitor function during skeletal repair under conditions of systemic inflammation.

While it is acknowledged that Notch signaling components, including Rbpjk and NOTCH intracellular domain (NICD), can also be genetically regulated by inflammatory stimuli via the TAK1-mediated noncanonical pathway in various cells (69, 70), our enthusiasm lies in the epigenetic regulation of Rbpjk. Epigenetic variations are more individual-specific and likely reflect personal disease profile, as opposed to the variability of gene expression levels. Recent studies involving longitudinal personalized DNA methylomics in humans have suggested that DNA methylation profiles are associated with systemic conditions, providing insights distinct from changes in gene expression linked to acute health conditions (71, 72). Hence, exploring epigenetic biomarkers and developing epigenetics-based therapeutic interventions, particularly for disorders associated with systemic inflammation, holds great promise. As a proof of concept, our study demonstrated, to the best of our knowledge for the first time, the feasibility and regenerative potential of epigenetics-based therapy in treating fracture nonunion using a clinically relevant RA model. To enhance the effectiveness of epigenetically modified cell therapy, we engineered a PCL scaffold for maintenance and local delivery of progenitors at fracture sites. PCL scaffold, an FDA-approved biodegradable material, has been successfully utilized for bone regeneration in preclinical studies (17, 73, 74). Notably, our fabricated scaffolds closely mimicked periosteum tissue morphology and strength, presenting a fibrous and porous structure. The optimization of the epigenetic editing system and cell numbers will be a focus of future studies. Overall, our work suggests that the initial identification of epigenetic biomarkers followed by the development of locus-specific epigenetic modifiers could represent an important therapeutic option, enabling personalized medicine to address delayed union and nonunion.

In summary, this study has revealed a fundamental mechanism by which systemic inflammation, mediated by the NF-κB pathway, triggers a cascade of events that ultimately leads to epigenetic aberrations, thus negatively impacting fracture repair. We have elucidated an NF-κB/Dnmt3b/Rbpjk axis that highlights the interplay between inflammation and epigenetics in the regulation of progenitor cell regenerative potential. Our compelling findings establish that Dnmt3b-mediated processes are key modulators of progenitor cell responsiveness to inflammatory cues during bone regeneration. The functional decline of progenitor cells and the resulting defects in fracture repair can be restored by epigenetic modification of DNA methylation specifically at the *Rbpjk* promoter. These findings provide strong suggestions for the development of epigenetics-based therapy aimed at addressing delayed bone union and nonunion. Although our study has extensively explored the epigenetic regulation of Rbpjk, particularly owing to the Notch pathway being the most upregulated under systemic inflammation, other significantly altered pathways, such as TGF-β and cellular metabolism, are also worthy of further investigation. The TGF-β pathway has been shown to be associated with aging-related cell senescence and fibrotic tissue formation in the context of fractures (75). Cellular metabolism has also emerged as a critical factor influencing immune cells, osteoblasts, and progenitor cells in the regulation of bone repair processes under pathological conditions (76–78). These pathways could provide avenues for understanding and potentially modulating fracture repair outcomes.

## Methods

### Mice.

Male C57BL/6J wild-type mice purchased from The Jackson Laboratory (stock 000664) were used for the RA fracture model. *Prx1Cre^ERT2^* (79), *Ikk2ca^fl/fl^* (80), *Ai9^fl/fl^* (81), and *Rbpjk^fl/fl^* (82) mice have been previously described and were purchased from The Jackson Laboratory (stock 029211, 008242, 007909, and 034200, respectively). *Dnmt3b^fl/fl^* (37) mice were obtained from the Mutant Mouse Resource and Research Centers (catalog 29887). *Dnmt3b*-transgenic (*Dnmt3b*-Tg) mice were previously generated in the Shen laboratory. Upon recombination, *Dnmt3b* expression is induced with doxycycline (40). Thus, the model provided both cell-specific and temporal regulation of *Dnmt3b* overexpression. *Dnmt3b*-Tg mice were crossed with *Prx1Cre^ERT2^;Rosa-rtTA^fl/+^* mice to generate *Dnmt3b* GOF mice. *Prx1Cre^ERT2^;Ai9^fl/+^*, *Prx1Cre^ERT2^;Ikk2ca^fl/+^*, *Prx1Cre^ERT2^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg, *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg, *Prx1Cre^ERT2^;Rbpjk^fl/fl^*, *Prx1Cre^ERT2^;Dnmt3b^fl/fl^;Rbpjk^fl/fl^*, and *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rbpjk^fl/fl^* were viable and produced in Mendelian ratios. All mice were fractured at 3 months of age. Two weeks prior to fractures, mice that carry the *Prx1Cre^ERT2^* transgene received tamoxifen (1 mg/10 g body weight) via intraperitoneal (i.p.) injections for 5 consecutive days. Doxycycline (2.5 mg/kg body weight) was delivered i.p. to *Prx1Cre^ERT2^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg and *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg and their littermates 1 day prior to fracture surgery. Doxycycline administration continued twice per week following fractures until mice were sacrificed for downstream analyses. Systemic inflammation was induced via i.p. injection of 100 μL of arthritogenic K/BxN serum on 0 dpf and 3 dpf and maintained by continuous injection every 5 days until the experimental endpoint. Mice receiving PBS served as controls. Bony fractures were created on the right tibiae as previously documented (43).

### scRNA-seq and data processing.

Callus samples were collected by scraping newly formed tissue along the periosteal surface and dissociated in 1 mg/mL Collagenase P (MilliporeSigma, 11213865001) at room temperature for 1 hour. The cell suspension was filtered through a 30-μm strainer to generate a single-cell suspension. Four batches of single-cell libraries were sequenced: callus cells from 4 dpf control fractures (control_4d, *n* = 3), 7 dpf control fractures (control_7d, *n* = 3), 4 dpf RA fractures (RA_4d, *n* = 3), and 7 dpf RA fractures (RA_7d, *n* = 3). Ten thousand cells for each sample were loaded for preparing single-cell mRNA libraries for each group, barcoded, purified using a Chromium Single Cell 3′ kit (v3.1 Chemistry, 10× Genomics Inc), and sequenced using a 2 × 150-bp paired-end configuration on an Illumina NovaSeq platform. The CellRanger pipeline (v7.0.1, https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/using/what-is-cell-ranger) was used to align reads, extract cell barcode and unique molecular identifier (UMI) counts, and generate feature-barcode matrices, after mapping to the mouse (mm10) reference genome, according to the standard workflow of 10× Genomics.

### scRNA-seq analysis.

Quality control was conducted for each data set. Multiplets or cells with poor quality (UMI < 4,000, UMI > 50,000, features < 2,000, features > 7,000, or >8% mitochondrial UMIs) were excluded. Data set integration, graph-based cell clustering, dimensionality reduction, and data visualization were performed using Seurat v4.3.0 (83). Feature data were normalized using the Seurat NormalizeData function (a global-scaling normalization method) and then scaled with Seurat ScaleData function (a linear transformation) in order to remove unnecessary variations from unwanted sources for downstream analyses. Nonlinear dimensional reduction was performed with t-distributed stochastic embedding (tSNE) and graph-based clustering was achieved by applying the Louvain algorithm. The top 15 statistically significant principal components were chosen empirically to identify the dimensionality of the data set by testing top 10 differentially expressed genes (DEGs) (Wilcox’s method) among clusters. Annotation of cell clusters was performed by examining cell type–specific marker gene expression across clusters. KEGG enrichment analysis was performed by uploading DEGs of interest into Enrichr (84) and overlaying with global signaling pathways from the KEGG database to identify significant pathways. Trajectory analysis of the mesenchymal population was performed using Monocle v2.24.1 (https://cole-trapnell-lab.github.io/monocle-release/). ggplot2 (https://ggplot2.tidyverse.org/) and ggalluvial (https://corybrunson.github.io/ggalluvial/) packages were used to generate data graphs.

### Histological analyses.

The fractured tibiae (*n* = 5; 3 females and 2 males) were collected for histological analyses at 7, 10, and 14 dpf. Following fixation with 10% neutral buffered formalin and decalcification using 14% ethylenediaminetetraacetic acid (EDTA), the fractured tibiae were embedded in paraffin, sectioned at 5 μm, and stained with ABH/OG. The mesenchyme, cartilage, and bone areas were measured using ImageJ software (NIH). Tissues prepared for frozen sections were fixed in 4% paraformaldehyde for 2 hours at 4°C, decalcified with 14% EDTA for 10 days, infiltrated with gradient sucrose for 3 days, embedded with Tissue-TEK OCT medium, and sectioned at a thickness of 10 μm. GFP and tdTomato fluorescence from frozen sections of fracture callus was examined by Zeiss upright fluorescence microscope.

### Micro-CT analyses.

The fractured tibiae (*n* = 5; 3 females and 2 males) were harvested at 14 dpf and assessed by a micro-CT scanner (Viva CT40, Scanco) with the following parameters: 55 kV, 145 μA, and a 300 ms integration time. Three-dimensional images of the entire callus were constructed using Scanco software. Quantifications of the newly formed BV and BV/TV were performed on 600 slices centered on the midpoint of the fracture site, as previously described (43).

### Biomechanical torsion testing.

Due to known biomechanical differences between male and female tibiae, the biomechanical torsion test was performed on male mice. The fractured tibiae (*n* = 5–8) from male mice were collected at 28 dpf and both ends were potted with methacrylate (MMA) bone cement (Lang Dental Manufacturing) and secured in 1.2-cm-long cylinders (6 mm diameter) to keep the fracture site in the middle. After MMA solidified, the bone samples with the cylinders were set up on the torsion machine using the custom LabVIEW (National Instruments) program until failure. The maximum torque and displacement at maximum torque were recorded and processed by a custom MATLAB 2017 program (MathWorks).

### PPC isolation and culture.

Murine PPCs were isolated from periosteum of 3-month-old wild-type or *Ikk2ca^fl/+^* mice as previously described (85). Briefly, after carefully removing soft tissue, both ends of the long bone were capped with 5% agarose. The entire long bone was then placed in 10 mL of 1 mg/mL Collagenase P (MilliporeSigma, 11213865001) for 10 minutes to remove muscle and other soft tissue remnants. The murine PPCs were collected after a 1-hour digestion with 1 mg/mL Collagenase P solution and were seeded in 6-well plates for expansion. The primary PPCs from passages 3–5 were used for experiments. In order to overexpress *Ikk2* in PPCs, Ad-GFP and Ad-Cre (MOI = 50) were used to treat primary murine PPCs for 24 hours followed by 24-hour recovery. After recovery, Lenti-*Dnmt3b* (MOI = 10; Origene, MR225598L4V) and Lenti-sh*Rbpjk* (MOI = 10; Origene, TL512813V) were used to infect adenovirus-treated *Ikk2ca^fl/+^* PPCs to overexpress *Dnmt3b* and knock down *Rbpjk* in cells, respectively.

### Chondrogenic and osteogenic differentiation assays.

PPCs (2 × 10^5^) were centrifuged to form cell pellets and cultured in 15 mL conical tubes under hypoxic conditions for chondrogenic differentiation for up to 28 days. The chondrogenic differentiation medium was composed of DMEM supplemented with 100 nM dexamethasone, 50 mg/mL L-ascorbic acid 2-phosphate, 40 mg/mL L-proline, 100 mg/mL sodium pyruvate, and 10 ng/mL TGF-β3. IL-1β treatment (1 ng/mL) and chondrogenic differentiation medium were changed every 3 days. qPCR was performed 14 days after chondrogenic differentiation induction and Alcian blue staining was performed 28 days after chondrogenic differentiation induction. PPCs (1 × 10^5^) were seeded in 12-well plates under normoxic conditions for osteogenic differentiation for up to 21 days. The osteogenic differentiation medium consisted of DMEM supplemented with 10% FBS, 100 nM dexamethasone, 10 mM sodium β-glycerophosphate, and 50 mg/mL ascorbic acid. IL-1β treatment (1 ng/mL) and osteogenic differentiation medium were changed every 3 days. qPCR was performed 7 days after osteogenic differentiation induction and alizarin red staining was performed 21 days after osteogenic differentiation induction.

### Epigenetic modification of Rbpjk using CRISPR/dCas9 editing system.

Local DNA methylation editing was achieved by using the dCas9/Dnmt3a platform (55). Briefly, C3H10T1/2 cells (ATCC, CCL-226) were transfected with Lenti-dCas9-Dnmt3a (Addgene, 84476). After 3 days of culture, GFP^+^ C3H10T1/2 cells were collected by FACS. gRNAs (Table 2) designed specifically for *Rbpjk* CpG islands were then delivered into C3H10T1/2 cells carrying the dCas9-Dnmt3a cassette to modify local DNA methylation. Twelve individual C3H10T1/2 cell lines were generated by puromycin selection. The genomic DNA was isolated from the epigenetically engineered C3H10T1/2 cells and was processed with a bisulfite conversion kit (QIAGEN, 59104) for subsequent Sanger sequencing to examine the local DNA methylation. The percentage DNA methylation increase within the 300-bp CpG island region was calculated by comparing dCas9-Dnmt3a-Rbpjk_1-9_ cells to dCas9-Dnmt3a-scramble cells based on the Sanger sequencing data. Similarly, the dCas9/Tet1 editing platform (55) was used to reduce local DNA methylation of the *Rbpjk* gene. C3H10T1/2 cells were transfected with Lenti-dCas9-Tet1 (Addgene, 84475). The same gRNAs (Table 2) were used to reduce DNA methylation in specific regions of the *Rbpjk* gene. In total, 12 individual C3H10T1/2 cell lines were generated by puromycin selection.

### Real-time qPCR and Western blot analyses.

Four-millimeter fracture calluses (*n* = 5) were collected from experimental mice and homogenized for RNA extraction using an RNeasy Mini Kit (QIAGEN, 74106). cDNA synthesis and real-time qPCR were performed according to the manufacturers’ instructions. Primer sequences are presented in Table 3. Methylation qPCR for *Rbpjk* was performed according to the manufacturer’s instructions (QIAGEN). Genomic DNA was isolated from primary PPCs and separately digested with methylation-sensitive and methylation-dependent enzymes. The enzyme-digested genomic DNA was then used for qPCR and the primers for *Rbpjk* methylation (CpG Island 106810) were obtained from QIAGEN (EPMM106810). Protein lysates were fractioned by SDS-polyacrylamide gel electrophoresis and examined with antibodies against Rbpjk (1:500; Santa Cruz Biotechnology, sc-271128) and β-actin (1:1000; MilliporeSigma, 2228).

### Statistics.

All data were analyzed using GraphPad Prism and are presented as mean ± SD of at least 3 independent experiments. A 2-tailed Student’s *t* test was used to determine the significance between 2 groups. Two-way analysis of variance (ANOVA) was used to compare among multiple groups, with subsequent pairwise comparisons examined via Tukey’s test. A *P* value of less than 0.05 was considered statistically significant.

### Data availability.

Raw scRNA-seq data can be accessed via the NCBI Gene Expression Omnibus (GEO GSE242836). Values for all data points in graphs can be found in the supplemental Supporting Data Values file.

### Study approval.

All animal studies were performed in accordance with approval of the Committees on Animal Resources at Washington University in St. Louis.

## Author contributions

YA, JG, CW, and JS participated in experimental design. DX, LF, ZL, YH, JY, AL, HQ, MS, TL, BZ, and CW performed the experiments and data analysis. ZL fabricated the PCL scaffold with progenitor cells under the supervision of JG. The YA lab provided K/BxN serum. CW, YA, JG, and JS participated in manuscript writing and revision. CW guided the scRNA-seq design and data analysis. JS guided the experimental approach throughout the duration of the project and finalized the manuscript. The order of co–first authors was assigned based on the experiments conducted.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supporting data values

## Figures and Tables

**Figure 1:**
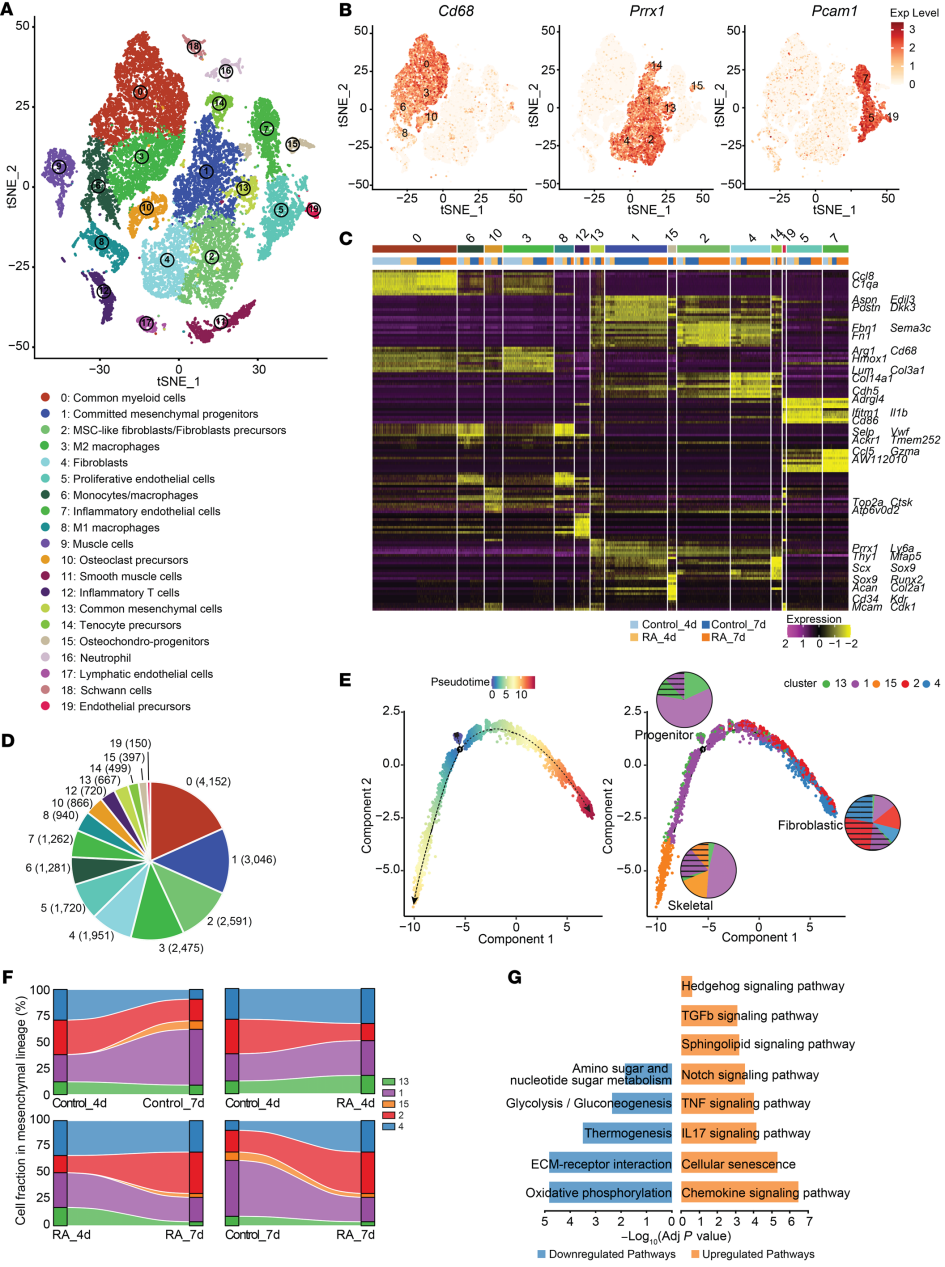
scRNA-seq analysis of fracture callus reveals distinct differentiation trajectories of progenitors in control and RA mice. (**A** and **B**) Twenty cell clusters from control and RA fracture callus at 4 and 7 dpf (*n* = 3). A tSNE projection of 25,467 single-cell transcriptomes, annotated post hoc and colored by clustering (**A**), or by key cell type–specific markers (**B**). (**C**) Cluster signature genes. Expression of top differentially expressed genes (rows) scaled across the cells (columns) in each cluster (color bar on top corresponds to color scheme in **A**), grouped by lineage and conditions (group identity indicated at the bottom). Key genes of some clusters are highlighted on the right. (**D**) Number of cells in each cluster. Color scheme as in **A**. (**E**) Differentiation trajectory of mesenchymal lineage cells constructed by Monocle and colored by pseudotime order (left) and Seurat clusters (right). Cell fractions of each cluster of different conditions (control, unshaded; RA, shaded) shown by pie charts. (**F**) Pair-wise comparison of cellular compositions of mesenchymal subset by conditions (Control_4d vs. Control_7d; RA_4d vs. RA_7d; Control_4d vs. RA_4d; Control_7d vs. RA_7d), visualized by alluvial plots. (**G**) The enriched KEGG pathway analysis of genes unregulated and downregulated in RA fracture callus compared with those in controls.

**Figure 2:**
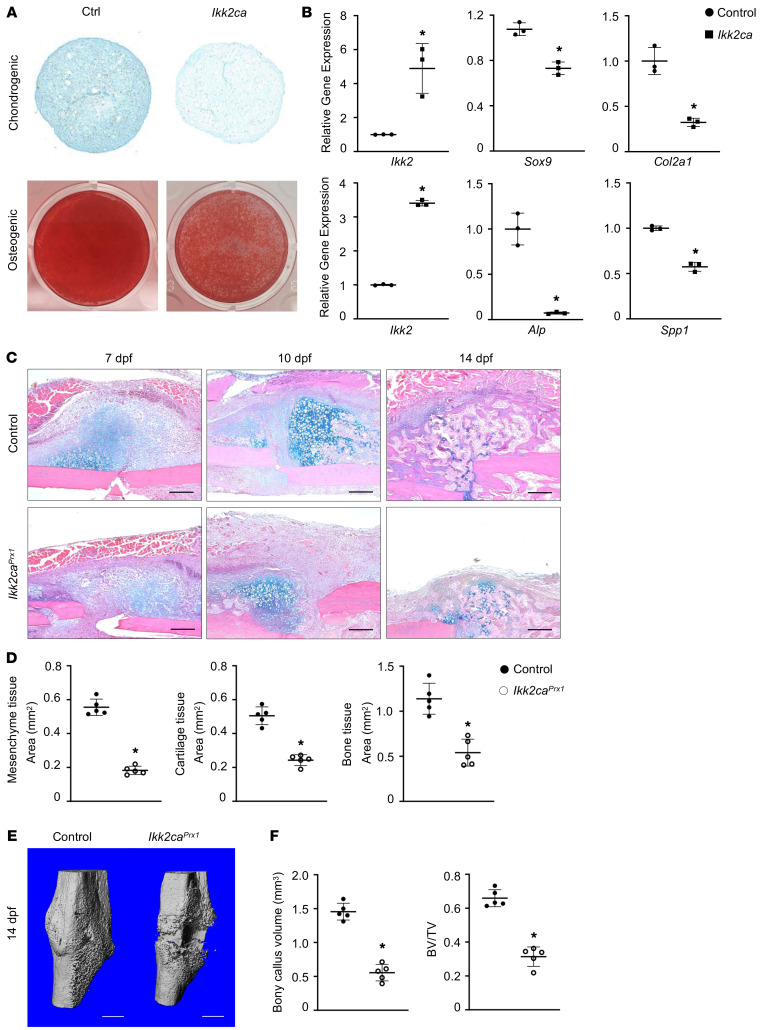
Constitutive activation of *Ikk2* impairs PPC homeostasis and fracture repair. Chondrogenic pellet and osteogenic differentiation assays were performed within *Ikk2ca^fl/+^* PPCs following Ad-GFP (control) or Ad-Cre (*Ikk2ca*) transfection. (**A**) Alcian blue and alizarin red staining of chondrogenic pellet sections and osteogenic cultures on day 28 and day 21, respectively (*n* = 3). (**B**) Real-time qPCR analyses of gene expression for *Ikk2*, *Sox9*, *Col2a1*, *Alp*, and *Spp1* in control or *Ikk2ca* PPCs (*n* = 3). (**C**) ABH/OG staining of fracture callus sections from *Ikk2ca^fl/+^* (control) and *Prx1Cre^ERT2^;Ikk2ca^fl/+^* (*Ikk2ca^Prx1^*) mice at 7, 10, and 14 dpf (*n* = 5). Scale bars: 100 mm. (**D**) Histomorphometric quantifications of mesenchyme, cartilage, and bone areas based on ABH/OG staining (*n* = 5). (**E**) Micro-CT reconstruction of mineralized bony calluses from *Ikk2ca^fl/+^* and *Ikk2ca^Prx1^* mice at 14 dpf (*n* = 5). Scale bars: 0.5 mm. (**F**) Bony callus volume and BV/TV measured on micro-CT assessment of *Ikk2ca^fl/+^* and *Ikk2ca^Prx1^* fractures at 14 dpf (*n* = 5). Data presented as mean ± SD. *P < 0.05 by 2-tailed Student’s *t* test.

**Figure 3:**
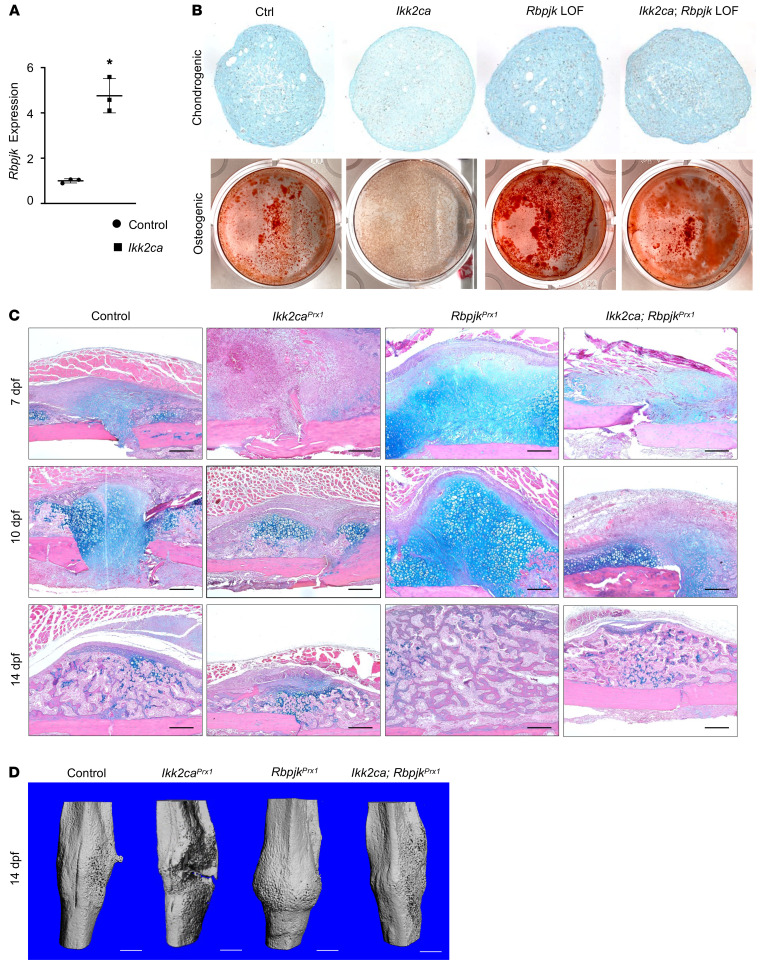
*Rbpjk* inhibition attenuates *Ikk2ca*-induced progenitor differentiation and fracture repair defects. (**A**) Real-time qPCR analyses for *Rbpjk* gene expression within *Ikk2ca^fl/+^* PPCs following Ad-GFP (control) or Ad-Cre (*Ikk2ca*) transfection (*n* = 3). (**B**) Chondrogenic pellet and osteogenic differentiation assays were performed within control and *Ikk2ca* PPCs in the presence or absence of Lenti-sh*Rbpjk* (*Rbpjk* LOF) viral infection. Alcian blue and alizarin red staining of chondrogenic pellet sections and osteogenic cultures on day 28 and day 21, respectively (*n* = 3). (**C**) ABH/OG staining of fracture callus sections from *Ikk2ca^fl/+^* (control), *Prx1Cre^ERT2^;Ikk2ca^fl/+^* (*Ikk2ca^Prx1^*), *Prx1Cre^ERT2^;Rbpjk^fl/fl^* (*Rbpjk^Prx1^*), and *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rbpjk^fl/fl^* (*Ikk2ca;Rbpjk^Prx1^*) mice at 7, 10, and 14 dpf (*n* = 5). Scale bars: 100 mm. (**D**) Micro-CT reconstruction of mineralized bony calluses from control, *Ikk2ca^Prx1^*, *Rbpjk^Prx1^*, and *Ikk2ca;Rbpjk^Prx1^* mice at 14 dpf (*n* = 5). Scale bars: 0.5 mm. Data expressed as mean ± SD. *P < 0.05 determined by 2-tailed Student’s *t* test for comparisons between 2 groups.

**Figure 4:**
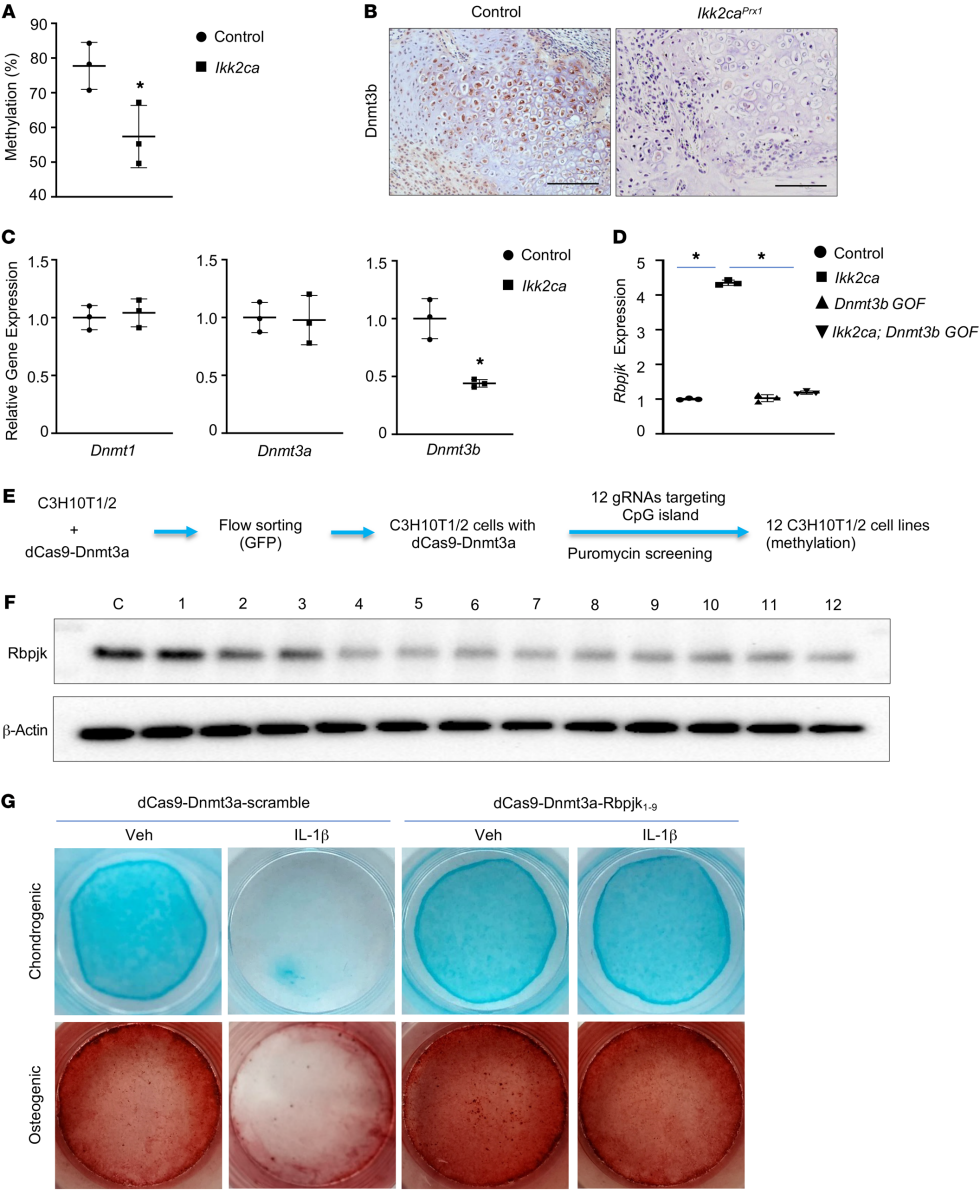
Inflammation induces *Rbpjk* expression through Dnmt3b-mediated DNA methylation reduction. (**A**) Methylation qPCR for the *Rbpjk* promoter region in *Ikk2ca^fl/+^* PPCs following Ad-GFP (control) or Ad-Cre (*Ikk2ca*) transfection (*n* = 3). (**B**) IHC for Dnmt3b on callus sections from *Ikk2ca^fl/+^* (control) and *Prx1Cre^ERT2^;Ikk2ca^fl/+^* (*Ikk2ca^Prx1^*) mice at 10 dpf (*n* = 5). Scale bars: 100 mm. (**C**) Real-time qPCR analyses of gene expression for *Dnmt1*, *Dnmt3a*, and *Dnmt3b* in control and *Ikk2ca* PPCs (*n* = 3). (**D**) Real-time qPCR analyses for *Rbpjk* within control and *Ikk2ca* PPCs in the presence or absence of Lenti-*Dnmt3b* (*Dnmt3b* GOF) viral infection (*n* = 3). (**E**) Schematic representing the selection of C3H10T1/2 cell lines modified by the dCas9-Dnmt3a epigenetic editing system specifically targeting CpG islands of the *Rbpjk* gene. (**F**) Western blot analyses for Rbpjk in protein extracts from dCas9-Dnmt3a-scramble gRNA (control) and 12 individual dCas9-Dnmt3a-Rbpjk gRNA-engineered C3H10T1/2 cell lines (*n* = 3). Lane C: dCas9-Dnmt3a-scramble gRNA. Lanes 1–10: dCas9-Dnmt3a-Rbpjk_1-1-10_ gRNAs targeting CpG island 1 of the *Rbpjk* gene. Lanes 11 and 12: dCas9-Dnmt3a-Rbpjk_2-1-2_ gRNAs targeting CpG island 2 of the *Rbpjk* gene. (**G**) Chondrogenic pellet and osteogenic differentiation assays were performed within dCas9-Dnmt3a-scramble (control) and dCas9-Dnmt3a-Rbpjk_1-9_ C3H10T1/2 cell lines in the presence or absence of IL-1β. Alcian blue and alizarin red staining of chondrogenic and osteogenic cultures on day 28 and day 21, respectively (*n* = 3). Data expressed as mean ± SD. *P < 0.05 determined by 2-tailed Student’s *t* test (**A** and **C**) or by 2-way ANOVA followed by Tukey’s test (**D**).

**Figure 5:**
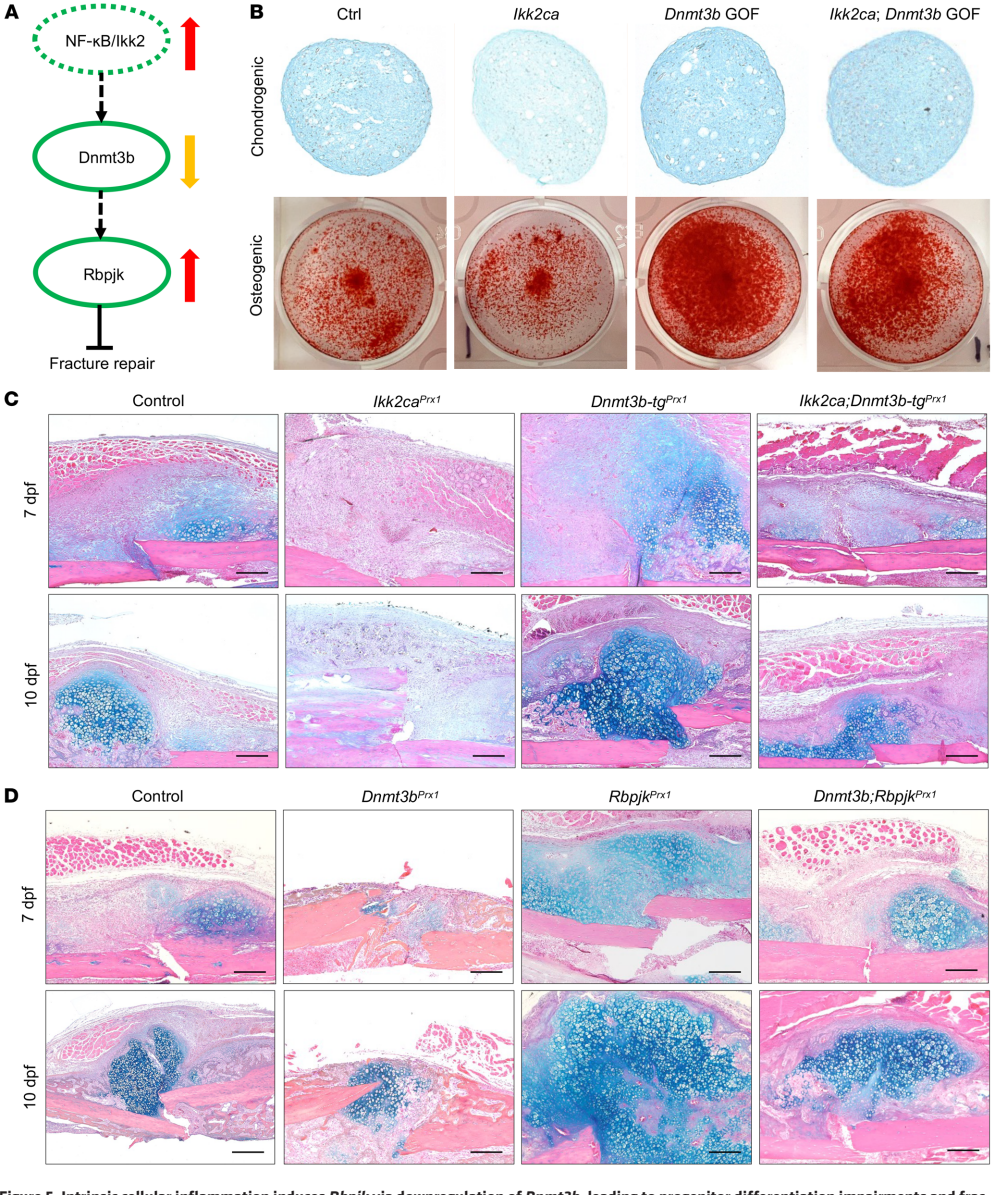
Intrinsic cellular inflammation induces *Rbpjk* via downregulation of *Dnmt3b*, leading to progenitor differentiation impairments and fracture repair defects. (**A**) Schematic demonstration of previously established NF-κB/Dnmt3b/Rbpjk axis in regulating fracture repair. Dashed line: Relationship established by in vitro experiments. Solid line: Relationship established in mice. Dashed circle: Role of the gene established in vitro. Solid circle: Role of the gene established in mice. (**B**) Chondrogenic pellet and osteogenic differentiation assays were performed within control and *Ikk2ca* PPCs in the presence or absence of Lenti-*Dnmt3b* (*Dnmt3b* GOF) viral infection. Alcian blue and alizarin red staining of chondrogenic pellet sections and osteogenic cultures on day 28 and day 21, respectively (*n* = 3). (**C**) ABH/OG staining of fracture callus sections from *Ikk2ca^fl/+^* (control), *Prx1Cre^ERT2^;Ikk2ca^fl/+^* (*Ikk2ca^Prx1^*), *Prx1Cre^ERT2^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg (*Dnmt3b-tg^Prx1^*), and *Prx1Cre^ERT2^;Ikk2ca^fl/+^;Rosa-rtTA^fl/+^;Dnmt3b*-Tg (*Ikk2ca;Dnmt3b-tg^Prx1^*) mice at 7 and 10 dpf (*n* = 5). Scale bars: 100 mm. (**D**) ABH/OG staining of fracture callus sections from *Dnmt3b^fl/fl^* (control), *Prx1Cre^ERT2^;Dnmt3b^fl/fl^* (*Dnmt3b^Prx1^*), *Prx1Cre^ERT2^;Rbpjk^fl/fl^* (*Rbpjk^Prx1^*), and *Prx1Cre^ERT2^; Dnmt3b^fl/fl^;Rbpjk^fl/fl^* (*Dnmt3b;Rbpjk^Prx1^*) mice at 7 and 10 dpf (*n* = 5). Scale bars: 100 mm.

**Figure 6:**
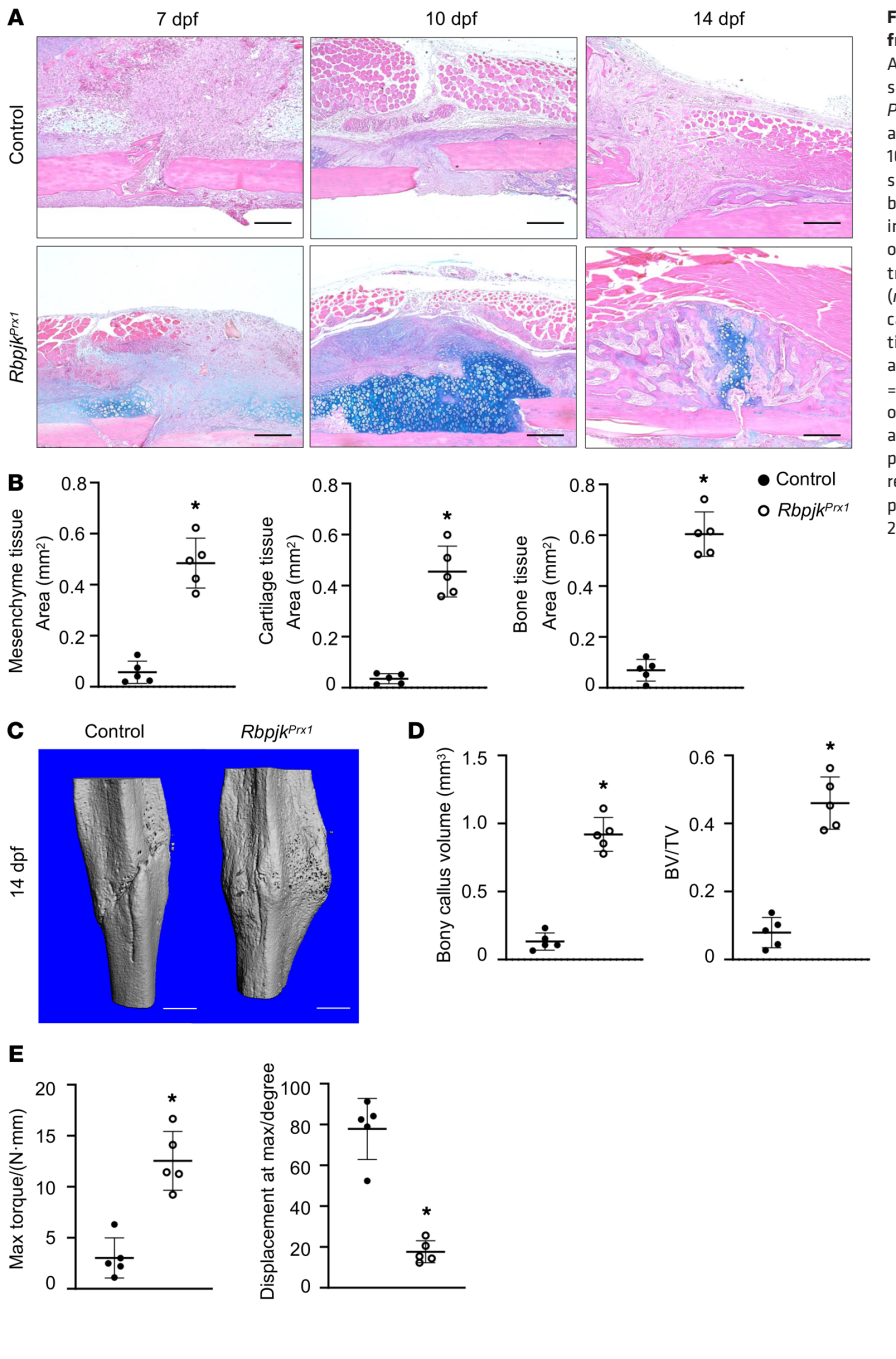
*Rbpjk* ablation abrogates fracture nonunion of RA mice. (**A**) ABH/OG staining of fracture callus sections from *Rbpjk^fl/fl^* (control) and *Prx1Cre^ERT2^;Rbpjk^fl/fl^* (*Rbpjk^Prx1^*) RA mice at 7, 10, and 14 dpf (*n* = 5). Scale bars: 100 mm. (**B**) Histomorphometric measures of mesenchyme, cartilage, and bone areas based on ABH/OG staining (*n* = 5). (**C**) Micro-CT assessment of mineralized bony calluses of control and *Rbpjk^Prx1^* RA mice at 14 dpf (*n* = 5). Scale bars: 0.5 mm. (**D**) Bony callus volume and BV/TV quantifications on micro-CT analyses of control and *Rbpjk^Prx1^* RA fractures at 14 dpf (*n* = 5). (**E**) Biomechanical torsion testing of control and *Rbpjk^Prx1^* RA fractures at 28 dpf. Maximum torque and displacement at maximum torque were recorded during testing (*n* = 5). Data presented as mean ± SD. *P < 0.05 by 2-tailed Student’s *t* test.

**Figure 7:**
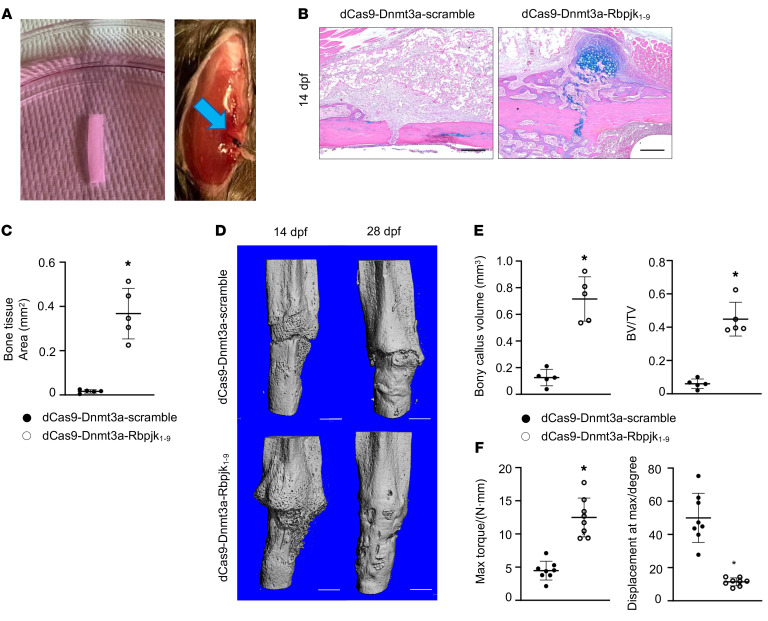
Rbpjk inhibition by epigenetic modification using CRISPR/dCas9/Dnmt3a editing system rescues fracture nonunion in RA mice. (**A**) PCL scaffold with dCas9-Dnmt3a–engineered C3H10T1/2 cells (blue arrow) was applied to the fractured bone in RA mice. (**B**) ABH/OG staining of callus sections from 14-dpf wild-type RA fractures grafted with PCL scaffolds that were fabricated with dCas9-Dnmt3a-scramble (control) or dCas9-Dnmt3a-Rbpjk_1-9_ C3H10T1/2 cells (*Rbpjk* epigenetically modified) (*n* = 5). Scale bars: 100 mm. (**C**) Histomorphometric quantifications of bone area based on ABH/OG staining (*n* = 5). (**D**) Micro-CT analyses of newly formed bony callus from 14-dpf wild-type RA fractures grafted with PCL scaffolds that were fabricated with control or *Rbpjk* epigenetically modified C3H10T1/2 cells (*n* = 5). Scale bars: 0.5 mm. (**E**) Bony callus volume and BV/TV measures of 14-dpf wild-type RA fractures grafted with PCL scaffolds fabricated with control or *Rbpjk* epigenetically modified C3H10T1/2 cells (*n* = 5). (**F**) Biomechanical torsion testing of 28-dpf wild-type RA fractures grafted with PCL scaffolds fabricated with control or *Rbpjk* epigenetically modified C3H10T1/2 cells. Maximum torque and displacement at maximum torque were recorded during testing (*n* = 8). Data presented as mean ± SD. *P < 0.05 by 2-tailed Student’s *t* test.

**Table 3:**
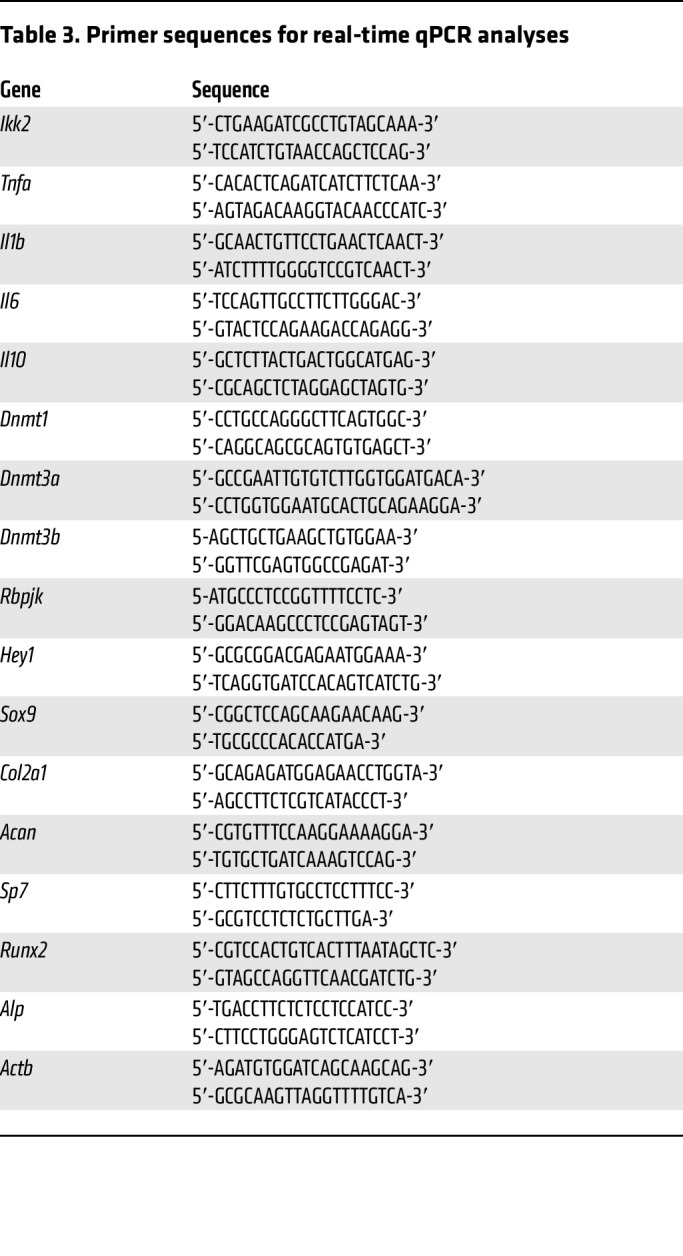
Primer sequences for real-time qPCR analyses

**Table 2:**
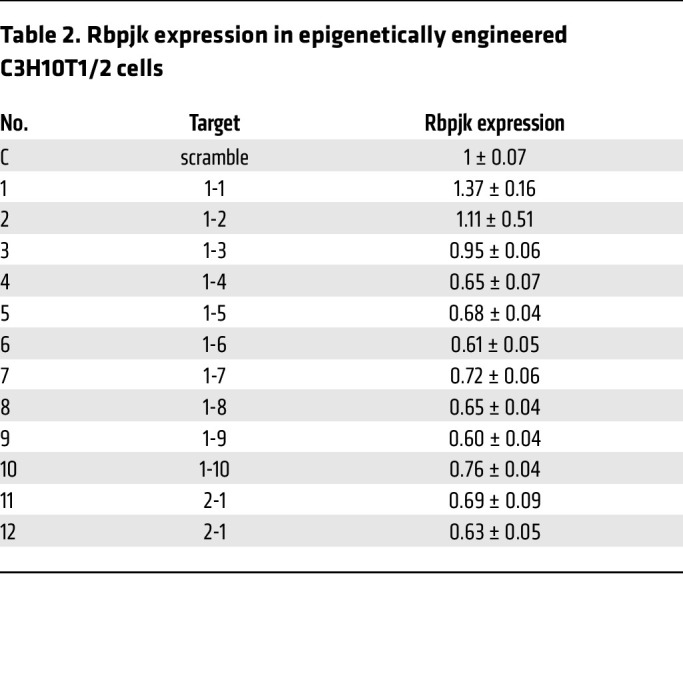
Rbpjk expression in epigenetically engineered C3H10T1/2 cells

**Table 1:**
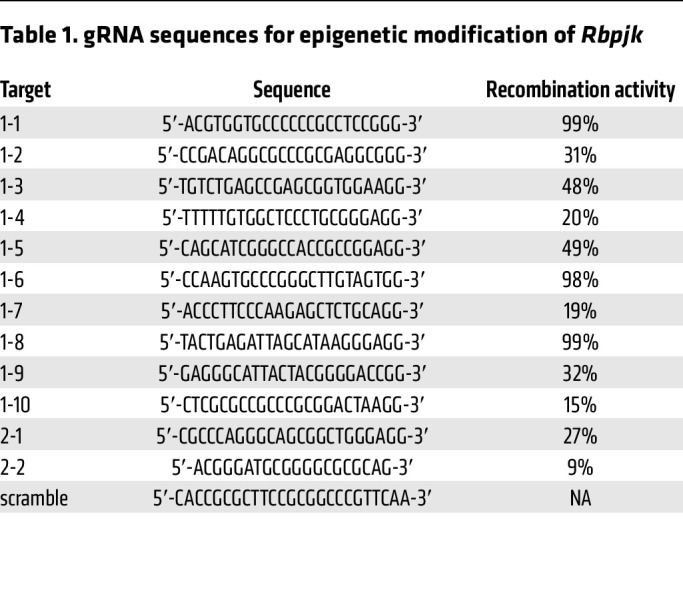
gRNA sequences for epigenetic modification of *Rbpjk*

# Supplementary material for: DNA methylation–mediated Rbpjk suppression protects against fracture nonunion caused by systemic inflammation
**Source:** J Clin Invest. 2024 Feb 1;134(3):e168558. doi: 10.1172/JCI168558

## Supplemental methods

**Flow cytometry analysis.** The cultured PPCs (passage 3 to passage 5) were prepared for flow cytometry analysis with fluorochrome conjugated antibodies including CD45 monoclonal antibody (1:200; ThermoFisher, #64-9459-42), CD90.2 monoclonal antibody (1:200; ThermoFisher, #47-0902-82), and Sca1 monoclonal antibody (1:150; ThermoFisher, #45-5981-82).

**ChIP assay.** PPCs (passage 3 to passage 5,  $2 \times 10^6$ ) were harvested and fixed with formaldehyde. Chromatin was fragmented by sonication to shear DNA to 200-500 bp in size. Chromatin fragments were immunoprecipitated using Dnmt3b antibody (1:50; Abcam, #ab2851). Histone H3 (1:50; Cell Signaling, #4620) and IgG (1:50; Cell Signaling, #2729) antibodies were used as positive and negative controls, respectively. After reverse crosslinking, the enrichment of *Rbpjk* DNA fragment was assessed by real-time qPCR. Primer sequences used for CpG islands in *Rbpjk* were forward, 5'-CTAGGTGACTCAGATGCATGAC-3', and reverse, 5'-TCCCGAGCCTGGTACTT-3'; primer sequences for CpG Island 2 in *Rbpjk* gene body were forward, 5'-CCTTTGTTTCGCCGCCTTA-3', and reverse, 5'-CCAGCTACTGAAGAGAGGGATA-3'.

**Fabrication of cell impregnated tissue constructs.** A simultaneous electrospinning and electrospraying approach was used to fabricate cell impregnated tissue constructs. The electrospraying stream contained suspension of adipose derived GFP+ progenitor cells (Cyagen, #MUBMD-01101) or dCas9-Dnmt3a-Rbpjk gRNA modified  $C_3H_{10}T_{1/2}$  cells with a density of  $4 \times 10^6$  cells/ml. The electrospinning stream was 10% polycaprolactone (PCL; Millipore Sigma, #440744) solution in chloroform. The electrospraying and electrospinning streams were loaded into syringe pumps. The needles of the two streams were charged at +18 kV and +24 kV, respectively. The injection rates of the PCL solution and cell suspension was controlled at 5 ml/h and 1.2 ml/h, respectively. The rotating collection mandrel was charged at -10 kV. The fabrication was conducted under an environment with 30% humidity. After fabricating for 30 minutes, the tissue construct was immersed in culture medium to remove residual solvent. The medium was changed twice. To observe live cells in the fabricated tissue constructs, confocal images were taken using a confocal microscope. Z-stack images were reconstructed. The morphology of tissue constructs was evaluated by SEM. To determine live cell density in the tissue constructs, the samples were incubated with papain solution followed by quantifying dsDNA content using Quant-iT dsDNA assay kit (ThermoFisher, #Q33233). The cell density was calculated based on calibration curve.

## Supplemental figures

**Figure S1. A schematic depicts experimental design for single cell RNA sequencing of fracture callus.**

**Figure S2. Systemic inflammation alters cellular distribution in fracture callus.** (A) t-distributed stochastic embedding (tSNE) visualization of cell clustering in control and RA fracture callus. Annotated post hoc and colored by clustering. (B) Bar plots of inflammatory related cell counts in control and RA fracture callus.

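Fig. S2B plots numbers of cells, which follow both the composition of a library and the number of its cells that pass the filter. In RA_7d, 79.8% of the barcodes were kept, compared with 71.7% in control_4d, 75.2% in control_7d and 69.7% in RA_4d. A share of the kept cells removes the size of the library but not the change of the other classes. Monocyte/macrophage-like cells numbered 108 in control_4d, 128 in RA_4d, 123 in control_7d and 78 in RA_7d. Common myeloid-like cells numbered 747, 438, 539 and 421, respectively.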

**Figure S3. Systemic inflammation alters genetic profiling of cells in fracture callus.** Dot plots to visualize the changes of key feature expression across cell clusters. The size scale of the dots represents the percentage of cells within a cluster, while the color scale encodes the average expression level across all cells within a cluster. Key cell-type maker genes were plotted for (A) myeloid, (B) mesenchymal, and (C) endothelial lineage respectively. (D) Dot plots of key transcriptional factors of Notch, Wnt, TGFb, and Hedgehog signaling across cluster 13 and cluster 1 in control and RA fracture callus at 7 dpf.

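A dot plot sets the share of cells in which a gene has at least 1 UMI beside its mean level, and that share rises with the depth of the cells. In common mesenchymal-like cells at 7 dpf, an *Rbpj* UMI was present in 85.7% of control cells (median depth 30600 UMIs) and 93.4% of RA cells (31879 UMIs). After each cell was thinned to 4000 UMIs, the shares were 33.1% (26.2 to 40.6%) and 36.8% (26.1 to 48.7%). In committed mesenchymal progenitor-like cells they were 33.1% in control and 28.2% in RA callus after thinning, and 86.1% and 85.2% before it (median depths 26703 and 28217 UMIs). No class is known here to lack *Rbpj*. The lowest thinned shares were those of proliferative endothelial-like cells, 18.2% in control and 21.4% in RA callus (52.0% and 53.8% before thinning, at median depths of 15222 and 15566 UMIs). By CPM, *Notch2* (chromosome 3 of GRCm38, 98013527 to 98150361) in common mesenchymal-like cells had a ratio of RA to control of 1.21 (1.05 to 1.39), and in committed mesenchymal progenitor-like cells of 0.939 (0.895 to 0.985). *Smad3* had ratios of 1.50 (1.27 to 1.78) and 1.35 (1.30 to 1.41) in these classes. *Ctnnb1*, which encodes β-catenin, had ratios of 1.10 (0.997 to 1.22) and 1.01 (0.973 to 1.04), and *Smo* of 0.887 (0.689 to 1.14) and 1.06 (0.993 to 1.13), all within counting error. *Gli3* had ratios of 0.976 (0.856 to 1.11) and 0.909 (0.870 to 0.949).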

**Figure S4. RA, aging and obesity induces elevated inflammation in fracture callus.** Real-time qPCR analyses of gene expression for *Il1b* and *Tnfa* in 5 dpf fracture callus isolated from (A) RA mice, (B) 18-month-old mice and (C) high-fat-diet induced obese mice (n=4). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S5. IL1b treatment induces intrinsic inflammatory responses in primary PPCs.** (A) Flow cytometry analysis of surface markers' expression in primary PPCs, including CD45, CD90 and Sca1. (B) Real-time qPCR analyses of gene expression for *Ikk2*, *Il1b*, *Il6*, and *Tnfa* in vehicle and IL1b treated primary PPCs isolated from 3-month-old wild type mice (n=3). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S6. Cells in fracture callus are derived from Prx1-expressing cells.** (A) Representative fluorescent images for tdTomato (Ai9) on callus sections from *Ai9<sup>f/+</sup>* and *Prx1Cre<sup>ERT2</sup>;Ai9<sup>f/+</sup>* mice at 10 dpf. White dotted line outlined fracture callus. Scale bar, 100  $\mu$ m. (B) Real-time qPCR analyses of gene expression for *Ikk2*, *Il1b* and *Tnfa* in 5 dpf callus tissue from *Ikk2ca<sup>f/+</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*) mice (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S7. *Ikk2ca* in progenitor cells leads to reduced callus remodeling.** (A) TRAP staining of 14 dpf fracture callus sections from *Ikk2ca<sup>f/+</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*) mice (n=5). Scale bar, 100  $\mu$ m. (B) Oc.S/BS measured on TRAP staining of *Ikk2ca<sup>f/+</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*) fractures (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S8. Histological assessments determine the effect of *Rbpjk* LOF on fracture repair defects induced by *Ikk2ca*.** Histomorphometry analyses of mesenchyme, cartilage, and bone areas on callus sections from *Ikk2ca<sup>f/+</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*), *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>f/f</sup>* (*Rbpjk<sup>Prx1</sup>*), and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>;Rbpjk<sup>f/f</sup>* (*Ikk2ca;Rbpjk<sup>Prx1</sup>*) mice at 7, 10, and 14 dpf (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S9. MicroCT assessments determine the effect of *Rbpjk* LOF on fracture repair defects induced by *Ikk2ca*.** Quantifications of bony callus volume and BV/TV on reconstructed microCT images of *Ikk2ca<sup>f/+</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*), *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>f/f</sup>* (*Rbpjk<sup>Prx1</sup>*), and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>;Rbpjk<sup>f/f</sup>* (*Ikk2ca;Rbpjk<sup>Prx1</sup>*) fractures at 14 dpf (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S10. TRAP staining assessments determine the effect of *Rbpjk* LOF on fracture repair defects induced by *Ikk2ca*.** (A) TRAP staining of 14 dpf fracture callus sections from *Ikk2ca<sup>f/+</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*), *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>f/f</sup>* (*Rbpjk<sup>Prx1</sup>*), and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>;Rbpjk<sup>f/f</sup>* (*Ikk2ca;Rbpjk<sup>Prx1</sup>*) mice (n=5). Scale bar, 100  $\mu$ m. (B) Oc.S/BS measured on TRAP staining of *Ikk2ca<sup>f/+</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*), *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>f/f</sup>* (*Rbpjk<sup>Prx1</sup>*), and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>;Rbpjk<sup>f/f</sup>* (*Ikk2ca;Rbpjk<sup>Prx1</sup>*) fractures (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S11. *Dnmt3b* expression is reduced in *Ikk2ca*-induced inflammatory callus.** Real-time qPCR analyses of gene expression for *Dnmt1*, *Dnmt3a*, and *Dnmt3b* in 5 dpf callus tissue from *Ikk2ca<sup>f/+</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Ikk2ca<sup>f/+</sup>* (*Ikk2ca<sup>Prx1</sup>*) mice (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S12. *Dnmt3b* is reduced in PPCs by inflammatory stimuli.** Real-time qPCR analyses of gene expression for *Dnmt1*, *Dnmt3a*, and *Dnmt3b* in vehicle and IL1b treated primary wild type PPCs (n=3). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S13. Rbpjk is a target of Dnmt3b.** (A) Schematic illustration of the two Dnmt3b binding sites (CpG islands in green boxes) identified in *Rbpjk* gene. (B) Pull-down assay of genomic DNA with a Dnmt3b antibody (ChIP) showed interaction of Dnmt3b with its binding sites in *Rbpjk* gene by qPCR (n=3). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S14. DNA methylation reduction in *Rbpjk* gene leads to increased protein expression.** (A) Schematic illustration of the two Dnmt3b binding sites (CpG islands in green boxes) identified in *Rbpjk* gene. Twelve gRNAs were designed to target CpG island1 (1.5 kb) and CpG island 2 (300 bp). (B) Schematic representing the selection of C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> cell lines modified by dCas9-Tet1 epigenetic editing system specifically targeting CpG islands of *Rbpjk* gene. (C) Western blot analyses for Rbpjk in protein extracts from dCas9-Tet1-scramble gRNA (control) and 12 individual dCas9-Tet1-Rbpjk gRNAs engineered C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> cell lines (n=3). C, dCas9-Tet1-scramble gRNA. 1-10, dCas9-Tet1-Rbpjk<sub>1-1-10</sub> gRNAs targeting CpG island 1 of *Rbpjk* gene. 11-12, dCas9-Tet1-Rbpjk<sub>2-1-2</sub> gRNAs targeting CpG island 2 of *Rbpjk* gene.

**Figure S15. Gene expression of progenitor differentiation markers to determine the effect of Rbpjk inhibition using an epigenetic modification approach on progenitor differentiation potential.** Real-time qPCR analyses for *Rbpjk*, *Hey1*, *Sox9*, *Col2a1*, *Acan*, *Sp7*, *Rux2*, and *Alp* in dCas9-Dnmt3a-scramble (control) and dCas9-Dnmt3a-Rbpjk<sub>1-9</sub> C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> (*Rbpjk* epigenetically modified) cell lines in the presence or absence of IL1b. Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S16. Tamoxifen and Doxycycline induces *Ik2* and *Dnmt3b* gene expression in fracture callus.** Real-time qPCR analyses for *Ik2* and *Dnmt3b* in 5 dpf callus from *Ik2ca*<sup>f/+</sup> (control) and *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Ik2ca*;*Dnmt3b-tg*<sup>Prx1</sup>) mice (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by Student's t test.

**Figure S17. Histological analyses determine the effect of *Dnmt3b* GOF on fracture repair defects induced by *Ik2ca*.** Histomorphometry quantifications of mesenchyme and cartilage areas on callus sections from *Ik2ca*<sup>f/+</sup> (control), *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup> (*Ik2ca*<sup>Prx1</sup>), *Prx1Cre*<sup>ERT2</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Dnmt3b-tg*<sup>Prx1</sup>), and *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Ik2ca*;*Dnmt3b-tg*<sup>Prx1</sup>) mice at 7 and 10dpf, respectively (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S18. MicroCT analyses determine the effect of *Dnmt3b* GOF on fracture repair defects induced by *Ik2ca*.** (A) MicroCT images of mineralized bony calluses from *Ik2ca*<sup>f/+</sup> (control), *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup> (*Ik2ca*<sup>Prx1</sup>), *Prx1Cre*<sup>ERT2</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Dnmt3b-tg*<sup>Prx1</sup>), and *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Ik2ca*;*Dnmt3b-tg*<sup>Prx1</sup>) fractures at 14 dpf (n=5). Scale bar, 0.5 mm. (B) Quantifications of bony callus volume and BV/TV on reconstructed microCT images of *Ik2ca*<sup>f/+</sup> (control), *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup> (*Ik2ca*<sup>Prx1</sup>), *Prx1Cre*<sup>ERT2</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Dnmt3b-tg*<sup>Prx1</sup>), and *Prx1Cre*<sup>ERT2</sup>;*Ik2ca*<sup>f/+</sup>;*Rosa-rtTA*<sup>f/+</sup>;*Dnmt3b-tg* (*Ik2ca*;*Dnmt3b-tg*<sup>Prx1</sup>) fractures at 14 dpf (n=5). Data presented as mean  $\pm$  SD. \* $p < 0.05$  by two-way ANOVA followed by Tukey test.

**Figure S19. *Rbpjk* inhibition restores *Dnmt3b* deficiency mediated PPC differentiation defects.** Chondrogenic pellet and osteogenic differentiation assays were performed within *Dnmt3b*<sup>ff</sup> PPCs following Ad-GFP (control) or Ad-Cre (*Dnmt3b* LOF) transfection in the presence or absence of *Rbpjk* LOF. Alcian blue and alizarin red staining of chondrogenic pellet sections and osteogenic cultures at day 28 and day 21, respectively (n=3).

**Figure S20. Histological analyses determine the effect of *Rbpjk* LOF on fracture repair defects induced by *Dnmt3b* LOF.** Histomorphometry quantifications of mesenchyme and cartilage areas on callus sections from *Dnmt3b*<sup>ff</sup> (control), *Prx1Cre*<sup>ERT2</sup>;*Dnmt3b*<sup>ff</sup> (*Dnmt3b*<sup>Prx1</sup>),

*Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>ff</sup> (Rbpjk<sup>Prx1</sup>)*, and *Prx1Cre<sup>ERT2</sup>; Dnmt3b<sup>ff</sup>;Rbpjk<sup>ff</sup> (Dnmt3b;Rbpjk<sup>Prx1</sup>)* mice at 7 and 10dpf, respectively (n=5). Data presented as mean  $\pm$  SD. \**p* < 0.05 by two-way ANOVA followed by Tukey test.

**Figure S21. MicroCT analyses determine the effect of *Rbpjk* LOF on fracture repair defects induced by *Dnmt3b* LOF.** (A) MicroCT images of mineralized bony calluses from *Dnmt3b<sup>ff</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Dnmt3b<sup>ff</sup> (Dnmt3b<sup>Prx1</sup>)*, *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>ff</sup> (Rbpjk<sup>Prx1</sup>)*, and *Prx1Cre<sup>ERT2</sup>; Dnmt3b<sup>ff</sup>;Rbpjk<sup>ff</sup> (Dnmt3b;Rbpjk<sup>Prx1</sup>)* fractures at 14 dpf (n=5). Scale bar, 0.5 mm. (B) Quantifications of bony callus volume and BV/TV on reconstructed microCT images of *Dnmt3b<sup>ff</sup>* (control), *Prx1Cre<sup>ERT2</sup>;Dnmt3b<sup>ff</sup> (Dnmt3b<sup>Prx1</sup>)*, *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>ff</sup> (Rbpjk<sup>Prx1</sup>)*, and *Prx1Cre<sup>ERT2</sup>; Dnmt3b<sup>ff</sup>;Rbpjk<sup>ff</sup> (Dnmt3b;Rbpjk<sup>Prx1</sup>)* fractures at 14 dpf (n=5). Data presented as mean  $\pm$  SD. \**p* < 0.05 by two-way ANOVA followed by Tukey test.

**Figure S22. TRAP staining assessments determine the effect of *Rbpjk* LOF on RA fracture repair.** (A) TRAP staining of 14 dpf fracture callus sections from *Rbpjk<sup>ff</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>ff</sup> (Rbpjk<sup>Prx1</sup>)* RA mice (n=5). Scale bar, 100  $\mu$ m. (B) Oc.S/BS measured on TRAP staining of *Rbpjk<sup>ff</sup>* (control) and *Prx1Cre<sup>ERT2</sup>;Rbpjk<sup>ff</sup> (Rbpjk<sup>Prx1</sup>)* RA fractures (n=5). Data presented as mean  $\pm$  SD. \**p* < 0.05 by Student's t test.

**Figure S23. Progenitors fabricated in PCL scaffolds are capable of differentiating and forming calluses at fracture site.** (A) Schematic illustration of the simultaneous electrospinning and electrospraying system for cell impregnated tissue construct fabrication. (B) Representative SEM images of the PCL scaffold with adipose derived GFP+ progenitor cells (n=3). (C) Representative confocal images of PCL scaffolds with adipose derived GFP+ progenitor cells (n=3). (D) Fluorescent images of frozen callus sections of 10-dpf wild type fractures grafted with PCL scaffolds that were fabricated with adipose derived GFP+ progenitor cells. White dotted line outlined cortical bones. Scale bar, 100  $\mu$ m.

**Figure S24. Angiogenesis is restored by epigenetically modified cells on RA fracture callus.** Immunofluorescent staining for endomucin in 14 dpf callus sections from wild type RA fractures grafted with PCL scaffolds that were fabricated with dCas9-Dnmt3a-scramble (control) or dCas9-Dnmt3a-Rbpjk<sup>1-9</sup> C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> cells (*Rbpjk* epigenetically modified) (n=5). Scale bar, 100  $\mu$ m.

**Figure S25. TRAP staining assessments to determine the effect of epigenetically modified cells on RA fracture repair.** (A) TRAP staining of callus sections from 14 dpf wild type RA fractures grafted with PCL scaffolds that were fabricated with dCas9-Dnmt3a-scramble (control) or dCas9-Dnmt3a-Rbpjk<sup>1-9</sup> C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> cells (*Rbpjk* epigenetically modified) (n=5). Scale bar, 100  $\mu$ m. (B) Oc.S/BS measured on TRAP staining of RA fractures grafted with PCL scaffolds that were fabricated with dCas9-Dnmt3a-scramble (control) or dCas9-Dnmt3a-Rbpjk<sup>1-9</sup> C<sub>3</sub>H<sub>10</sub>T<sub>1/2</sub> cells (*Rbpjk* epigenetically modified) (n=5). Data presented as mean  $\pm$  SD. \**p* < 0.05 by Student's t test.

Fig. S1

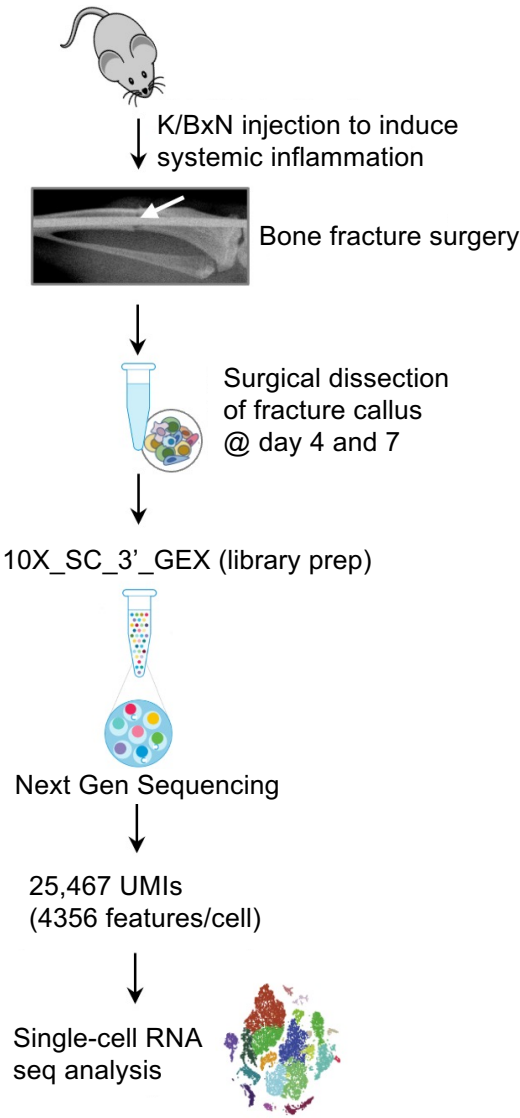

Fig. S2

A

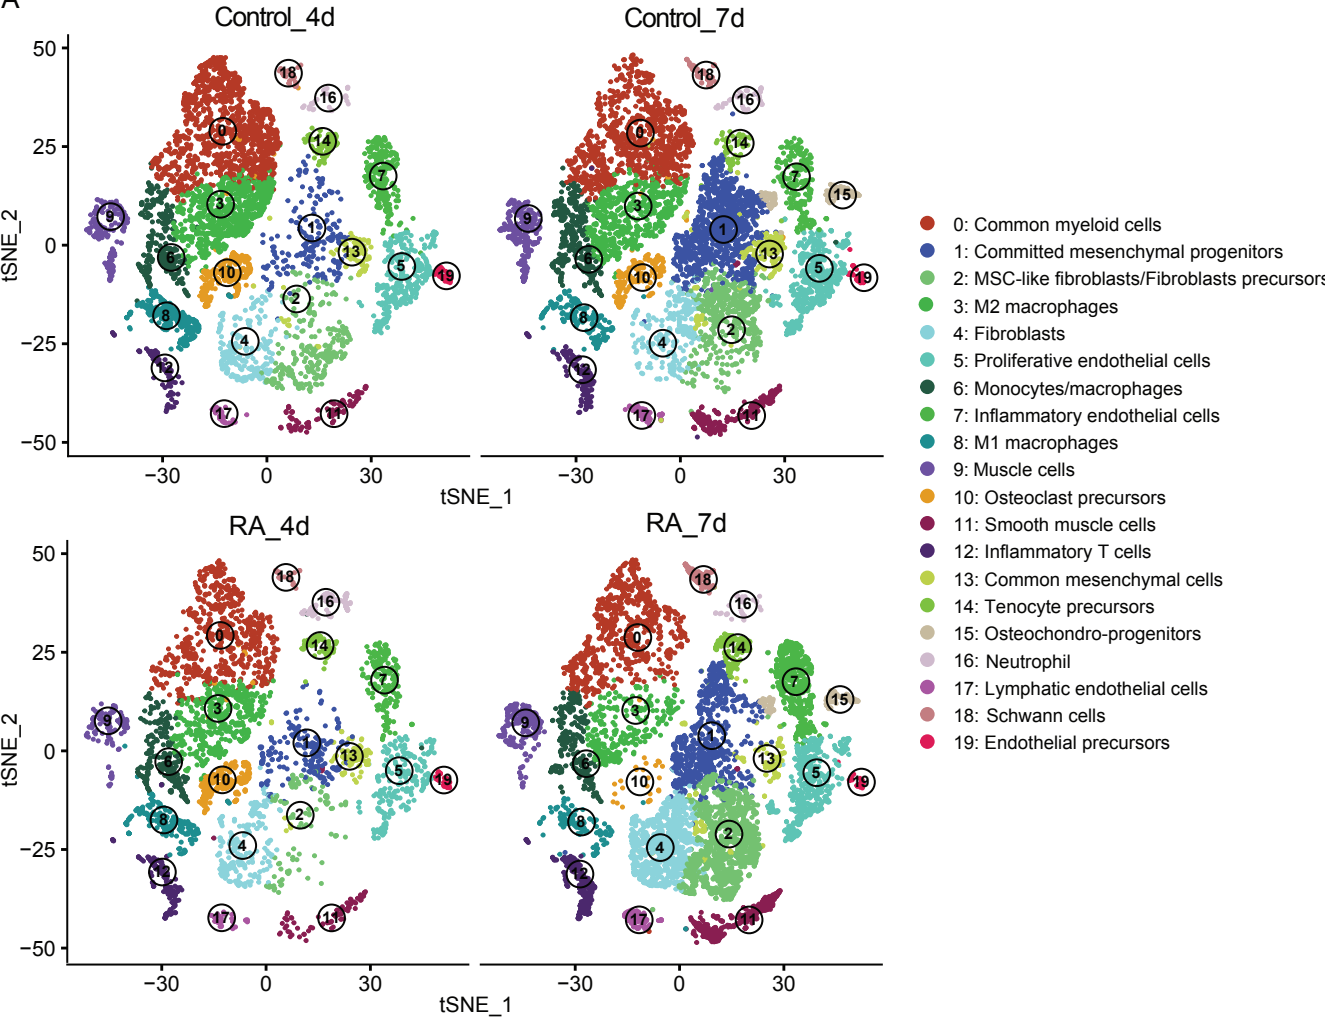

B

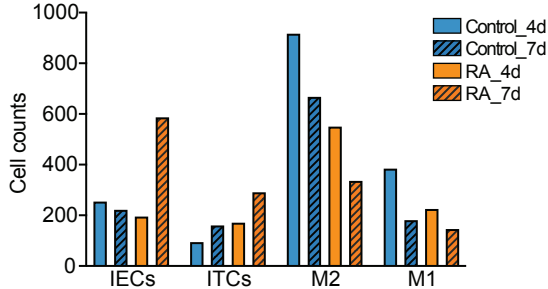

Fig. S3

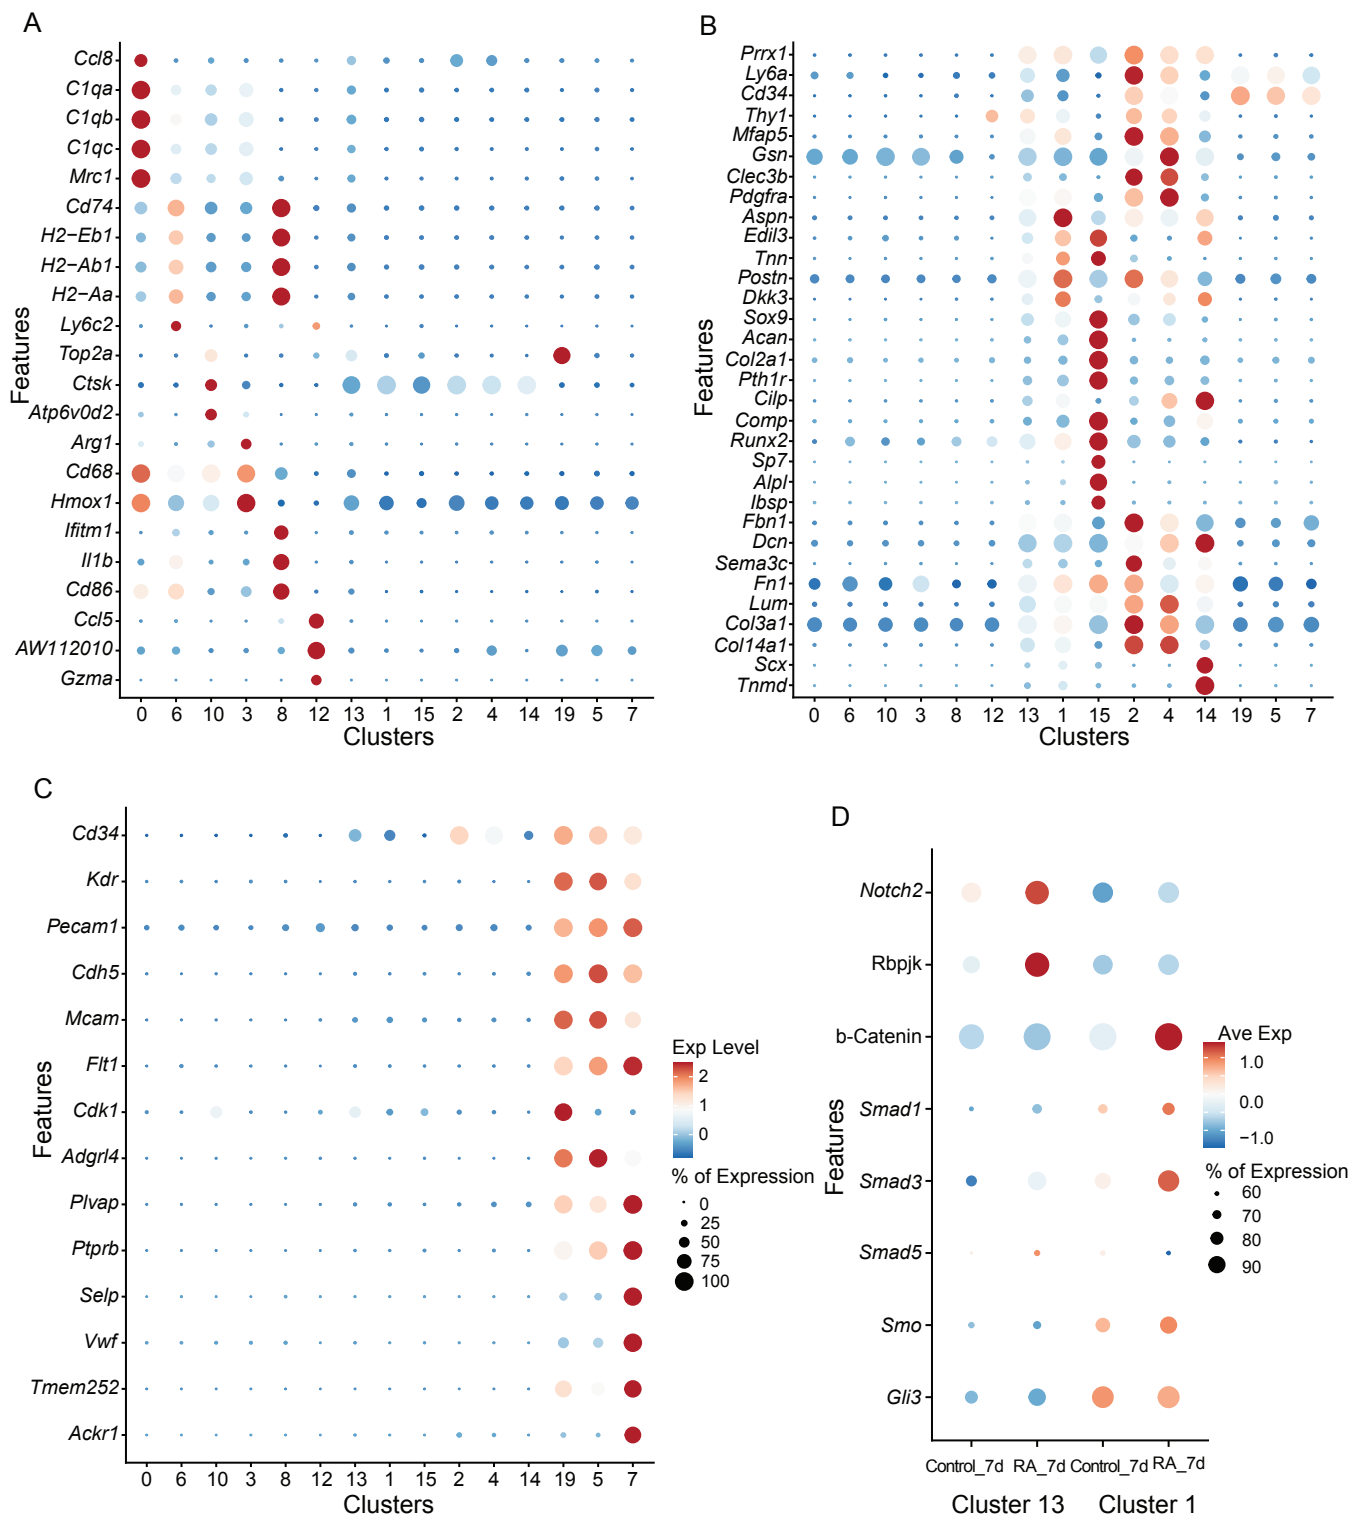

Fig. S4

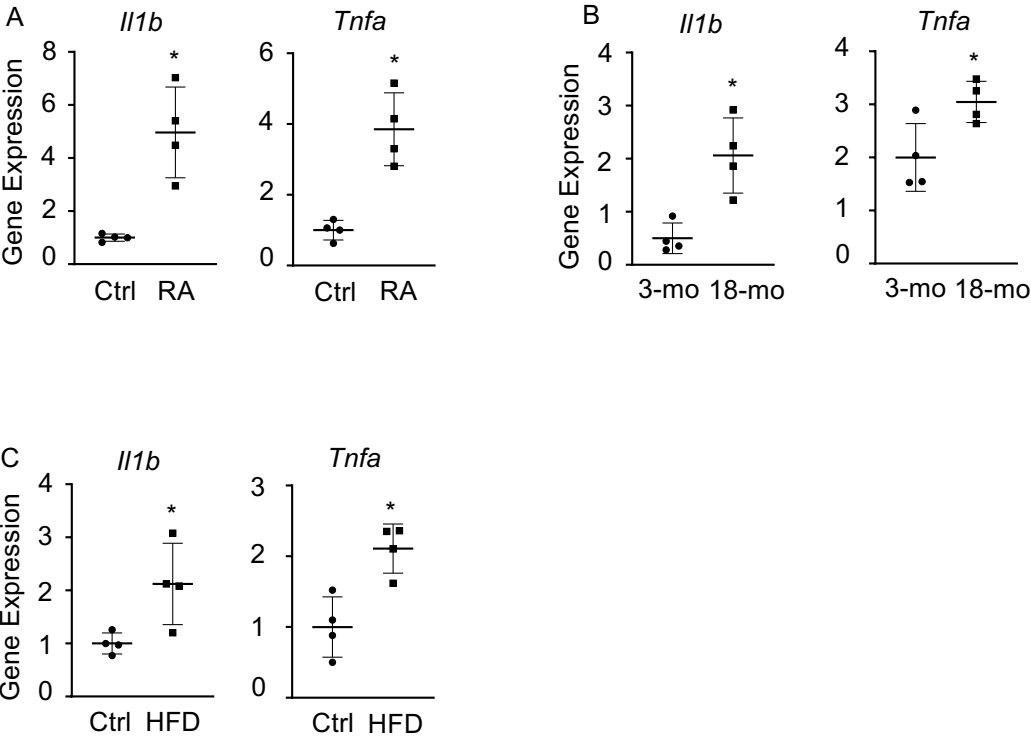

Fig. S5

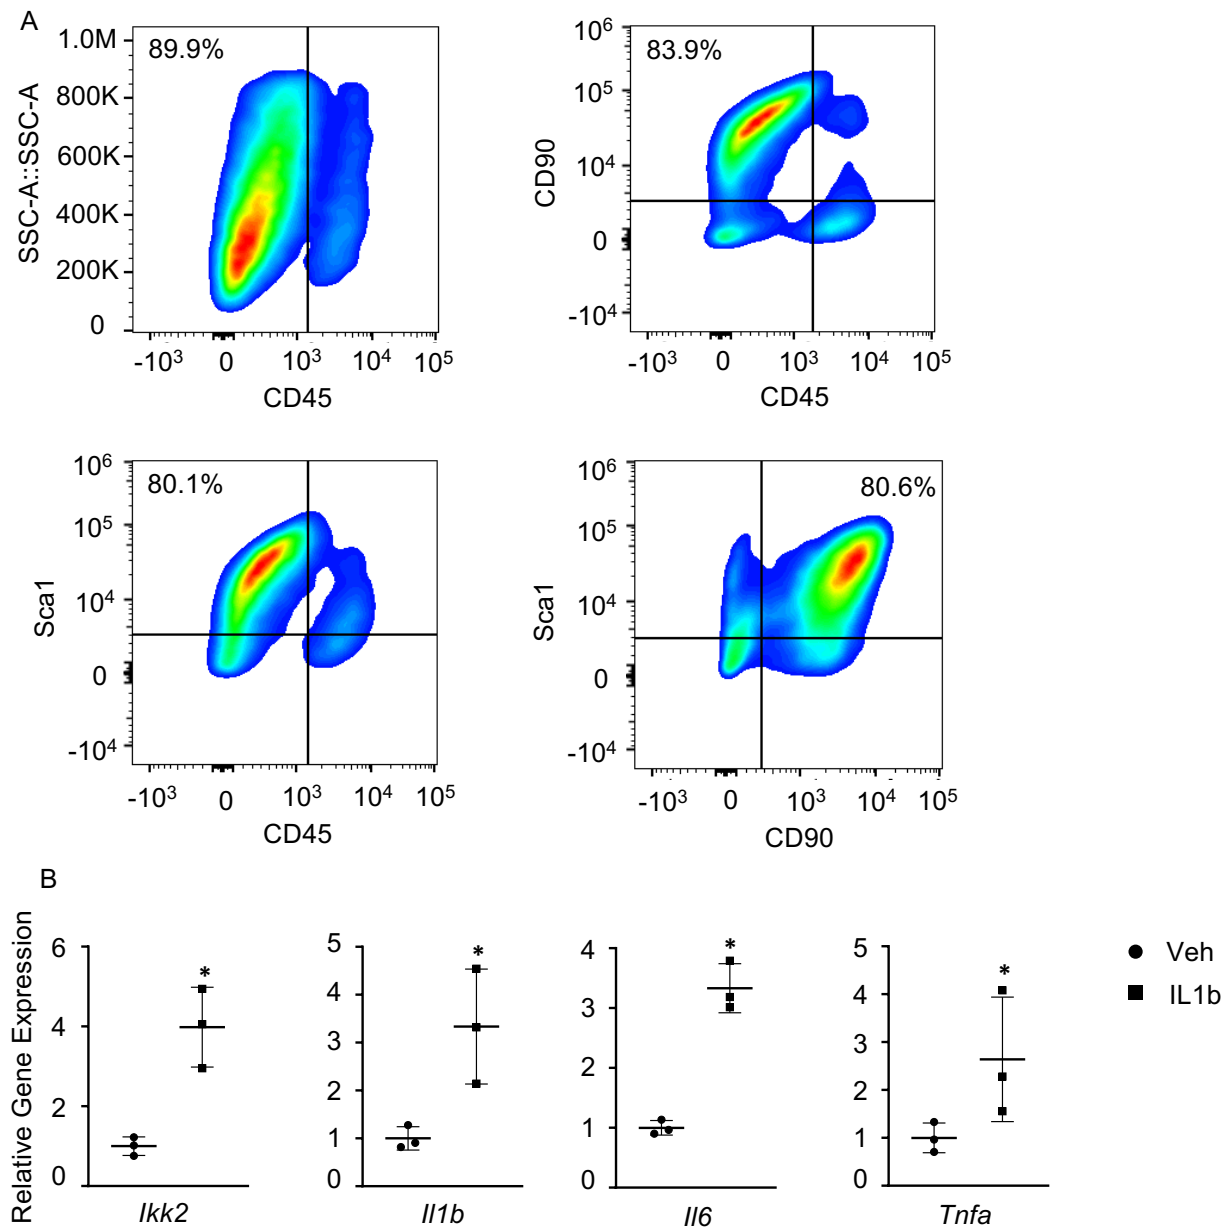

Fig. S6

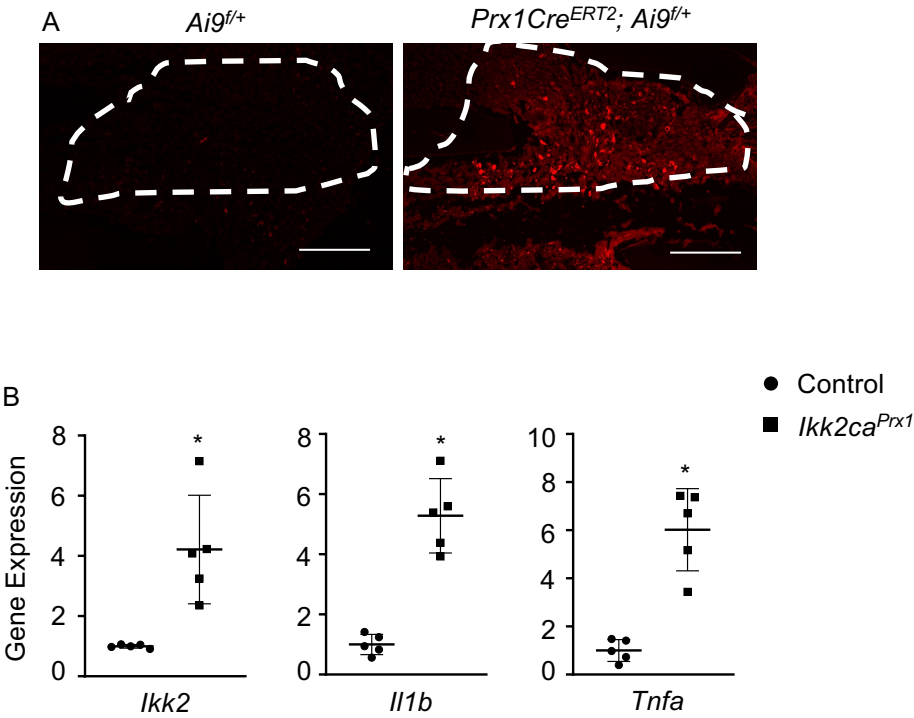

Fig. S7

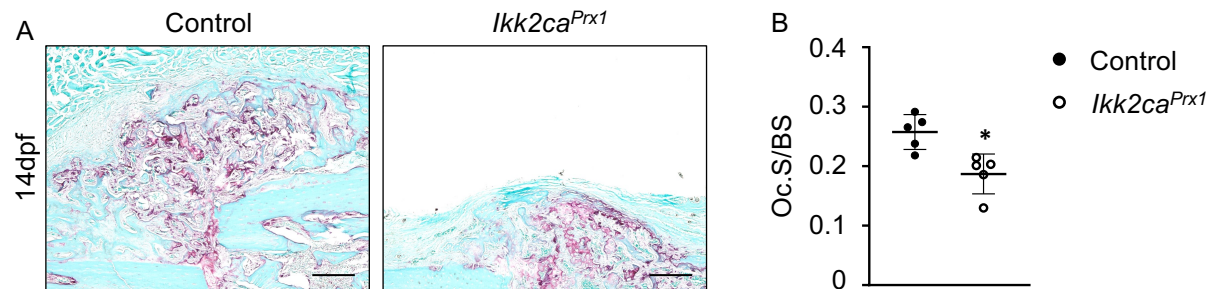

Fig. S8

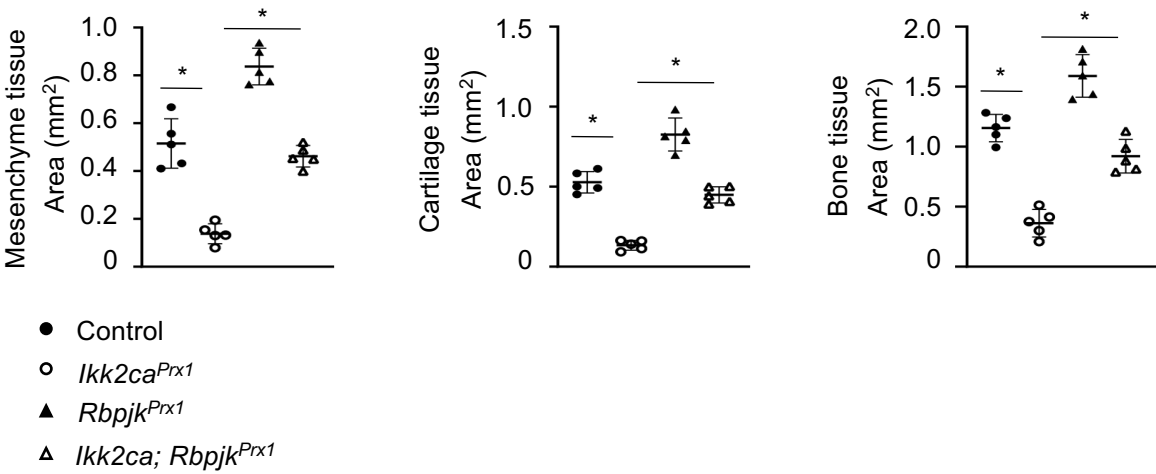

Fig. S9

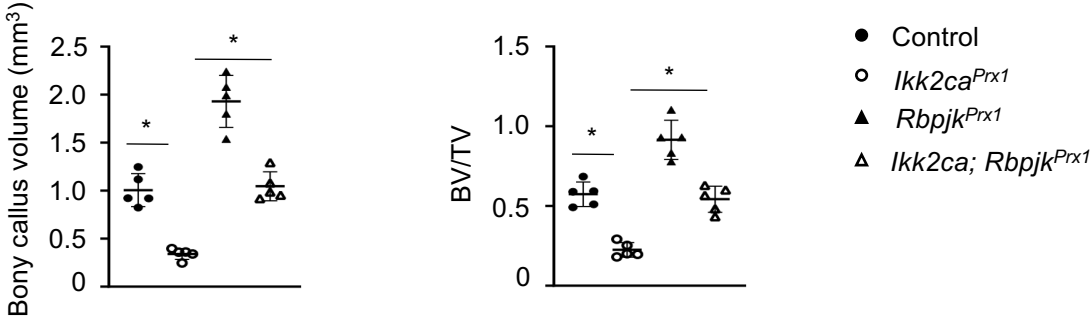

Fig. S10

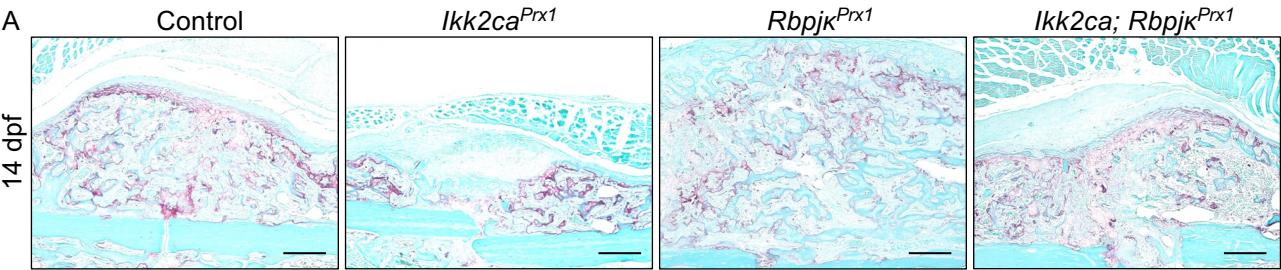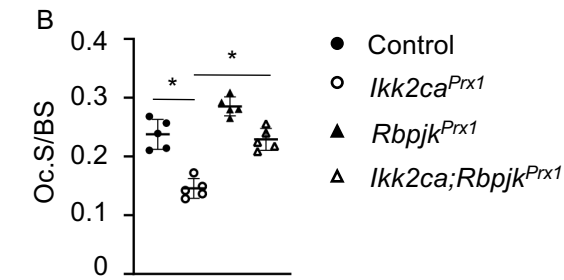

Fig. S11

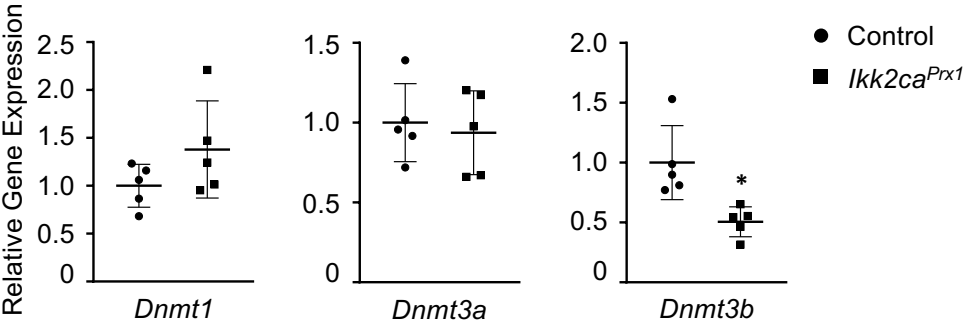

Fig. S12

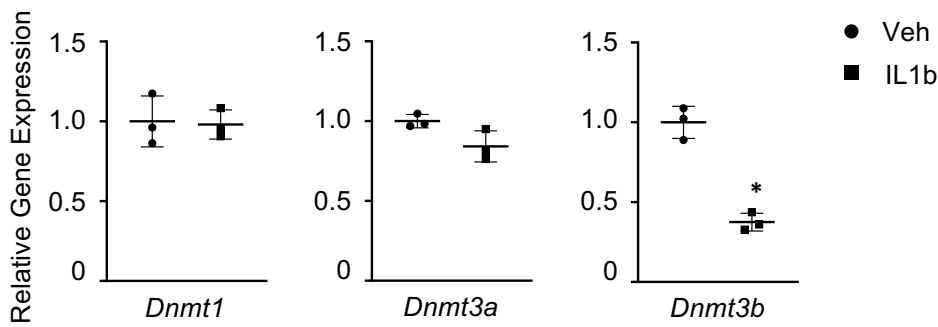

Fig. S13

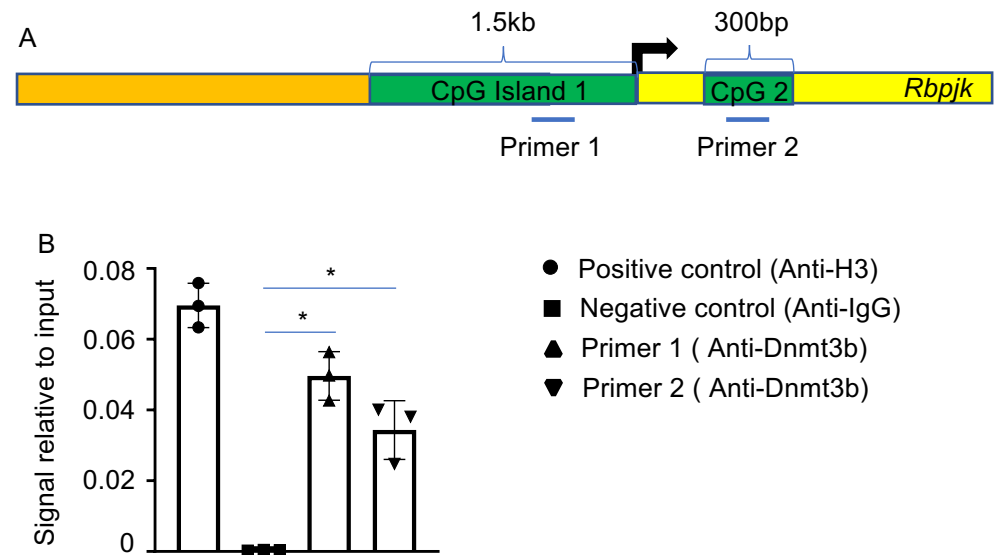

Fig. S14

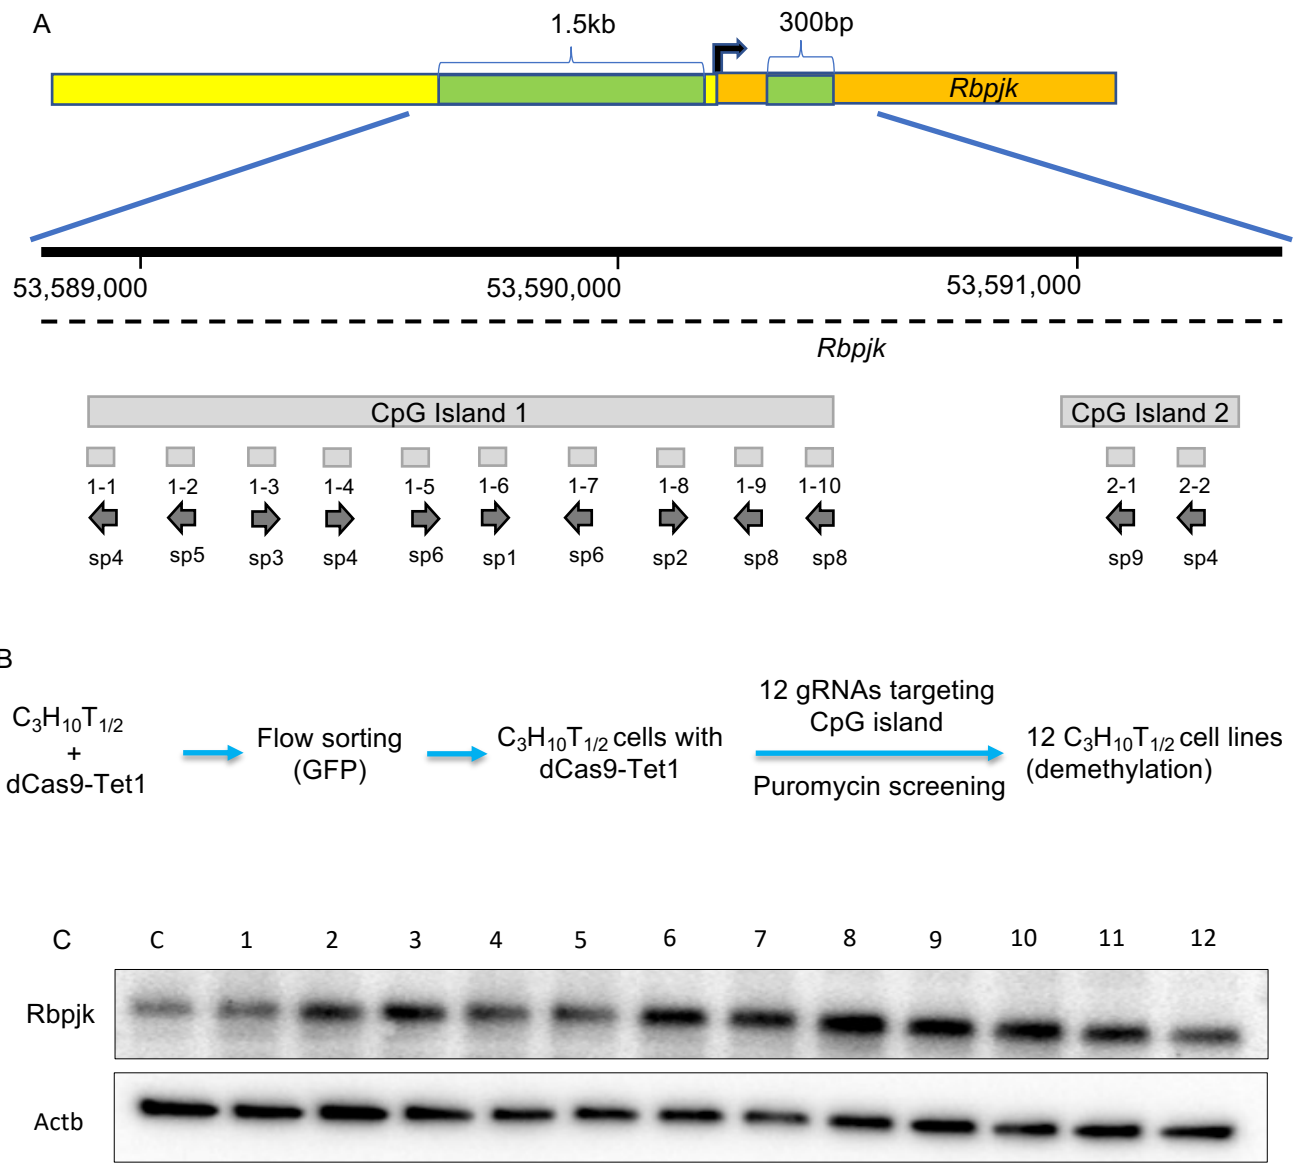

Fig. S15

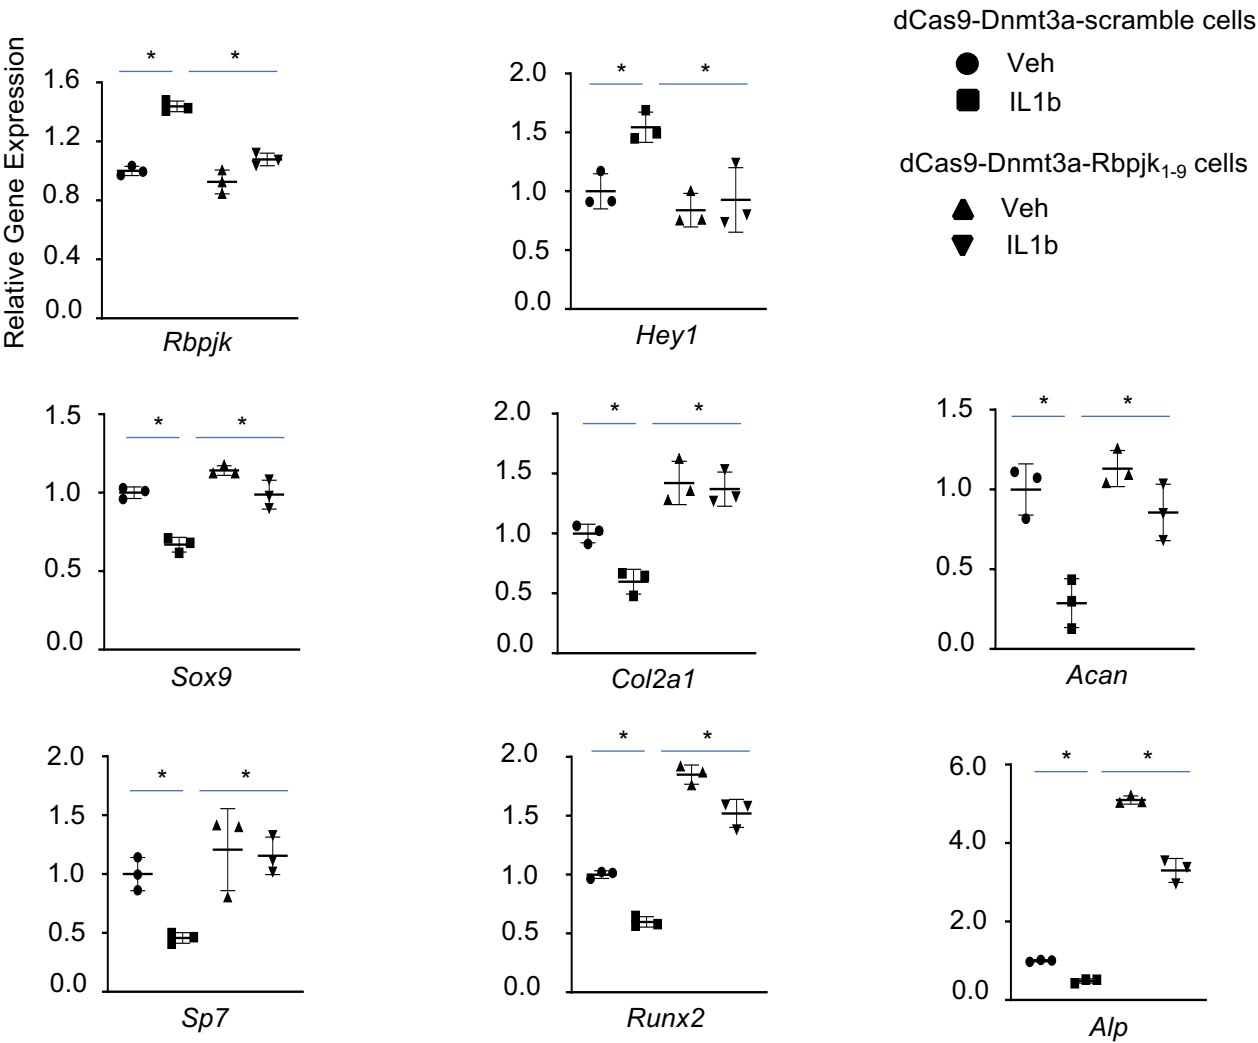

Fig. S16

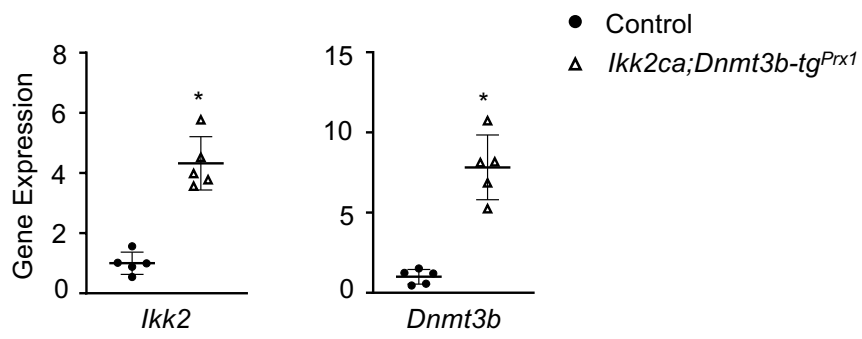

Fig. S17

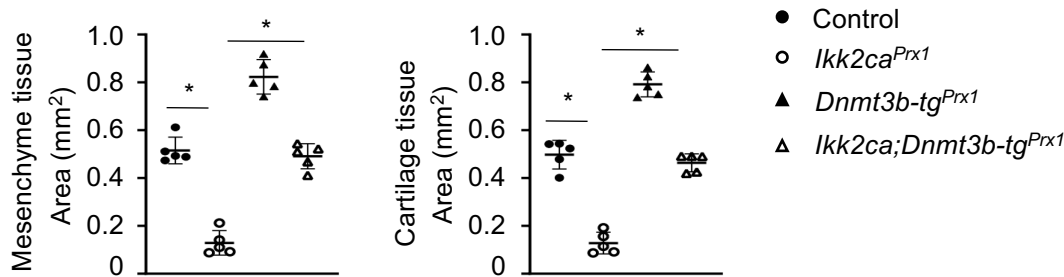

Fig. S18

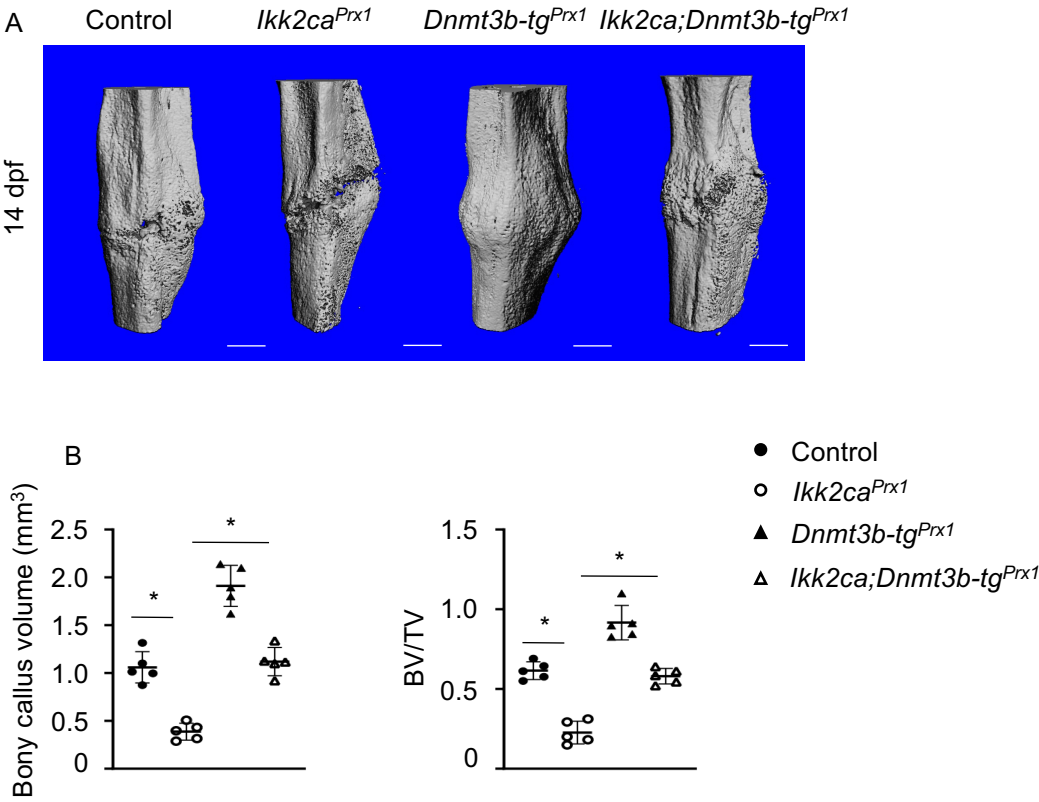

Fig. S19

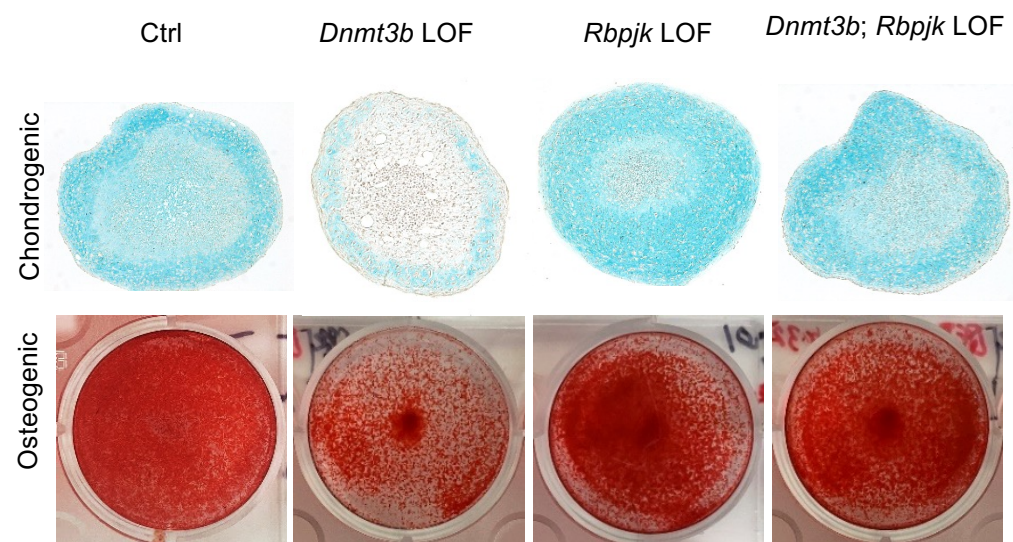

Fig. S20

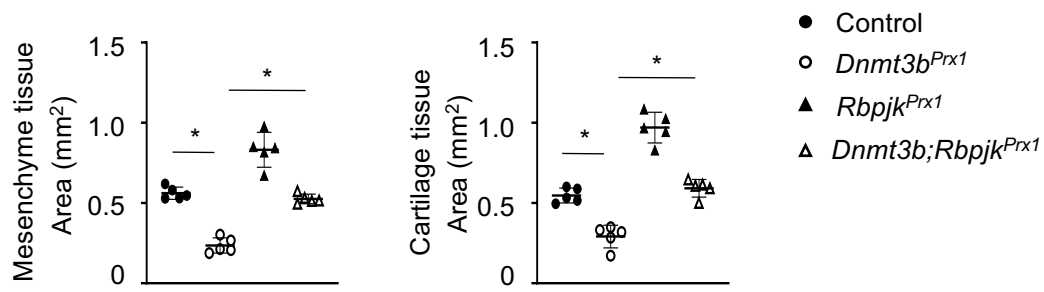

Fig. S21

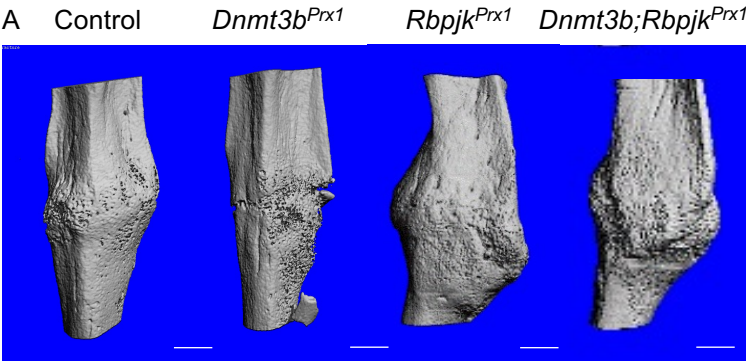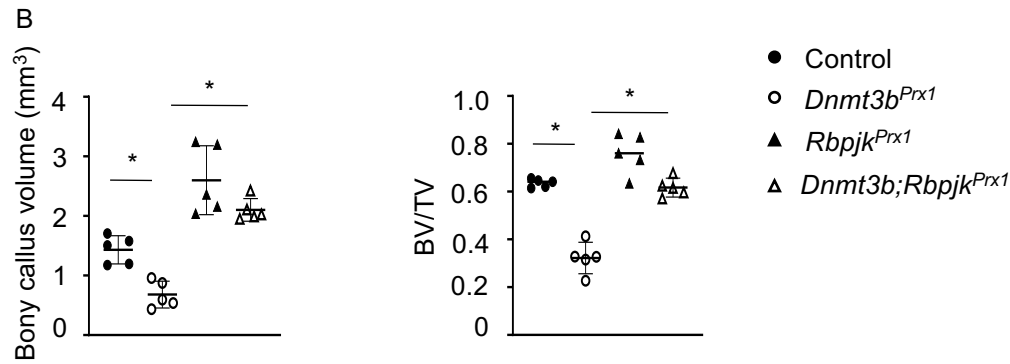

Fig. S22

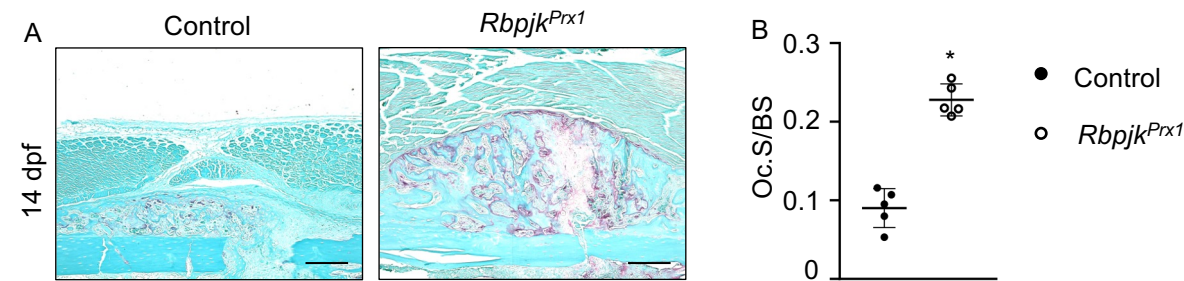

Fig. S23

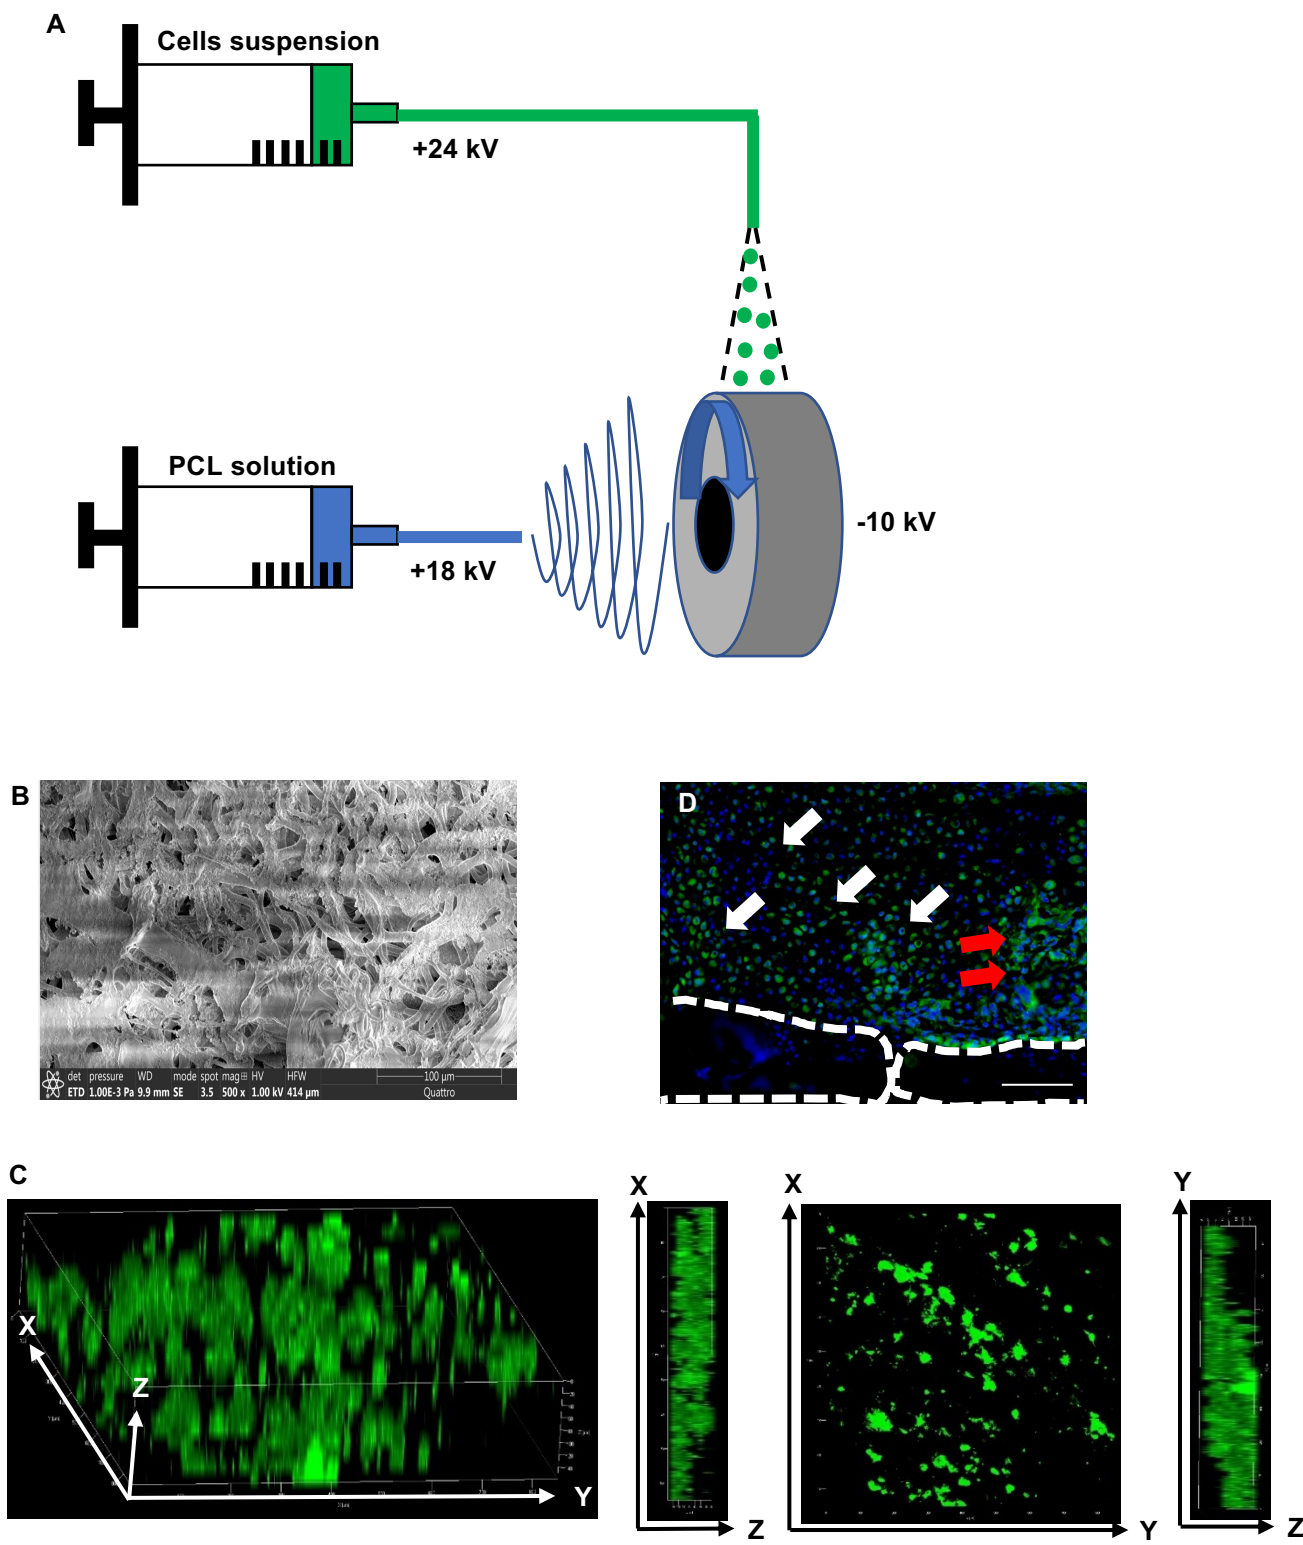

Fig. S24

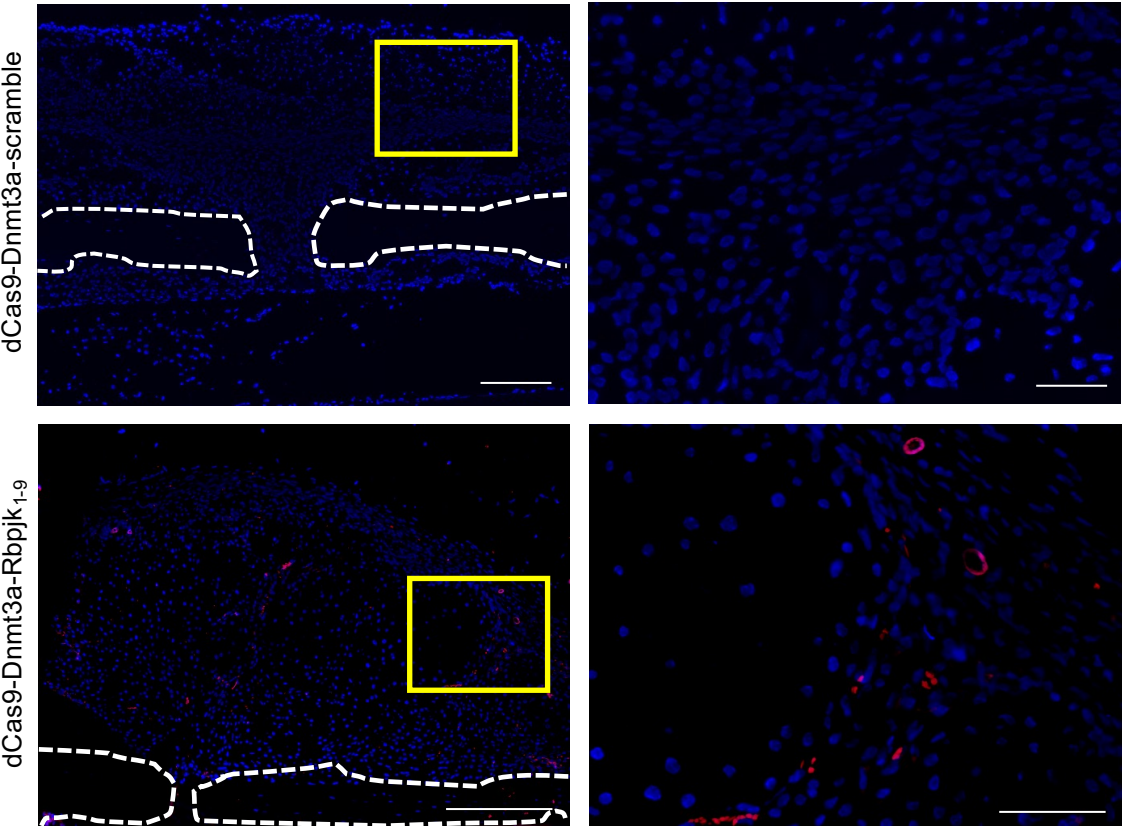

Fig. S25

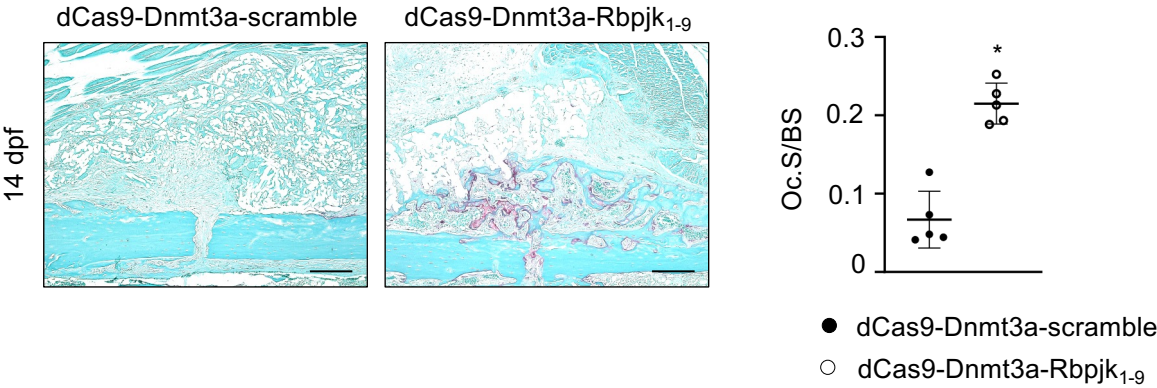

**Supplement:** Supplemental data

How the deposited data were processed for this re-analysis (not part of the article)

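The data are 4 scRNA-seq libraries of mouse fracture callus, from control and RA mice at 4 and 7 dpf, each prepared from 1 pool of mice that were 3 months old. RA mice received K/BxN serum, 100 uL per injection, and control mice received vehicle. Per the paper's methods, the authors scraped callus along the periosteal surface, digested it with collagenase and loaded 10000 cells per library. As deposited, each library is a table of raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger on mm10, keeping the barcodes that Cell Ranger calls as cells. The values were checked to be whole numbers, without scaling, for 32285 genes.

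Cells were kept by the limits of the paper's methods (4000 to 50000 UMIs, 2000 to 7000 features, at most 8% mitochondrial UMIs). The kept cells held 108438906 UMIs in control_4d, 141714572 in control_7d, 83405494 in RA_4d and 156567619 in RA_7d. Their median mitochondrial share was 2.14%, 2.50%, 2.05% and 2.33%, and their median number of features 4188, 4228, 4216 and 4404. Doublets were called with Scrublet as implemented in scanpy 1.11.5 for an alternative that leaves them out (592 cells, 2.32% of the kept cells).

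Clustering used Seurat 5.3.0 in R 4.3.3, in place of the version that the authors used. Anchors were found with 30 dimensions of the canonical correlation analysis. A cluster's markers were scored by their mean log2 level against all other cells, with a pseudocount of 10 CPM. A name was accepted with a score of at least 1, a lead of at least 0.35 over the next name, at least 3 detected markers and at least 1 marker among the 20 leading genes of the cluster. These thresholds, and the naming of lymphatic endothelial-like cells as an endothelial cluster, were chosen after the clusters had been seen. Because the names are rebuilt from markers, a class here need not hold the same cells as the cluster of the same name in the paper.

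Tables were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots with matplotlib 3.10.9. Shares of cells have exact Clopper-Pearson intervals, UMI levels exact Poisson intervals, and ratios of either the exact conditional interval for a ratio of counts. Shares of cells with an *Rbpj* UMI were taken with each cell thinned at random to 4000 UMIs and without thinning. Monocle, KEGG sets and Enrichr were not used here. Diffusion pseudotime from scanpy, with scikit-learn 1.9.0 installed beside it, took the place of the first, and gene lists written from general knowledge that of the others. The lists cover Notch, TGF-β, Hedgehog, TNF and IL-17 signalling, cellular senescence, chemokines and their receptors, oxidative phosphorylation, glycolysis, ECM-receptor interaction, and amino sugar and nucleotide sugar metabolism. Random lists were drawn from genes in 20 bins of mean expression. TMM scaling was written in numpy. Gene positions come from GENCODE release M21 for GRCm38.

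No test between conditions was made, because each condition has 1 library and cells of a library are not replicates. The calculation on summed counts was tested on simulated data, with 2 simulated libraries at the depth of the mesenchymal sums at each time point. At 7 dpf, 196 of 17103 genes were changed by 1 on the log2 scale, and all 196 came out in the right direction, 146 of them within 0.25. A list changed by 0.3 came out with a median of 0.29. Of 100 unchanged lists, 91 lay between the 5th and the 95th percentile of the random lists.

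The comparisons, the cell filter, the markers, the 11 gene lists, the rule for naming genes and the alternatives, except where stated otherwise, were chosen before the data were examined. Genes were named by the following rule. Named genes were those that the paper names for these data, the markers of the classes, the 5 largest rises and 5 largest falls at 7 dpf among genes with at least 50 CPM in the higher library and the same direction at 4 dpf, and the 5 leading members of a list by the size of the log2 ratio at 7 dpf. Not all genes that this rule names are reported here. Genes that lead a cluster, and genes of the lists used to test explanations, fall outside this rule and were chosen after their values were seen. The alternatives were the looser cell filter, no integration, resolutions of 0.25 and 1, doublets left out, markers left out of the variable genes, tenocyte precursor-like cells in the denominator, the cells of the same lineage as the denominator, TMM scaling, a pseudocount of 10 CPM, genes with at least 10 UMIs, classes weighted equally, thinning of cells, and 10 diffusion components, 15 neighbours or another root for the pseudotime. The sum of the 4 and 7 dpf libraries of a condition was added after seeing the data. Equal weights took the mean of the log2 ratios of the classes with at least 20 cells in both libraries, which were 4 classes at 4 dpf and 5 at 7 dpf. The remaining experiments of the paper were not analysed here.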

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

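The tests of the looser cell filter, of the haematopoietic denominator, of the class borders behind the skeletal share and of the *Rbpj* that myeloid RNA can supply were chosen only after the result was seen, whereas those of bone marrow cells, of myeloid RNA in common mesenchymal-like cells, and of scaling and class borders for *Rbpj* in common myeloid-like cells were written down beforehand. Each pattern rests on 1 library per condition, so the library batch and the condition cannot be told apart, and no difference between 4 and 7 dpf was tested.

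Neutrophil-like cells drew attention because the paper does not discuss them at 4 dpf and because their ratio of RA to control went opposite ways at the 2 time points. They made up 0.695% of the cells in control_4d (38 cells) and 5.23% in RA_4d (215 cells), a ratio of 7.53 (5.31 to 10.9). At 7 dpf the ratio was 0.479 (0.315 to 0.718), but among haematopoietic cells alone it was 0.778 (0.512 to 1.17), within counting error, and this difference between the time points was not tested. The cluster was led by *Camp*, *S100a9*, *Ngp*, *Elane* and *Prtn3*, so it includes granulocyte precursors. If bone marrow had been carried into the RA_4d callus, the RNA of all marrow lineages should have risen. With the looser cell filter, granulocyte precursor genes rose 7.38 times, but erythroid precursor genes rose 1.44 times and B lineage genes 1.04 times (1.14 without *Ebf1*). These values argue against marrow of unchanged make-up, although basophil and mast cell genes, at 3.39, go the other way. The make-up of marrow in RA mice was not measured, so the values cannot exclude marrow richer in granulocyte precursors. The looser filter brought the ratio of the share to 2.84, which argues against unequal filtering as the whole cause and leaves open that it is a part of it. A response to the serum at 4 dpf was not tested and stays open.

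Osteoclast precursor-like cells made up 6.16% of the cells in control_4d and 7.54% in RA_4d, a ratio of 1.22 (1.05 to 1.43), but 2.61% in control_7d (200 cells) and 0.438% in RA_7d (36 cells), a ratio of 0.168 (0.114 to 0.241). The opposite directions drew attention, and the difference between the time points was not tested. Among haematopoietic cells alone the ratio at 7 dpf was still 0.273, which argues against a fall shared by all of them as the whole cause. With the looser cell filter it was 0.170, which argues against the filter. Clustering without doublets kept both directions but left fewer cells in the class, 109 in place of 337 in control_4d. Only 53 cells of that whole library were called doublets, so most of this loss came from cells placed in other clusters. The ratio was then 1.65 at 4 dpf (135 RA and 109 control cells) and 0.0874 at 7 dpf (9 and 97 cells). Monocyte/macrophage-like cells also went opposite ways, with ratios of 1.58 (1.21 to 2.06) at 4 dpf and 0.592 (0.440 to 0.793) at 7 dpf. This did not hold at the lower resolution or with markers left out of clustering, where the ratio at 4 dpf was 1.17 (0.988 to 1.37) and 1.11 (0.936 to 1.32), within counting error. No explanation was tested for them, and the difference was not tested. A biological difference between RA and control mice stays open for both classes.

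The skeletal share of mesenchymal cells was higher in RA than in control callus at 4 dpf, by 10.8 percentage points, and lower at 7 dpf, by -15.9 percentage points. The fibroblastic share went the opposite way, with -12.5 and 19.7 percentage points. The same reversal appears in the share of all cells for committed mesenchymal progenitor-like cells, with ratios of 1.49 at 4 dpf and 0.835 at 7 dpf (0.926, within counting error, at the higher resolution), and for MSC-like fibroblast precursor-like cells, with ratios of 0.489 and 1.91. None of these differences between the time points was tested. If cells of a few clusters had been assigned to the wrong class, another clustering should bring the difference at 4 dpf to 0 or below. Its lowest value under the other clusterings was 6.13 percentage points, which argues against class borders. The shares at 4 dpf rest on 853 control and 713 RA cells of 1 pool each, so a difference between pools cannot be told apart from the condition. The osteochondral progenitor-like class held 1 control and 3 RA cells at 4 dpf. The skeletal difference at 4 dpf therefore lies in committed mesenchymal progenitor-like cells and does not show further skeletal differentiation. A different course of differentiation in RA mice stays open, untested.

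The cellular senescence list had a median log2 ratio in mesenchymal cells of 0.070 at 4 dpf (0.024 to 0.094) and of -0.062 at 7 dpf (-0.086 to -0.043). The opposite signs drew attention, and the difference was not tested. The list holds cell cycle genes such as *Ccnb1* and *Ccnb2*, which were among its leading falls at 7 dpf (-1.13 and -1.09). At 7 dpf the random lists had a median of -0.044, and the list lay at their 28.6th percentile. Its median was -0.0053 with the 5 classes weighted equally and -0.0058 with TMM scaling, so most of the fall went under either setting. No explanation was tested for it.

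*Rbpj* went opposite ways at 4 and 7 dpf in several classes, and none of these differences was tested. Its ratio of RA to control was 0.931 (0.890 to 0.972) and then 1.21 (1.13 to 1.29) in M2 macrophage-like cells, and 0.704 (0.654 to 0.758) and then 1.70 (1.42 to 2.04) in osteoclast precursor-like cells. In fibroblast-like cells it was 0.838 (0.772 to 0.911) and then 1.09 (1.03 to 1.15), and over the 5 mesenchymal classes 0.854 and then 1.07 (1.04 to 1.10). RNA of myeloid cells, which hold more *Rbpj*, in the droplets of mesenchymal cells would move *Rbpj* together with other myeloid RNA. Over the 5 classes the summed myeloid RNA list had a ratio of 0.655 at 4 dpf, the direction of *Rbpj*. At 7 dpf the sum had a ratio of 1.02, but the median log2 ratio of its genes was -0.059 (-0.12 to -0.019), with 2 of 7 higher in RA callus. The myeloid RNA found in these cells was at most 1.68% of that in myeloid cells in control_4d, 1.58% in RA_4d, 2.35% in control_7d and 2.25% in RA_7d, so what it can add at 7 dpf rests on the higher *Rbpj* of myeloid cells in RA callus. At 4 dpf this part can change *Rbpj* by -0.91 CPM, whereas the change seen was -18.9 CPM (-24.5 to -13.0), which argues against this source as the whole cause. At 7 dpf it can supply 3.09 CPM of the 7.10 CPM seen (3.82 to 10.5), which is short of the interval. A second estimate, added after that value was seen, takes the RNA from common myeloid-like cells alone and gives 5.28 CPM, within the interval, so there this source cannot be told apart from a rise within the cells. In common mesenchymal-like cells the list had a ratio of 0.929 (0.861 to 1.00) at 7 dpf, but *Rbpj* did not differ there beyond counting error, so this decides nothing. The other classes were not tested for it. A biological difference stays open.

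In common myeloid-like cells, where the paper does not report *Rbpj*, its ratio at 7 dpf was 1.65 (1.56 to 1.74), from 391 to 644 CPM. If a few abundant genes took a smaller part of the UMIs in RA_7d, most genes of the class should rise. The median log2 ratio over all genes of the class was 0.013, compared with 0.72 for *Rbpj*, which argues against scaling. The lowest ratio under the other clusterings was 1.24, which argues against class borders as the whole cause. The batch and the condition cannot be told apart, so a biological rise of *Rbpj* in myeloid cells of RA callus at 7 dpf remains a hypothesis.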

How the results depend on the processing

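Of the alternatives, the sum of the 4 and 7 dpf libraries was chosen only after the result was seen. Leaving out a replicate was not possible with 1 library per condition. No paired analysis was possible because the libraries are separate pools without a shared animal. Of 829 values of 99 results under an alternative, 641 stayed within the counting interval of the reported value, 181 moved beyond it, and 7 went the opposite way from a reported value whose direction was beyond counting error. Among the 38 results that answer a comparison, the numbers were 219, 66 and 2 of 287. For the rest, 254 of 340 values of single genes stayed and 84 moved, 96 of 110 values of gene lists at 4 dpf stayed and 12 moved, 60 of 78 values of the shares of other classes stayed and 17 moved, and 12 of 14 values of *Rbpj* in common myeloid-like cells stayed and 2 moved. The cause was not tested for any of the values below, unless stated.

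The shares of inflammatory T-like cells kept a ratio above 1 at both time points (1.77 to 2.62 at 4 dpf and 1.39 to 2.76 at 7 dpf), and so did those of inflammatory endothelial-like cells at 7 dpf (1.30 to 2.49). The latter stayed between 0.984 and 1.03 at 4 dpf. M2 macrophage-like cells kept a ratio below 1 (0.779 to 0.793 and 0.459 to 0.755) where they were named. The signs of the 8 differences in skeletal and fibroblastic shares held under each alternative that gave a value. The lists of TGF-β, Hedgehog, TNF and IL-17 signalling kept a positive median at 7 dpf, and those of senescence, oxidative phosphorylation, glycolysis and amino sugar metabolism a negative one.

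Doublets left out gave 24887 cells. The looser cell filter gave 31617 cells. It gave ratios of 1.77 and 1.39 for T-like cells at 4 and 7 dpf, 0.524 for M2 macrophage-like cells at 7 dpf, and 0.947 and 1.02 for *Rbpj* at 7 dpf in common mesenchymal-like cells and in the 5 classes together. The fibroblastic share changed by -4.92 percentage points from 4 to 7 dpf in control and by 22.1 in RA callus, and RA and control differed by -5.86 at 4 dpf. The medians were 0.060 for IL-17, -0.11 for senescence and -0.34 for oxidative phosphorylation.

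With the cells of the same lineage as the denominator, the ratios at 7 dpf were 1.30 for inflammatory endothelial-like, 2.76 for T-like, 0.755 for M2 and 1.16 for M1 macrophage-like cells, the last of which is the opposite way. This denominator removes the fall of all haematopoietic cells by construction. Without integration, the ratio of inflammatory endothelial-like cells at 7 dpf was 2.49 and that of M1 macrophage-like cells at 4 dpf 0.683, and the common myeloid-like share at 7 dpf went the opposite way, from 0.729 to 1.51. The skeletal share then differed by 44.2 percentage points between control_7d and control_4d, -15.8 between RA_7d and RA_4d, -43.6 between RA_7d and control_7d, and 16.3 between RA_4d and control_4d. The fibroblastic share differed by -44.2 in the first and 43.6 in the third of these comparisons, since no common mesenchymal-like cluster was named. The median of the IL-17 list was 0.060. Tenocyte precursor-like cells in the denominator gave fibroblastic differences of -12.3 for control callus over time and 16.8 for RA against control at 7 dpf.

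At the lower resolution the skeletal differences were -13.4 over time in RA callus and -20.2 for RA against control at 7 dpf. At the higher resolution the fibroblastic differences were 6.91 and 14.7, respectively. *Rbpj* in committed mesenchymal progenitor-like cells then had ratios of 0.967 at 4 dpf and 0.807 at 7 dpf. The medians were -0.020 for Notch, 0.023 for TGF-β, 0.087 for TNF, 0.061 for IL-17, -0.12 for chemokines and -0.33 for oxidative phosphorylation. Thinning each cell to 4000 UMIs gave *Rbpj* ratios at 4 dpf of 1.20 in common mesenchymal-like cells, 1.00 in committed mesenchymal progenitor-like cells (the opposite way from 0.881) and 0.9504 in the 5 classes. Thinning leaves fewer UMIs by construction, so these ratios are less precise.

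TMM scaling shifts all genes by the same factor by construction, 0.962 at 7 dpf. It gave an *Rbpj* ratio of 1.11 in the 5 classes at 7 dpf and medians of 0.064 for Notch, 0.11 for TGF-β, 0.15 for Hedgehog, 0.20 for TNF, 0.16 for IL-17, -0.0058 for senescence, -0.31 for oxidative phosphorylation, -0.19 for glycolysis, 0.12 for ECM-receptor interaction and -0.010 for amino sugar metabolism. The IL-17 list at 4 dpf went the opposite way, to -0.00048, and so did *Ctnnb1* at 7 dpf, from -0.037 to 0.020. With the 5 classes weighted equally, the medians at 7 dpf were 0.074 for TNF, -0.0053 for senescence, 0.089 for chemokines, -0.26 for oxidative phosphorylation and -0.15 for glycolysis. The chemokine list at 4 dpf went from -0.073 to 0.077 and *Ctnnb1* at 7 dpf to 0.11, both the opposite way.

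A pseudocount of 10 CPM gave 0.12 for TNF, 0.052 for IL-17, -0.35 for oxidative phosphorylation and -0.14 for glycolysis, and genes with at least 10 UMIs gave 0.050 for IL-17. The sum of the 4 and 7 dpf libraries, chosen after seeing the data, gave 0.11 for TNF, -0.015 for senescence, -0.31 for oxidative phosphorylation and -0.21 for glycolysis.

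Some alternatives gave no value. Without integration and at the lower resolution no M2 macrophage-like cluster was named, and no common mesenchymal-like cluster was named there or at the higher resolution. At the lower resolution and with the looser cell filter, committed mesenchymal progenitor-like cells were not named apart from osteochondral progenitor-like cells. The depth limits the common mesenchymal-like class, where 53 to 175 cells per library left the *Rbpj* ratio of 1.12 at 7 dpf within counting error, and the osteochondral progenitor-like class at 4 dpf, which held 1 and 3 cells.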

Differences from the paper's values

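No test in this part was chosen after the result was seen, but the thresholds for naming clusters were, and the alternatives are those set before the data were examined. The paper's values in this part were read by eye from its figures. All 5 values that the paper states in its text and that were computed here lay within 1.5 times of each other. This says little, since the cell number follows from the paper's own filter and the resolution was chosen to give at least 20 clusters. The numbers of clusters per lineage rest on the names and, for the myeloid lineage, on counting the larger unnamed cluster. Of the 16 cell numbers read from Fig. S2B, 1 differed by more than this, and of the 18 shares read from Fig. 1F, 9 did. Each of these differences may come from cell names rebuilt from markers, since for instance the number of inflammatory endothelial-like cells in control_7d ranged from 218 without integration to 400 with the looser cell filter. Below, a gap is called closed once a value lies within 1.5 times of the paper's value, which can leave most of the difference in place.

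For inflammatory endothelial cells in control_7d the paper's value is about 220 cells in Fig. S2B, read by eye, and the value here is 367 cells. The lower resolution (283 cells), the higher resolution (226 cells), no integration (218 cells) and markers left out of clustering (276 cells) fall within 1.5 times of the paper's value. The looser cell filter (400 cells) and doublets left out (339 cells) do not.

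For common mesenchymal cells, as a share of mesenchymal cells, the paper's value for control_4d is about 13% in Fig. 1F, read by eye, and the value here is 6.21%. None of the alternatives closed this gap (21.9% with the looser cell filter, 6.07% with doublets left out, 7.48% with markers left out of clustering, 5.35% with tenocyte precursor-like cells in the denominator). For control_7d the paper's value is about 10% and the value here 5.86%. The looser cell filter (11.6%) and markers left out (6.76%) closed it, but not doublets left out (5.50%) or tenocyte precursor-like cells in the denominator (5.42%). For RA_4d the paper's value is about 18% and the value here 7.85%. The looser cell filter (21.6%) closed it, but not doublets left out (7.85%), markers left out (9.14%) or the tenocyte denominator (6.95%). For RA_7d the paper's value is about 4% and the value here 2.07%. The looser cell filter (4.46%) closed it, but not doublets left out (1.91%), markers left out (2.21%) or the tenocyte denominator (1.87%).

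For fibroblast precursors the paper's values in Fig. 1F, read by eye, are about 20% in control_7d, about 16% in RA_4d and about 40% in RA_7d, and the values here are 11.6%, 9.68% and 19.3%. For control_7d the higher resolution (18.0%), the looser cell filter (15.0%) and markers left out (21.6%) closed the gap, but not no integration (12.0%), doublets left out (12.0%) or the tenocyte denominator (10.7%). For RA_4d the higher resolution (17.4%), the looser cell filter (13.5%) and markers left out (21.1%) closed it, but not no integration (9.95%), doublets left out (10.3%) or the tenocyte denominator (8.56%). For RA_7d the higher resolution (27.3%), no integration (34.0%) and markers left out (31.0%) closed it, but not the looser cell filter (24.3%), doublets left out (20.5%) or the tenocyte denominator (17.4%).

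For fibroblasts the paper's values in Fig. 1F, read by eye, are about 10% in control_7d and about 30% in RA_7d, and the values here are 33.8% and 45.8%. For control_7d no integration (10.8%) closed the gap, but not the higher resolution (38.1%), the looser cell filter (24.4%), doublets left out (34.8%), markers left out (22.8%) or the tenocyte denominator (31.3%). For RA_7d the looser cell filter (36.1%), no integration (32.4%) and markers left out (32.9%) closed it, but not doublets left out (46.2%). The higher resolution (44.0%) and the tenocyte denominator (41.3%) came within 1.5 times of the paper's value but stayed nearer the value here.

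Some directions also differ. The paper states that endothelial cells were reduced in RA callus, whereas the ratio of the blood endothelial share was 0.937 at 4 dpf, within counting error, and 1.25 at 7 dpf. Under the alternatives it was between 0.895 and 0.949 at 4 dpf and between 1.24 and 1.29 at 7 dpf, so no setting gave a reduction of the blood endothelial share at 7 dpf. The proliferative endothelial-like class alone went the paper's way, with ratios of 0.887 at 4 dpf and 0.927 at 7 dpf, within counting error. It was lower beyond counting error at 4 dpf with the looser cell filter (0.811, 0.697 to 0.942) and at 7 dpf without integration (0.834, 0.744 to 0.935), while the higher resolution gave 1.02 at 7 dpf. The paper reports more inflammatory endothelial cells in RA mice without naming a time point, and the share here was higher at 7 dpf (ratio 1.65) but not at 4 dpf (0.991).

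Fig. 1G shows chemokine signaling, cellular senescence, IL-17, TNF, Notch, TGF-β and Hedgehog signaling among the pathways of upregulated genes, and does not name a time point. The paper looked for enrichment among changed genes, whereas a median here covers every gene of a list written from general knowledge. The sign of a median can therefore differ from Fig. 1G without contradicting it. Of the 7 lists here for these pathways, 5 had a positive median at 7 dpf. The senescence list had a median of -0.062 at 7 dpf and 0.070 at 4 dpf. The chemokine list had a median of -0.055 at 7 dpf, within counting error, and -0.073 at 4 dpf, and was positive with the 5 classes weighted equally (0.089 and 0.077). For the pathways of downregulated genes, 3 of 4 lists had a negative median at 7 dpf. Random lists were themselves below 0 at 7 dpf, with medians of -0.044 beside the senescence list and -0.046 beside the amino sugar list. These lists lay at percentiles 28.6 and 34.3, so the sign of either says little. The ECM-receptor interaction list had a median of 0.072 at 7 dpf, with an interval that reaches below 0, and of -0.068 at 4 dpf. No alternative gave it a negative median at 7 dpf.

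The paper ranks the Notch pathway first. Among the 11 lists here, ranked by median and not by enrichment, the Notch list had the highest median of the summed counts at 4 dpf (0.10). With classes weighted equally, the Hedgehog (0.121) and TGF-β (0.107) lists lay above the Notch list (0.103) at 4 dpf. At 7 dpf the TNF list had the highest median of the summed counts (0.15) and the Notch median was 0.010. The paper states that *Rbpjk* had its highest upregulation in cluster 13 and cites Fig. S3D, which shows clusters 13 and 1 at 7 dpf. The order of these classes is the same here, with ratios of 1.12 in common mesenchymal-like cells and 0.898 in committed mesenchymal progenitor-like cells, but the first was within counting error (0.967 to 1.29) and was 0.947 with the looser cell filter. Among classes outside that figure, common myeloid-like cells had a higher ratio (1.65). Fig. S3D shows β-catenin higher in cluster 1 of RA callus, whereas *Ctnnb1* in committed mesenchymal progenitor-like cells had a ratio of 1.01 (0.973 to 1.04).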

Other observations

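The tests of a changed mix of classes, of dendritic cells in the M1 macrophage-like cluster and of red blood cells were chosen only after the result was seen, whereas those of dissociation, of a difference that reaches every cell and of free neutrophil RNA were written down beforehand.

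The oxidative phosphorylation list fell in mesenchymal cells at 7 dpf (median log2 ratio -0.36). With the 5 classes weighted equally the median was still -0.26, which argues against a changed mix of classes as the whole cause. A difference between the libraries that reaches every cell should lower the list in all lineages, and by lineage it was lower in myeloid cells (-0.34) and in blood endothelial cells (-0.29). Single classes were then looked up after these values had been seen. Of the 6 myeloid classes, the larger unnamed cluster included, 5 lay between -0.12 and -0.022. Osteoclast precursor-like cells, whose share fell, lay at -0.77, so the value of the lineage may follow its mix of classes. The median of -0.022 (-0.046 to -0.0070) in M2 macrophage-like cells argues against a difference of this size in every cell. In muscle-like cells the median was -0.42. A smaller difference between the libraries stays open, and so does a change of metabolism in RA mice, because the batch and the condition cannot be told apart.

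The TNF list rose in mesenchymal cells at 7 dpf (0.15), and with the 5 classes weighted equally its median was 0.074. A changed mix of classes may therefore account for part of the rise, although genes near 0 CPM in a class also pull this value toward 0. Handling of tissue during dissociation can bring on immediate early genes, some of which (*Fos*, *Jun* and *Junb*) are members of the TNF list and some of the IL-17 list. Immediate early genes had a ratio of RA to control at 7 dpf of 1.10 (1.09 to 1.12) in blood endothelial cells, 1.31 in myeloid cells and 1.50 in mesenchymal cells. The ratios at 4 dpf were 0.993, 0.990 and 1.30. Handling of the tissue and a response to inflammation cannot be told apart here, because each condition was handled as its own library.

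The M1 macrophage-like cluster was compared with all other myeloid cells. A list of 12 dendritic cell genes had a median log2 ratio of 4.04, with 12 of 12 higher in the cluster, and a list of 7 macrophage genes had a median of -4.41, with 0 of 7 higher. *Ccr7* was at 369 CPM in the cluster and 2.98 CPM outside it, and *Cd209a* at 234 and 3.99 CPM. *C1qa* was at 36.5 CPM in the cluster and 1857 CPM outside it, and *Adgre1* at 15.7 and 354.5 CPM. These values argue against a cluster made up mainly of macrophages and are those that dendritic cells need, so the ratio of its share is not read as that of M1 macrophages. That the cluster holds dendritic cells stays a hypothesis, since it was found and tested on the same data.

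*S100a8* in mesenchymal cells had a log2 ratio of 3.39 at 4 dpf and -1.80 at 7 dpf, and *S100a9* of 2.97 and -1.47. Free RNA of neutrophils in the droplets should move these genes alike in all cell types. Neutrophil RNA over all kept cells had a ratio of 10.2 at 4 dpf and 0.487 at 7 dpf. In blood endothelial cells its ratio was 6.69 at 4 dpf and 0.468 at 7 dpf, as free RNA needs. In muscle-like cells it was 1.09 (0.913 to 1.30) at 4 dpf, which argues against free RNA as the whole cause, and 0.396 at 7 dpf. Free RNA as a part of it stays open, and no other explanation was tested.

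Haemoglobin RNA and *Alas2* had a ratio of 0.0730 over all kept cells at 4 dpf and 0.852 at 7 dpf. If the cell filter had removed red blood cells unequally, the looser filter should bring the ratio near 1, but it was 0.0634. In muscle-like cells the ratio was 2.42 at 4 dpf, the opposite way. The origin of this difference between the libraries was not tested further.

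In mesenchymal cells at 7 dpf, the markers of the skeletal classes had a median log2 ratio of -1.05 and those of the fibroblastic classes of 1.02. With the 5 classes weighted equally these were -0.36 and 0.62, so they do not follow the mix of classes alone. At 4 dpf both lists went the opposite way, with medians of 0.65 and -0.59. With classes weighted equally these were 0.56 and -0.47, and the difference between the time points was not tested. Cell cycle genes had a median of -0.87 in mesenchymal cells at 7 dpf, and their ratio in blood endothelial cells was 0.530 at 7 dpf. *Dnmt1* in mesenchymal cells had a ratio of 0.779 (0.735 to 0.826) at 7 dpf and 1.02 at 4 dpf, *Dnmt3a* of 1.06 (1.02 to 1.09) and 1.19 (1.109 to 1.285), and *Dnmt3b* of 0.946 (0.822 to 1.09) and 1.14 (0.884 to 1.48). Those of *Dnmt3b*, and of *Dnmt1* at 4 dpf, were within counting error, and with the 5 classes weighted equally the log2 ratio was 0.014 for *Dnmt3b* at 7 dpf and -0.082 for *Dnmt1* at 4 dpf, the opposite way. Schwann-like cells had a ratio of 2.62 (1.97 to 3.52) at 7 dpf.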
